# Systematic optimization of Cas12a base editors in wheat and maize using the ITER platform

**DOI:** 10.1186/s13059-022-02836-2

**Published:** 2023-01-13

**Authors:** Christophe Gaillochet, Alexandra Peña Fernández, Vera Goossens, Katelijn D’Halluin, Andrzej Drozdzecki, Myriam Shafie, Julie Van Duyse, Gert Van Isterdael, Camila Gonzalez, Mattias Vermeersch, Jonas De Saeger, Ward Develtere, Dominique Audenaert, David De Vleesschauwer, Frank Meulewaeter, Thomas B. Jacobs

**Keywords:** CRISPR, Plant biotechnology, High-content imaging, Cas9, Cas12a, Base editing, Protoplasts

## Abstract

**Background:**

Testing an ever-increasing number of CRISPR components is challenging when developing new genome engineering tools. Plant biotechnology has few high-throughput options to perform iterative design-build-test-learn cycles of gene-editing reagents. To bridge this gap, we develop ITER (Iterative Testing of Editing Reagents) based on 96-well arrayed protoplast transfections and high-content imaging.

**Results:**

We validate ITER in wheat and maize protoplasts using Cas9 cytosine and adenine base editors (ABEs), allowing one optimization cycle — from design to results — within 3 weeks. Given that previous LbCas12a-ABEs have low or no activity in plants, we use ITER to develop an optimized LbCas12a-ABE. We show that sequential improvement of five components — NLS, crRNA, LbCas12a, adenine deaminase, and linker — leads to a remarkable increase in activity from almost undetectable levels to 40% on an extrachromosomal GFP reporter. We confirm the activity of LbCas12a-ABE at endogenous targets in protoplasts and obtain base-edited plants in up to 55% of stable wheat transformants and the edits are transmitted to T1 progeny. We leverage these improvements to develop a highly mutagenic LbCas12a nuclease and a LbCas12a-CBE demonstrating that the optimizations can be broadly applied to the Cas12a toolbox.

**Conclusion:**

Our data show that ITER is a sensitive, versatile, and high-throughput platform that can be harnessed to accelerate the development of genome editing technologies in plants. We use ITER to create an efficient Cas12a-ABE by iteratively testing a large panel of vector components. ITER will likely be useful to create and optimize genome editing reagents in a wide range of plant species.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02836-2.

## Background

Base editors (BE) are incredibly useful biotechnological tools that generate precise nucleotide substitutions at specific DNA loci. There are currently two predominant types: cytidine (CBE) and adenine base editors (ABE). CBEs are a fusion of a cytidine deaminase domain to a catalytically inactive Cas nuclease or Cas nickase. A variety of cytidine deaminases have been used for base editing including APOBEC1 (A1), A3A, A3B, PmCDA1, AID, and their derivatives [1]. CBEs catalyze the deamination of cytidines into uracil on the non-target DNA strand, ultimately creating a C-to-T mutation [2]. CBEs also create C-to-G transversions and indels as byproducts, therefore many CBEs contain a uracil glycosylase inhibitor (UGI) to increase accuracy [2, 3]. ABEs are derived from an evolved *Escherichia coli* adenine deaminase, TadA, that catalyze adenine into inosine which is repaired as guanine, leading to A-to-G transitions [4]. Unlike CBEs, the repair products are more accurate and fewer indels are observed [5].

CBEs and ABEs have been used in a wide range of species [6, 7]. Cas9 has been the predominant nuclease, which has limited the target range since the protospacer-adjacent motif (PAM; 5′-NGG-3′) and deamination window control the target space. Numerous groups have utilized Cas9 PAM variants to overcome this limitation [8–12]. In contrast, few reports have utilized Cas12a for base editors [13–18] and only proof-of-concept Cas12a-BEs have been developed for plants [17, 19–21]. Therefore, it is highly desirable to generate an efficient Cas12a-BE to increase the targeting space in plants (5′-TTTV-3′ PAM). Such a reagent would also be an attractive alternative to Cas9 due to a simpler intellectual property landscape [22]. Cas9-BEs have been optimized by individually modifying components such as the nuclear localization signal (NLS [23];), deaminase [14, 24, 25], and linker [21]. Cas12a in turn has been optimized with different nuclease variants [13, 26, 27] and modifying the crRNA scaffold [28]. However, it is unclear whether any of these improvements, or combinations thereof, would improve Cas12a-BE efficiency.

The optimization of genome editing tools such as base editors requires testing large numbers of configurations (architectures) and targets [2, 4, 29]. To facilitate the systematic development of BEs specifically for plants, we developed ITER (*I*terative *T*esting of *E*diting *R*eagents), a high-throughput, multi-well plate-based system for fast, versatile, and quantitative results to iteratively test and optimize novel genome editing technologies. We first validated ITER by testing a variety of Cas9-CBEs and ABEs in wheat and maize protoplasts. We then systematically developed and optimized an LbCas12a-ABE by modifying various NLS, deaminase and nuclease variant, linker, and crRNA components in five iteration cycles. We quickly go from near-background levels (0.5%) of ABE activity, to as high as ~40% for an extrachromosomal GFP reporter and 10-20% for endogenous targets in wheat and maize. We confirmed these novel ABEs in stably-transformed wheat lines where the most active generated edits in ~30–50% of independent events and these edits were transmitted to transgene-free progeny in 22 of the 24 selected lines. These optimizations are generally applicable as they also increase indel rates from ~10% to ~80% with nuclease-active LbCas12a and allow for LbCas12a-CBE activity. Thus, we demonstrate that ITER is an effective, high-throughput platform to accelerate the development of genome editing tools in plants and present highly optimized architectures for LbCas12a.

## Results

### ITER platform establishment and validation

We aimed to develop a platform that combines arrayed protoplast transfections with high-content imaging to efficiently test and optimize a wide variety of genome editing tools (Fig. 1a). We first scaled up the number of wheat protoplast transfections by reducing the number of cells and volume per transfection (5 × 10^5^ cells in 500 μl to 1 × 10^5^ cells in 100 μl) and then arraying the transfections in a 96-well plate format for streamlined analysis using the OPERA® High-Content Screening System for automated cell detection and fluorescence analysis (Materials and methods, Fig. 1a and Additional file 1: Fig. S1a). After cell segmentation and quantification based on two fluorescent reporters, p35S:mCherry-NLS and pZmUBI:GFP-NLS, on average 1000 to 1500 transfected cells were detected per sample with a transfection efficiency of 40–65% (Additional file 1: Fig. S1a-c). Importantly, co-transfection efficiency is effectively 100% and homogeneously distributed throughout the plate (Fig. 1b). We then adapted the workflow for etiolated maize protoplasts by segmenting cells only on nuclei expressing mCherry, demonstrating that ITER can also be used in multiple plant species to process cells with or without chlorophyll (Materials and methods and Additional file 1: Fig. S1d-f).

**Fig. 1:**
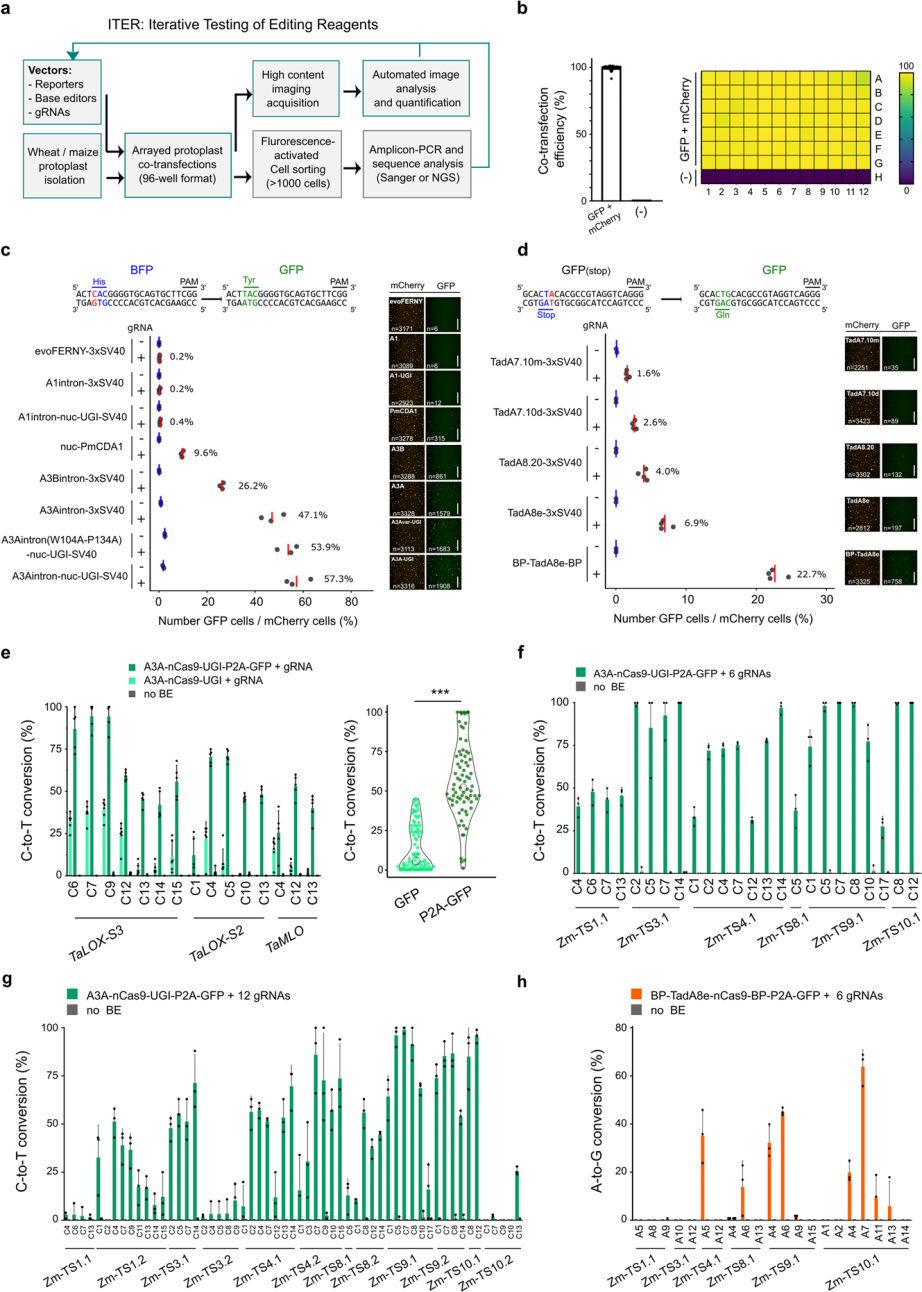
ITER is an efficient platform for testing base editing in wheat and maize protoplasts. **a** Schematic illustration of ITER. Wheat or maize protoplasts are co-transfected in 96-well format. Cells are imaged and analyzed by automated high-content imaging. Resulting data are interpreted and inform the subsequent optimization cycle. Validation of base editor activity at endogenous targets is performed by genotyping after fluorescence-activated cell sorting (FACS). **b** Co-transfection efficiency as measured by the number of GFP over the number of mCherry positive cells in wheat protoplasts. Negative controls (−) do not contain vector DNA. The grid shows the 96-well plate positions and the gradient colors coding represents co-transfection efficiencies. **c**, **d** Base editing efficiencies for multiple nCas9-CBE (**c**) or nCas9-ABE (**d**) configurations in wheat protoplasts. Efficiencies were measured as the percentage of cells showing BFP to GFP conversion for C-to-T editing (**c**) or GFP recovery for A-to-G editing (**d**). Red and blue lines represent mean efficiency of cells transfected with or without gRNA, respectively. Representative pictures show mCherry or GFP fluorescence in protoplasts. n indicates the total number of cells measured after image segmentation in the mCherry or GFP channel. Scale bars: 200 μm. **e** Multiplex C-to-T base editing of A3A-nCas9-UGI or A3A-nCas9-UGI-P2A-GFP at three wheat targets. One sub-genome was analyzed by Sanger sequencing and EditR analysis. Asterisks represents significant difference in efficiency as measured by Student’s *t* test (***: *p*<0.001). **f**, **g** Multiplex C-to-T base editing of A3A-nCas9-UGI at 6 (**f**) or 12 (**g**) maize targets. **h** Multiplex A-to-G base editing efficiency of BP-TadA8e-nCas9-BP ABE at 6 maize targets. Transfection of the cells with a GFP expressing vector (no BE) was used as a negative control in **e**–**h**. *x*-axis in **e**–**h** indicates targeted Cytosines (**e**, **f, g**) or Adenines (**h**) at different positions along the protospacer, with the PAM-distal base being position 1. Editing rates were calculated from three to 6 independent biological replicates that are depicted as dots on plots (**c**–**h**)

We tested ITER by comparing the activity of eight Cas9-CBEs with different components: the cytidine deaminase, NLS variants, and with or without UGI (Fig. 1c and Additional file 1: Fig. S2a). We co-transfected three vectors: (1) a BFP-to-GFP reporter, (2) a CBE, and (3) a gRNA targeting BFP [30, 31]. As a negative control, the reporter and the CBE were co-transfected to monitor non-specific base editing. Editing efficiencies (the ratio of GFP to mCherry positive cells) ranged from 0.2% (*n*=6/3171) to 57.3% (*n*= 1908/3316), depending on the architecture, showing that we can detect C-to-T editing with high sensitivity (Fig. 1c). Interestingly, editing efficiencies correlated well with average GFP intensities, indicating that the number and intensity of GFP positive cells can also inform on BE activity (Fig. 1c and Additional file 1: Fig. S2b). Overall, the relative activities of the different deaminases without UGI matched those reported in the literature with A3A>A3B>PmCDA1>A1 and A3A with a C-terminal UGI leading to the highest editing rates [29, 32, 33], confirming that our platform can be used to reliably compare CBE activities. We next tested whether we could monitor ABE activity using a GFP(stop) to GFP reporter where a CAG codon is replaced by a TAG stop codon [34] and compared the activity of five nCas9-ABEs that carry different adenine deaminases and NLS variants. Editing efficiencies ranged from 1.6 to 22.7%, with the Tad8e variant containing N- and C-terminal BP NLS being the most active (Fig. 1d).

We transfected a subset of the nCas9-CBEs and ABEs into maize protoplasts to test ITER in a different crop species. We reliably detected BE activity of both reporters and observed that efficiencies were higher than in wheat, but showed the same overall trends (Fig. 1c, d and Additional file 1: Fig. S2d, e). We also confirmed the activity of A3A-PBE and ABE-7 and observed that ABE-7 displayed higher efficiency than a nearly identical ABE built in our laboratory (Fig. 1d; Additional file 1: Fig. S2f), showing that our platform can be used to quickly validate and compare reagents from other laboratories [33, 34] (Additional file 1: Fig. S2d, f). Together, these results show that ITER is a rapid, sensitive, and versatile platform for assessing BE activity in wheat and maize protoplasts.

Testing BE activity with a single target site in a reporter plasmid may bias results for specific target sequence contexts. Therefore, we also added a module to the ITER pipeline to compare the activity of multiple BEs at endogenous targets. We first scaled up Fluorescence-Activated Cell Sorting (FACS) and genotyping strategies to increase the number of sorted wheat samples from 4–6 samples to 15–25 per hour (Materials and methods and Additional file 1: Fig. S3a, b). We selected the CBE A3A-nCas9-UGI, which performed best in our GFP reporter assays, and measured editing at the *TaLOX2-S3* target with Sanger sequencing after sorting 1000 or 2000 cells on GFP (Additional file 1: Fig. S3c). Base editing ranged from 10 to 50% regardless of the number of sorted cells, indicating that we can reliably measure BE activity at endogenous targets using as few as 1000 sorted cells (Additional file 1: Fig. S3c). We did not detect C-to-G nor C-to-A editing, indicating that A3A-nCas9-UGI predominantly introduces C-to-T mutations in protoplasts.

We next tested if enriching for BE-expressing cells by utilizing a ribosomal skipping P2A reporter could increase sensitivity (Fig. 1e). The P2A peptide transcriptionally couples GFP and base editor expression, thereby allowing us to specifically capture cells expressing the base editors. We co-transfected base editors with and without P2A-GFP-NLS, with three gRNAs in multiplex targeting *TaLOX-S3*, *TaLOX-S2*, and *TaMLO* and sorted 2000 cells on GFP. Analysis of the three targets detected a significant increase in editing activity for the A3A-nCas9-UGI-P2A-GFP-NLS relative to the A3A-nCas9-UGI (from 13.6 to 56.3%; Mann-Whitney test: *p*<0.001) and a broader editing window (from C4–C12 to C1–C15) (Fig. 1e). As these results confirmed that the P2A-GFP-NLS module can increase sensitivity, we used the P2A-GFP-NLS module in our subsequent BE architectures. We then increased the number of gRNAs to 6 and 12 in maize cells using gRNA arrays (Materials and methods). For the two individual 6-gRNA arrays, we detected C-to-T conversions at all targets with values ranging from 25 to 100% (Fig. 1f and Additional file 1: Fig. S3d) whereas for the 12-gRNA samples (both arrays co-transfected), we observed base editing at 9 out of 12 targets and a 5–100% decrease in efficiency compared to the 6-gRNA arrays (Fig. 1g and Additional file 1: Fig. S3e).

To confirm ABE activity at endogenous targets, we selected BP-TadA8e-nCas9-BP, which showed the highest A-to-G conversion in our GFP reporter assay. Only one out of four sites was edited in simplex for wheat (Additional file 1: Fig. S3f). For maize, four out of six targets were edited for array1 (Fig. 1h) and three out of six for array2, with editing efficiencies ranging from 5 to 65% (Additional file 1: Fig. S3g). When combining the two arrays, we detected five out of twelve targets edited at 5 to 40% efficiency, and editing windows ranged from A4 to A10 (Fig. 1h and Additional file 1: Fig. S3f, h). These results demonstrate that we can efficiently detect multiplex C-to-T or A-to-G base editing but also suggest that increasing the number of gRNAs negatively correlates with BE activity at individual targets in protoplasts.

### Development and optimization of Cas12a-ABE with ITER

We wanted to leverage ITER to develop a new class of base editors for plants. While Cas12a-BEs have been used in animal systems [13–16], these tools have not been widely adapted to plants [17, 19, 21]. This stands in contrast to Cas9-BEs and nuclease-active Cas12a which are widely used in both fields [35, 36]. We started by building fluorescent reporters to detect LbCas12a-CBE or ABE activity. For the CBE reporter, we used BFP with a T63S substitution to add a Cas12a PAM (5′-TTTC-3′; Materials and methods, Additional file 1: Fig. S4a). For the ABE reporter, the R110 (CGA) GFP codon was mutated into a stop codon (*; TGA) (Materials and methods, Additional file 1: Fig. S4b). We first tested the activity of A3A-dCas12a-UGI and four versions of dCas12a-ABE, including TadA8e-32aa-dCas12a-3xSV40, using a wheat codon-optimized LbCas12a (Additional file 1: Fig. S4a, b). Editing levels for CBEs and ABEs were similar to negative controls without crRNAs, indicating that the measured activity was non-specific (Additional file 1: Fig. S4a, b), possibly due to unspecific deaminase activity or background fluorescence of the reporter [37]. We decided to focus on the dCas12a-ABE system as we were limited to only the one reporter to test CBE activity. Using a new GFP reporter (Q70*/R74K) [19], we repeatedly detected a low but consistent signal ranging from 0.6 to 0.8% (*n*>8000) for TadA8e-32aa-dCas12a-3xSV40 whereas no signal was detected for the negative control nor the other TadA variants (Fig. 2a, c and d1 and Additional file 1: Fig. S4c). These results provided a starting point for optimization with TadA8e-32aa-dCas12a.

**Fig. 2:**
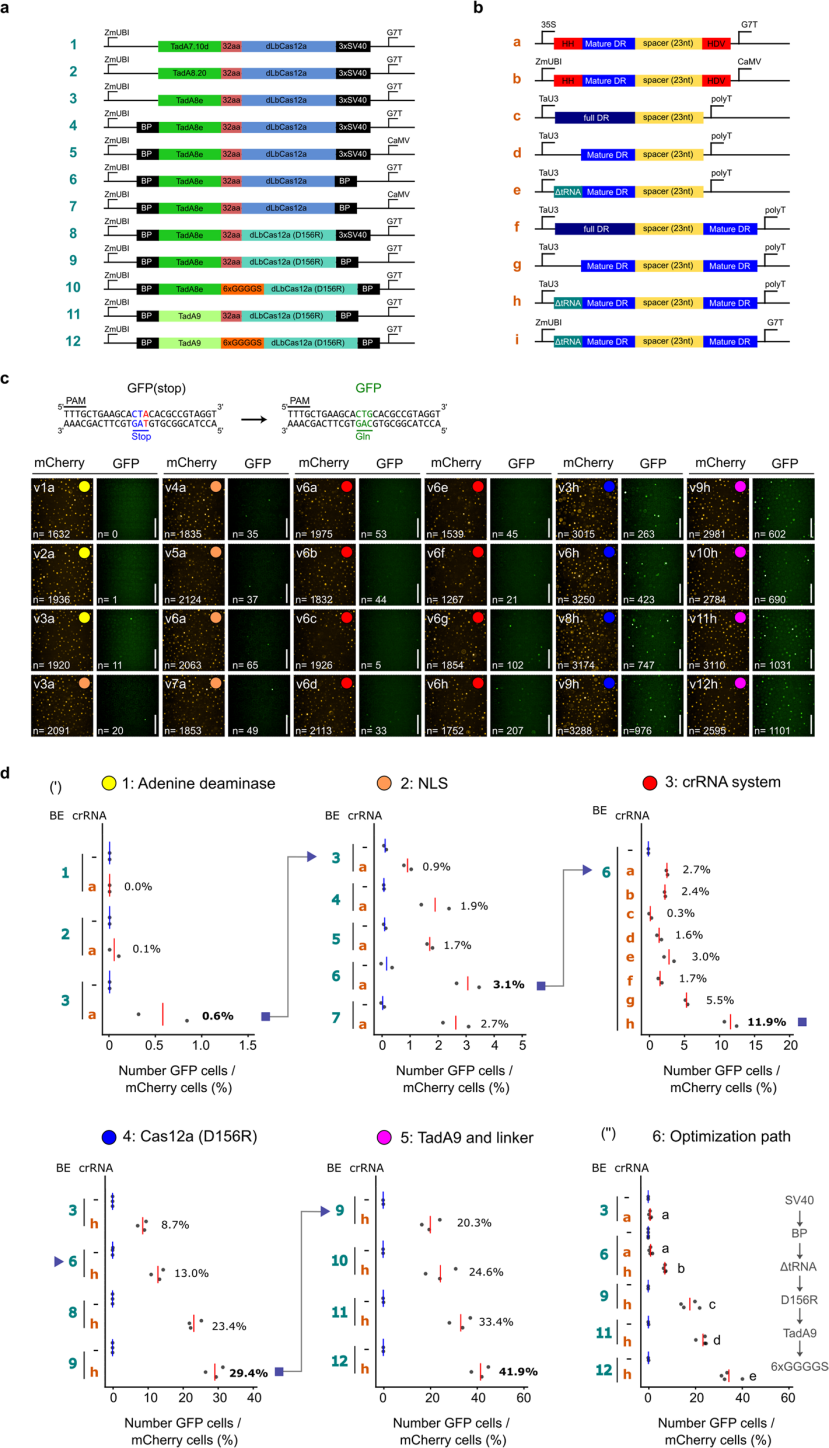
Stepwise optimization of Cas12a-ABE using ITER. **a**, **b** Schematic illustration of 12 LbCas12a-ABEs (**a**) and nine crRNA (**b**) architectures tested in this study. **c**, Representative pictures showing mCherry- and GFP-positive cells measured during the optimization campaign of LbCas12a-ABE in wheat protoplasts. A-to-G base editing of the GFP reporter recovers GFP fluorescence. Colored dots represent different iterations and match measurements in **d**. Scale bars: 200 μm. **d** Editing efficiencies of LbCas12a ABE as measured by the rate of GFP recovery in wheat cells. BE and crRNA architectures are referred to as numbers and letters, respectively, as shown in **a** and **b**. Red and blue lines represent mean efficiency of cells transfected with or without crRNA, respectively. (‘) Five ITER cycles were conducted by sequentially testing adenine deaminases, NLSs, crRNA systems, Cas12a variants, and protein linkers. Best candidates obtained at individual iterations were used as baseline in the following iteration and are depicted with a blue arrowhead. (“) Key Cas12a-BE architectures obtained along the optimization path were compared side by side. Components leading to increased activity are shown at the right of the panel. Editing rates in **d** were calculated from two to four independent biological replicates that are depicted as dots on plots. Statistical significance is calculated with a one-way ANOVA test followed by a Tukey HSD post hoc test at threshold *p*<0.05

We next tested two NLSs and their position on the ABE together with the G7 terminator or CaMV terminator as this terminator is used on the more active ABE-7 [34] (Fig. 2a, c, d2). The BP NLS on both the N- and C-terminus increased base editing to 3.1%, suggesting that improving nuclear localization of the complex increases activity as previously shown with our Cas9 results (Fig. 1d) and other genome engineering tools [23]. We then compared eight different crRNA architectures with either the standard Pol II-driven mature direct repeat (DR) flanked by ribozymes, Pol III-driven full DR, mature DR, or truncated tRNA [28] (Fig. 2b). Strikingly, the TaU3:tRNA-DR-spacer-DR architecture (h) led to a 4-fold increase in efficiency (2.7 to 11.9%) compared to the standard p35S:HH-spacer-HDV (Fig. 2c, d3).

In the fourth iteration, we tested the LbCas12a D156R mutation as this variant has high indel activity in *Arabidopsis* [26]. This variant increased activity to 29.4% GFP-positive cells (Fig. 2c, d4). In the fifth iteration, we tested a more active TadA, TadA9 [24], and a 6xGGGGS linker as this was reported to increase dCas12a-CBE activity in maize [21]. Both variants further increased the activity of the Cas12a-ABE to 42% efficiency (Fig. 2c, d5). Finally, we tested whether we could further improve the crRNA system by using a Pol-II promoter driving the crRNA as previously reported [28] (Fig. 2b, c)*.* We observed lower editing efficiencies for ZmUBI:tRNA-DR-spacer-DR than for the TaU3 promoter (h) (Additional file 1: Fig. S4d), confirming that TaU3:tRNA-DR-spacer-DR was the best crRNA architecture from our panel.

We compared the successive BE architectures in a single ITER run to confirm the role of individual modifications on LbCas12a-ABE activity in a side-by-side experiment (Fig. 2c, d6 and Additional file 1: Fig. S4e). In line with our previous experiments, introducing the truncated tRNA DR-DR crRNA system, the LbCas12a(D156R) variant, TadA9, and the 6xGGGGS linker all led to significant increases in base editing efficiencies (One-way ANOVA, Tukey HSD: P<0.05). We also observed comparable stepwise increases in Cas12a-ABE activity in maize protoplasts (0.8 to 67.9%) indicating that the optimizations are transferable to other plant species (Additional file 1: Fig. S4f).

### Comparative analysis of Cas12a ABEs at endogenous sites and in transformed plants

After developing LbCas12a-ABEs with a reporter, we wanted to validate the key optimizations at endogenous targets. 

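LbCas12a is a CRISPR nuclease that a crRNA guides to a target next to a TTTV motif, the PAM. In LbCas12a-ABE v9h the deaminase TadA8e is fused to LbCas12a(D156R-D832A), and the tRNA-based crRNA system h supplies the crRNA. The deaminase turns an adenine of the target into a base that is read as G. Wheat leaf protoplasts, which are cells without walls, were transfected, and cells with GFP fluorescence were sorted before the targets were amplified and sequenced. The deposited table gives A-to-G conversion at each adenine as percent of aligned reads, computed by the authors with CRISPResso2. The table, headed as multiplex, covers 6 wheat targets with 3 replicates of v9h and 1 of a control. The index pairs of these libraries held 175946 to 560886 read pairs, but they are not matched to columns here, so the depth of a single value is unknown. The smallest percent above 0 in this table was 0.24, and 50 of 64 values were listed at 0. The editing level of a target was the mean over its listed adenines, taken per replicate and then averaged over replicates. Adenines are counted from 1 at the PAM-adjacent end of the spacer, which has 23 bases.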

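A v9h value above 0 was found at 5 of the 6 targets, and TS242-B was listed at 0 in every replicate. An adenine that exceeded the control in all 3 replicates was present at 2 targets: A9 of TS60-A and A10 of TS112-A. At TS13-B, TS105-B and TS121-D at least 1 replicate was listed at 0 at the most edited adenine. The control had 1 replicate, so its spread is not known. Its only value above 0 was 0.24% at A9 of TS105-B.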

We first randomly selected six targets and confirmed v9h activity at five out of six targets in protoplasts. 

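Averaged over its adenines, editing by v9h in multiplex was 2.02 ± 0.345% at TS112-A (mean ± SD, 3 replicates), the highest of the targets. The other levels were 0.442 ± 0.171% at TS60-A, 0.321 ± 0.278% at TS121-D, 0.200 ± 0.231% at TS105-B and 0.152 ± 0.153% at TS13-B. Taking the most edited adenine of each target in place of the mean moved these levels most, to 3.88% at TS112-A and 0.457% at TS13-B.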

Simplex and multiplex editing levels ranged from 0.5 to 4% (Additional file 1: Fig. S5a, b). We then selected six key LbCas12a-ABE/crRNA architectures and assessed their activity at the four best targets in simplex (Fig. 3a). 

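The deposited table of this simplex experiment, in which each crRNA was delivered alone, gives A-to-G percents at 14 adenines of TS60-A, TS105-B, TS112-A and TS121-D. Its columns number 7 arms with 3 replicates each, except that TS105-B has no values in replicate 3, and no key in the table says which number is which architecture or the control. The arms were therefore not named, and comparisons between architectures are not analysed here. Over all columns, 79 of 273 values were above 0 (28.9%), with a smallest value above 0 of 0.21% and a median above 0 of 1.25%. The highest value of each target was 10.8% at A10 of TS112-A, 6.84% at A9 of TS60-A, 6.47% at A8 of TS105-B and 5.87% at A11 of TS121-D. The index pairs of the 3 libraries held 30189 to 707560 read pairs.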

For the three best versions (v9h, v11h, and v12h) we detected A-to-G conversion at all four targets ranging from 0.5-9% with an editing window spanning A8 to A11. We also observed low indel frequencies (0.5% and 5%) at two targets with v9h (Additional file 1: Fig. S5e). Combining data points for all four targets revealed that introducing the truncated-tRNA DR-DR, LbCas12a (D156R), TadA9, and 6xGGGGS linker led to stepwise increases in editing efficiency (Kruskal-Wallis test; Dunn post hoc test at *p*<0.05). 

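In the deposited table of multiplex editing, where the crRNAs were delivered together, arms are likewise numbered 1 to 7 without a key, and architectures are not compared here. Of 294 values, 86 were above 0 (29.3%), and the median of those above 0 was 0.905%. A10 of TS112-A again had the highest value, 11.0%, with 15 of 21 columns above 0. The highest values elsewhere were 5.09% at A9 of TS60-A, 4.63% at A9 of TS121-D and 1.65% at A8 of TS105-B. A9 of TS105-B was listed at 0 in all 21 columns. Read pairs per index pair ran from 41087 to 433894.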

We observed similar results when analyzing multiplex editing at the same four targets (Fig. 3b and Additional file 1: Fig. S5b).

**Fig. 3:**
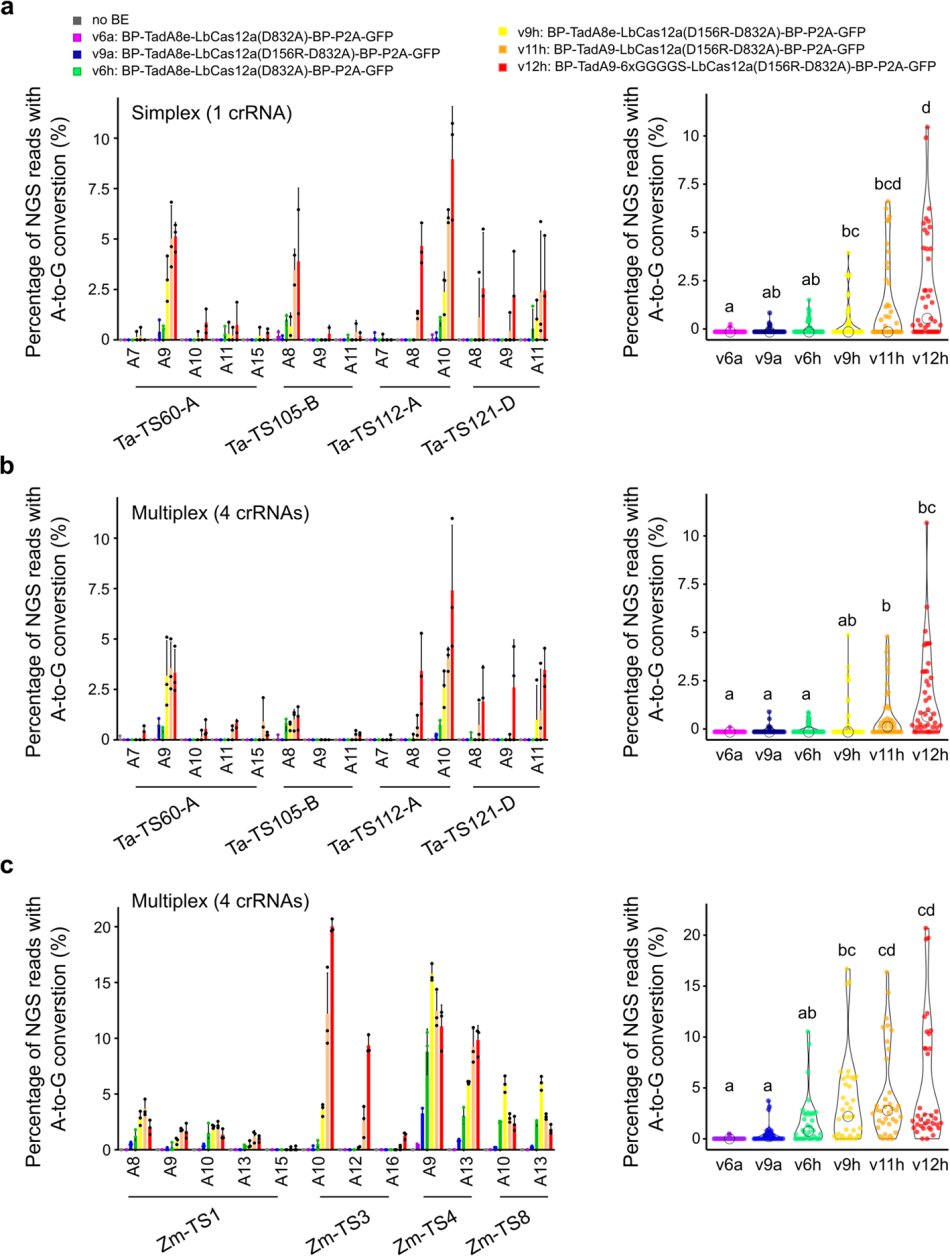
Validation of Cas12a-ABE activity at endogenous targets in wheat and maize. **a**, **c** Simplex (**a**) or multiplex (**b**, **c**) base editing efficiencies of six LbCas12a-ABE configurations as measured by the proportion of NGS reads converted from A-to-G in wheat (**a**, **b**) or maize (**c**). Different Cas12a-ABE versions are labeled with number and letters referring to Fig. 2a, b. Barplot displays A-to-G conversion rates at individual on-target target. *x*-axis indicates targeted adenines at different positions along the protospacer, with the PAM-adjacent base being position 1. Editing rates were calculated from two or three independent biological replicates that are depicted as dots on barplots. Violin plots represent pooled efficiencies at all targets for individual base editor versions. Statistical significance is calculated by a Kruskal-Wallis test followed by a Dunn post hoc test at threshold *p*<0.05

To check off-target activity, we leveraged the allohexaploid nature of the wheat genome and selected targets where one subgenome perfectly matched the crRNA sequence and the two homeologs contained mismatches (Materials and methods, Fig. 3a, b; Additional file 1: Fig. S5c, d). Mismatches in the seed region of the spacer strongly decreased ABE activity, whereas mismatches at the PAM-distal end led to editing efficiencies ranging from 2.5 to 7% (Additional file 1: Fig. S5c, d).

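The maize targets lie in fasciated ear3 (Zm-TS1), small kernel 1 (Zm-TS3), liguleless2 (Zm-TS4) and dwarf4 (Zm-TS8). Leaf protoplasts of the inbred line B104 were transfected, and sorted and sequenced as in wheat. The deposited table has 7 numbered arms with 3 replicates and no key, so architectures are not compared here. It lists 12 adenines, and 143 of 252 values were above 0 (56.7%), with a median above 0 of 2.18%. The highest value was 20.7%, at A10 of Zm-TS3, and the highest at Zm-TS4 was 16.7%, at A9. The highest values at the remaining targets were 6.63% at A10 of Zm-TS8 and 4.55% at A8 of Zm-TS1. The library held 31884 to 157034 read pairs per index pair.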

We then analyzed the same six LbCas12a-ABE and crRNAs architectures in maize at four target sites in multiplex. Consistent with the results in wheat, LbCas12a-ABE v9h, v11h, and v12h performed best with editing efficiencies ranging from 0.5 to 20% (Fig. 3c; Additional file 1: Fig. S5f; Kruskal-Wallis test; Dunn post hoc test a *p*<0.05), further validating the BE optimization campaign in protoplasts.

We tested the v9h and v11h architectures by transforming plants with the two best crRNAs (TS60 and TS112) via co-bombardment. We regenerated 163 and 184 independent T0 plants for v9h and v11h, respectively, and evaluated base editing with NGS (Fig. 4a). 

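These plants were regenerated from bombarded immature embryos of the wheat cultivar Fielder, and each received 1 editor with the crRNAs for TS60 and TS112. The editors differ in the deaminase: v9h carries TadA8e and v11h carries TadA9. Bread wheat has 3 subgenomes (A, B and D), so each target was read at 3 homeologous sites. The deposited table gives, for each plant and adenine, the percent of reads with G, which the authors computed with CRISPResso2. It lists 163 plants for v9h and 184 for v11h. These numbers count rows: 2 plant names stand on 4 rows, with a highest value of 0, and all were kept. Wells restart once within each architecture, which gives runs of 71 and 92 plants for v9h and of 92 and 92 for v11h. A plant was called edited at a site from 25% of reads, heterozygous up to 70% and homozygous above that, which are the limits of the paper. Plants with a value at a given site numbered 154 to 157 for v9h and 182 to 183 for v11h. The 2 architectures were compared with a z test for 2 proportions, two-sided, and p values were corrected by Benjamini-Hochberg (BH) over the 23 sites that could be tested. Shares carry Wilson 95% intervals. The intervals cover counting error over plants only, and not error in the percents behind the calls. Reads carried no molecular tags. Read pairs per index pair had medians between 19469.5 and 25452 in the 4 libraries, with a lowest count of 0, and they are not matched to plants here. Among 1154 values above 0, 398 lay below 25% and 8 lay from 70 to 90%.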

The percentage of plants carrying A-to-G edits at the primary editing positions (A7 and A9 for TS60-A or A8 and A10 for TS112-A) ranged from 2.6 to 34% for v9h and 11.5 to 46.7% for v11h (Fig. 4b, c and Additional file 1: Fig. S6a, b). 

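For v9h the shares were 6 of 155 plants at A7 of TS60-A (3.87%, 1.79 to 8.19), 25 of 155 at A9 (16.1%, 11.2 to 22.7), 4 of 156 at A8 of TS112-A (2.56%) and 53 of 156 at A10 (34.0%). For v11h they were 21 of 182 (11.5%, 7.67 to 17.0), 63 of 182 (34.6%, 28.1 to 41.8), 22 of 182 (12.1%) and 85 of 182 (46.7%), in the same order.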

Consistent with the protoplast results, v11h was significantly more active than v9h (1.4 to 4.7-fold increase, *p*<0.05 *z*-score test for two proportions; Fig. 4b, c). 

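At A7 of TS60-A v11h exceeded v9h 2.98-fold (BH p 0.0281, z test), and at A9 2.15-fold (BH p 0.00271). At TS112-A the ratio was 4.71-fold at A8 (BH p 0.00808) and 1.37-fold at A10 (BH p 0.0450), over 23 sites. Without the second v9h run of wells 0 of these 4 positions passed BH 0.05, and the difference at A10 was -3.30 points. Without the first v11h run 0 of 4 passed as well, with BH p 0.107 at A9 and 0.0635 at A8. Between runs, v11h was higher in 4 of 4 pairings at A7 and A8, with differences of 2.99 to 12.0 and 5.11 to 13.2 points. At A9 and A10 it was higher in 3 of 4, from -1.51 to 35.9 and from -13.7 to 35.6 points, and lower only for v9h run 1 against v11h run 2. Runs of the same number differed by 12.8 and 21.7 points at A9 and by 7.14 and 14.7 at A10, though no label pairs them. The list of each architecture opens with plants listed before a series of plant numbers starts again at 1, 39 for v9h and 58 for v11h. Without these plants, a choice made after seeing the data, the shares were 2.56% against 8.80% at A7, 6.84% against 26.4% at A9 (z test p 5.03e-05), 0 against 10.4% at A8 and 22.5% against 34.4% at A10 (p 0.0393). Keeping 1 plant of each pair of neighbours with the same calls, also chosen after seeing the data, raised the BH p at A7 to 0.0874. With Fisher's exact test the BH p at A10 became 0.0508. The paper concludes from these shares that v11h is more active than v9h in stable plants, as in protoplasts.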

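Of 279 edited calls at A7 and A9 of TS60-A and A8 and A10 of TS112-A, both architectures together, 209 lay between 25 and 70% (74.9%, 69.5 to 79.6). For v11h the heterozygous share of plants was 28.0% at A9 of TS60-A and 28.6% at A10 of TS112-A. At A7 it was 10.4% and at A8 11.5%. For v9h the shares were 12.9% at A9 and 23.7% at A10. The 616 values between the limits had a median of 49.6%.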

The majority of mutated lines were scored as heterozygous; 13 and 29% of the lines contained editing rates between 25 and 70% at the on-target edits for v11h at TS60-A and TS112-A, respectively. Lines scored as homozygous (>70% editing) were also recovered from 3 to 18% of the lines for the primary editing positions (Fig. 4b, c and Additional file 1: Fig. S6d). 

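The homozygous share of v11h plants was 6.59% at A9 of TS60-A and 18.1% at A10 of TS112-A, and 1.10% and 0.549% at A7 and A8. For v9h it was 3.23% at A9, 10.3% at A10 and 0.645% at A7, while no v9h plant was homozygous at A8 of TS112-A. The highest homozygous share at a primary position, in either architecture, was 11.0% without the first v11h run of wells. It was 25.3% without the second. Above 90% of reads lay 132 of all deposited T0 values.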

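Outside the primary adenines, v9h and v11h plants were called edited at TS60-A in 0.645% and 3.85% at A10, in 0 and 3.30% at A11, and in 0.641% and 0.549% at A15. At TS112-A the shares were 1.92% and 4.40% at A6, and 0 and 0.549% at A7. Of these 5 positions 0 passed BH 0.05, and 1 was below an unadjusted 0.05. Indels in T0 plants are not analysed here.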

We also observed base editing at secondary positions (A10, A11, and A15 for TS60-A and A6, A7 for TS112-A) and no indels were detected (Fig. 4b, c).

**Fig. 4:**
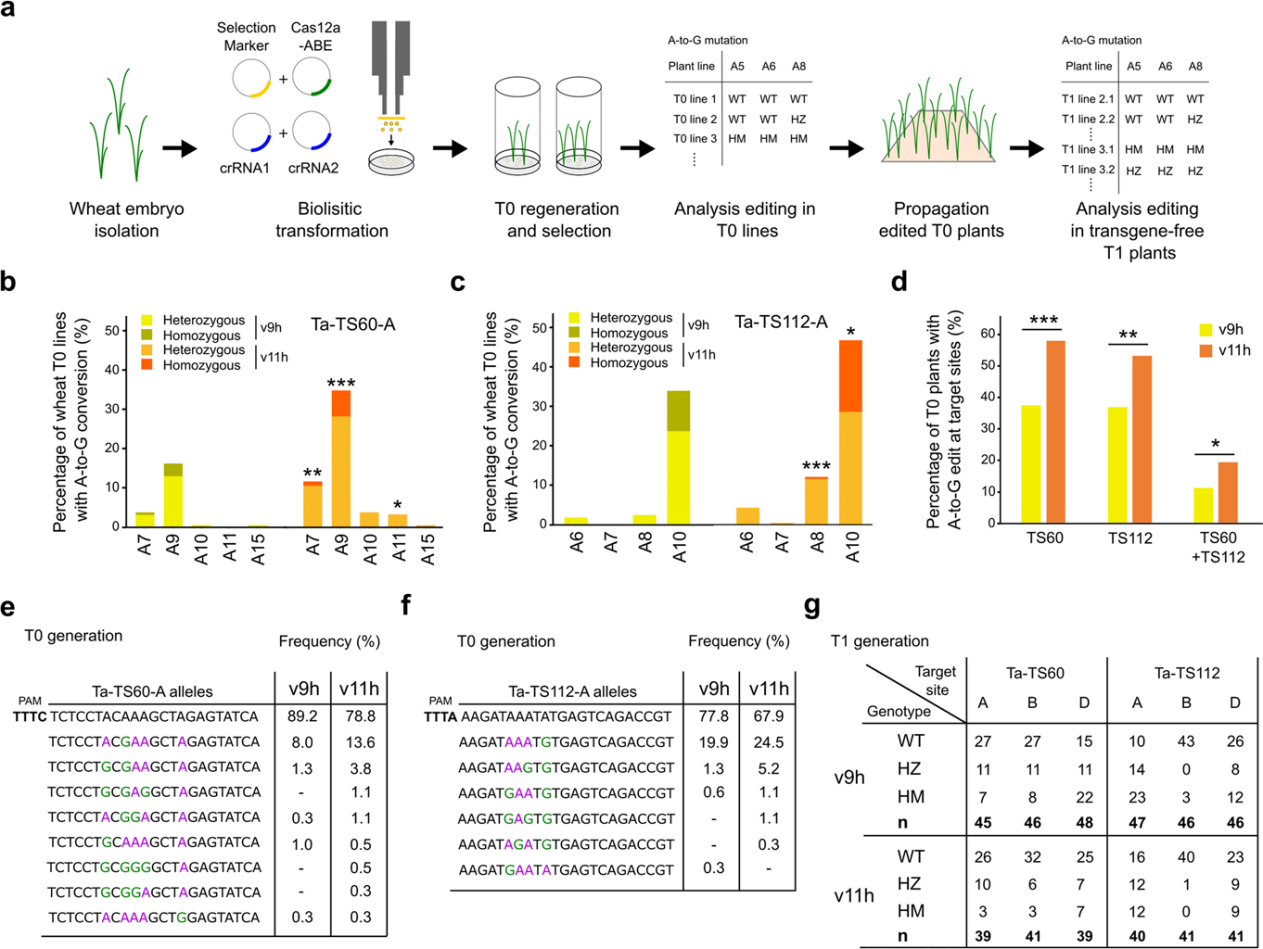
Validation of Cas12a-ABE activity in stable wheat plants. **a** Schematic of stable wheat plant transformation and genotyping. **b**, **c** Percentage of T0 wheat plants with A-to-G base editing at independent positions of the target as measured by NGS. Two Cas12a-ABEs (v9h and v11h) are compared at TS60-A (**b**) and TS112-A (**c**) (v9h: *n*=155; v11h: *n*=182 at TS60-A and v9h: *n*=156 ; v11h: *n*=182 at TS112-A). Percentage of T0 wheat plants with heterozygous (editing rates between 25 and 70%) and homozygous mutations (higher than 70%) are displayed. **d** Percentage of T0 wheat plants carrying at least one mutation in at least one subgenome at TS60 or TS112 loci (*n*=154–157 for v9h and *n*=182–184 for v11h). Asterisks depict a significant difference in editing efficiency between v9h and v11h as measured by *z*-score test for two proportions (*: *p*<0.05; **: *p*<0.01; ***: *p*<0.001). **e**, **f** Allelic frequency of base edited T0 wheat plants at TS60-A (**e**) (v9h: *n*=314 alleles; v11h: *n*=368 alleles) or TS112-A (**f**) (v9h: *n*=316 alleles; v11h: *n*=368 alleles). Base-edited nucleotides are marked in green. **g** Distribution of T1 Cas12-ABE transgene-free plants with A-to-G edits in the three subgenome targets (A, B, D). 12 independent T1 lines were analyzed. WT, wild type; HZ, heterozygous; HM, homozygous

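Homeologous sites that differ from the crRNA count as off-targets: TS60-B has T21A, TS60-D has T21A, C22G and A23G, TS112-D has C21G, and TS112-B has T11C and C21G, counted from 1 at the PAM-adjacent end. Past BH 0.05 over 23 sites were 5 of these positions, each higher in v11h. At TS60-D the shares rose from 6.49% to 15.8% at A7 (BH p 0.0246), from 2.60% to 13.1% at A10 (BH p 0.00567) and from 0.649% to 7.65% at A11 (BH p 0.0110). At TS60-B A7 they rose from 1.29% to 8.24% and at TS112-D A10 from 24.8% to 39.6% (both BH p 0.0153). The most edited homeolog position, A9 of TS60-D, did not pass, with 31.8% of v9h and 40.4% of v11h plants (z test, BH p 0.156). At A9 of the matching TS60-A the shares were lower, 16.1% and 34.6%. A9 of TS60-B had 16.8% and 26.4% (BH p 0.0708). Without the second v9h run of wells 0 of 19 positions outside the primary ones passed BH 0.05 and 2 were below an unadjusted 0.05, and without the first v11h run 0 and 8. At TS112-B, values above 0 but below 25% occurred in 101 of 156 plants with an edited homeolog (64.7%) and in 5 of 167 without (2.99%). The paper states that edits at mismatched homeologs increased with v11h and relates this to its protoplast results.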

We analyzed the off-target edits and detected a significant increase in A-to-G conversion for v11h compared to v9h, consistent with our previous protoplast results (Additional file 1: Fig. S6c, d; *p*<0.01; *z*-score test for two proportions). 

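An edit in at least 1 subgenome was called at TS60 in 65 of 156 v9h plants (41.7%, 34.2 to 49.5) and 111 of 183 v11h plants (60.7%, 53.4 to 67.4; z test p 4.87e-04, two-sided). At TS112 the counts were 67 of 157 (42.7%) and 105 of 182 (57.7%; p 0.00582). An edit at either target was called in 57.5% of v9h and 72.7% of v11h plants. By run of wells, the v9h share was 53.6% and 32.2% at TS60 and 60.9% and 28.4% at TS112. The v11h share was 70.3% and 51.1% at TS60 and 69.2% and 46.2% at TS112. Among the plants that open each list, 37 of 39 for v9h (94.9%) and 56 of 57 for v11h (98.2%) were edited at either target. Among the plants after them, v9h had 32.2% and v11h 49.2% at TS60 (p 0.00696), and 30.0% and 44.0% at TS112 (p 0.0234). Without the second v9h run the difference at TS112 was -3.18 points, and between runs of the same number it was 8.36 and 17.7.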

Around 30% of the plants transformed with v9h or 50% with v11h carried at least one base edit in one of the three subgenome targets at TS60 or TS112 (Fig. 4d and Additional file 1: Fig. S6b,c). Furthermore, double mutants for any TS60 and TS112 target were generated at a rate of 11% for v9h and 19% for v11h (Fig. 4d). 

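With an edit in any subgenome counted, 40 of 153 v9h plants carried both targets (26.1%, 19.8 to 33.6) and 83 of 182 v11h plants did (45.6%, 38.5 to 52.9; z test p 2.33e-04). By run of wells the v9h share was 40.3% and 15.1%, and the v11h share 57.1% and 34.1%. After the plants that open each list, the shares were 16.2% and 32.0% (p 0.00432). Counting TS60-A and TS112-A alone, a definition chosen after seeing the data, gave 11.1% and 19.3%. An edit at TS60 and an edit at TS112 met in the same plant more often than chance, with odds ratios of 4.51 in v9h and 6.60 in v11h (Fisher's exact p 1.40e-05 and 6.92e-09).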

We further analyzed the specific alleles generated by editing (Fig. 4e, f and Additional file 1: Fig. S6e-h). v9h generated five mutated alleles at TS60-A and four at TS112-A, whereas v11h produced additional alleles (eight at TS60-A and five at TS112-A) with up to four adenines edited (Fig. 4e, f). Consistently, v11h also generated a greater allelic diversity at off-target sites on subgenomes B and D (Additional file 1: Fig. S6e-g).

We genotyped a subset of the T1 progeny to confirm that Cas12a-ABEs could be used to generate stably transmitted alleles. To rule out continuous activity of the Cas12-ABEs in the T1s, we first screened for the absence of a functional Cas12a-ABE transgene in 20 v9h and 20 v11h lines. 

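T1 plants are the selfed progeny of T0 plants, and the paper reports the ones used here free of the editor. The deposited table gives A-to-G percents for 24 lines and 94 plants, 48 from v9h and 46 from v11h, with the class limits used for T0. Read pairs per index pair had a median of 14179.5, and 5 of 192 index pairs held fewer than 1000, with no index matched to a plant here. The wild-type control was listed at 0 in all of its 27 values.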

We selected 12 lines for both architectures and genotyped TS60 and TS112 targets via NGS from three or four transgene-free plants each (94 plants in total). Ten out of twelve and twelve out of twelve of the v9h and v11h lines contained edits in T1, respectively (Fig. 4e,f; Additional file 2). 

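A line was counted as edited when 1 of its plants was called edited at any site, which gave 10 of 12 lines for v9h (83.3%, 55.2 to 95.3) and 12 of 12 for v11h (100%, 75.8 to 100). Fisher's exact test gave p 0.478, two-sided. Limiting the count to TS60-A and TS112-A moved the difference most, from 16.7 to 0 points (p 1).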

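Of 209 edited calls in T1 plants, 109 were homozygous (52.2%, 45.4 to 58.8). At TS112-A the plants split into 10 wild-type, 12 heterozygous and 25 homozygous for v9h, and 16, 11 and 13 for v11h. At TS112-B edits were rarer, with 3 homozygous plants for v9h and 1 heterozygous plant for v11h. Each T1 call was then set beside the class of its T0 parent at the same site. A parent listed at 0 gave an edited progeny call in 0 of 185 cases, and a parent above 0 but below 25% in 0 of 61 (0 to 5.92%). A heterozygous parent gave one in 143 of 196 (73.0%, 66.3 to 78.7), and a homozygous parent in 66 of 77 (85.7%, 76.2 to 91.8). These intervals count siblings of a line as independent. At TS112-A a v9h parent with 96.3% had 4 T1 plants listed at 0. The paper concludes from the T1 genotypes that the edits of both architectures are inherited.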

Mutations were either heterozygous or homozygous A-to-G edits at all target sites and subgenomes for both architectures and no indels were detected (Fig. 4g and Additional file 2: Fig. 4e,f). Together, these results show that both Cas12a-ABEs can be used to efficiently introduce inheritable multiplex base edits in wheat without indels.

### Transfer of improved components to the LbCas12a toolset

We wondered whether the key optimizations of LbCas12a-ABEs could more broadly improve the LbCas12a toolset. 

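In a CBE a cytidine deaminase, here A3A, turns C into a base that is read as T. The deposited table gives C-to-T percents at cytosines of TS13-B, TS60-A, TS112-A and TS121-D for 7 arms, each with 3 replicates, and its key names the editor and crRNA plasmids of every arm. CBE1, CBE2 and CBE3 use the HH-HDV crRNA system (a), CBE4, CBE5 and CBE6 the tRNA-based one (h), and a control has no editor. CBE1 and CBE4 follow v3, CBE2 and CBE5 v11, and CBE3 and CBE6 v12, which has the longer linker. The editing level of an arm was the mean over cytosines within a target, then over targets, per replicate. Arms were compared by permutation of replicates. Read pairs per index pair ran from 78700 to 380023. In the control, 9 of 30 values were above 0, the highest at 0.58%.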

We revisited the generation of a Cas12a-CBE and built three editors with A3A based on the architectures v3, v11, and v12 and co-transfected them into wheat protoplasts with either the 35S:HH-spacer-HDV (a) or TaU3:tRNA-DR-spacer-DR (h) crRNA systems (Fig. 2a, b). 

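With 3 replicates per version, the mean at the most edited cytosine of a target in the wheat CBE table ran from 0, at C16 of TS112-A (CBE1 and CBE4) and C17 of TS121-D (CBE1), to 23.9 ± 3.11% at C8 of TS13-B (CBE6). CBE5 reached 23.8 ± 2.17% at the same C8. A cytosine counted as edited when a version exceeded the control in every replicate, which held for 8 of 10, spanning C6 to C17. The most edited cytosine was C8 in TS13-B and TS60-A, C16 in TS112-A and C17 in TS121-D. Over the versions that exceeded the control in every replicate at a given cytosine, a choice made after seeing the data, the lowest mean was 0.870% (CBE3 at C17 of TS121-D).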

We measured multiplex base editing at four endogenous wheat targets and detected C-to-T substitutions at all sites with editing efficiencies ranging from 1 to 23% and an editing widow spanning C6–C17 (Fig. 5a). In line with our ABE results, CBEs architectures corresponding to v11h and v12h performed best (Kruskal-Wallis test; Dunn post hoc test a *p*<0.05) (Fig. 5a). 

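Editing levels with the h system were 3.46 ± 0.179% for CBE4, 5.32 ± 0.126% for CBE5 and 5.58 ± 0.334% for CBE6. With the a system they were 0.904 ± 0.159% for CBE1, 2.82 ± 0.656% for CBE2 and 3.43 ± 0.834% for CBE3, and the control stood at 0.0998 ± 0.0830%. The 6 versions differed (Kruskal-Wallis H 14.8, permutation p 5e-05). System h exceeded system a by 2.40 points, 2.01-fold (exact permutation p 2.5e-04, two-sided, the smallest of 8000 arrangements). At TS13-B CBE4, CBE5 and CBE6 had 9.35, 13.2 and 13.0%, against 1.62, 5.30 and 5.79% for CBE1, CBE2 and CBE3. At TS112-A system h gave no gain: CBE4 and CBE1 were listed at 0, CBE5 had 1.11% against 1.34% for CBE2, and CBE6 and CBE3 both had 2.85%. CBE5 and CBE6 exceeded CBE4 by 2.00 points, 1.58-fold (exact permutation p 0.0119, two-sided, the smallest of 84). Using the most edited cytosine of each target moved the h against a difference most, to 3.88 points. The paper ranks the v11h and v12h counterparts first among the CBEs and links this to the ranking of its ABEs.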

Interestingly, we also observed high editing rates at two off-targets (TaTS13-A and TaTS60-D) despite the presence of mismatches in the 3′ region of the crRNA (Additional file 1: Fig. S7a).

**Fig. 5:**
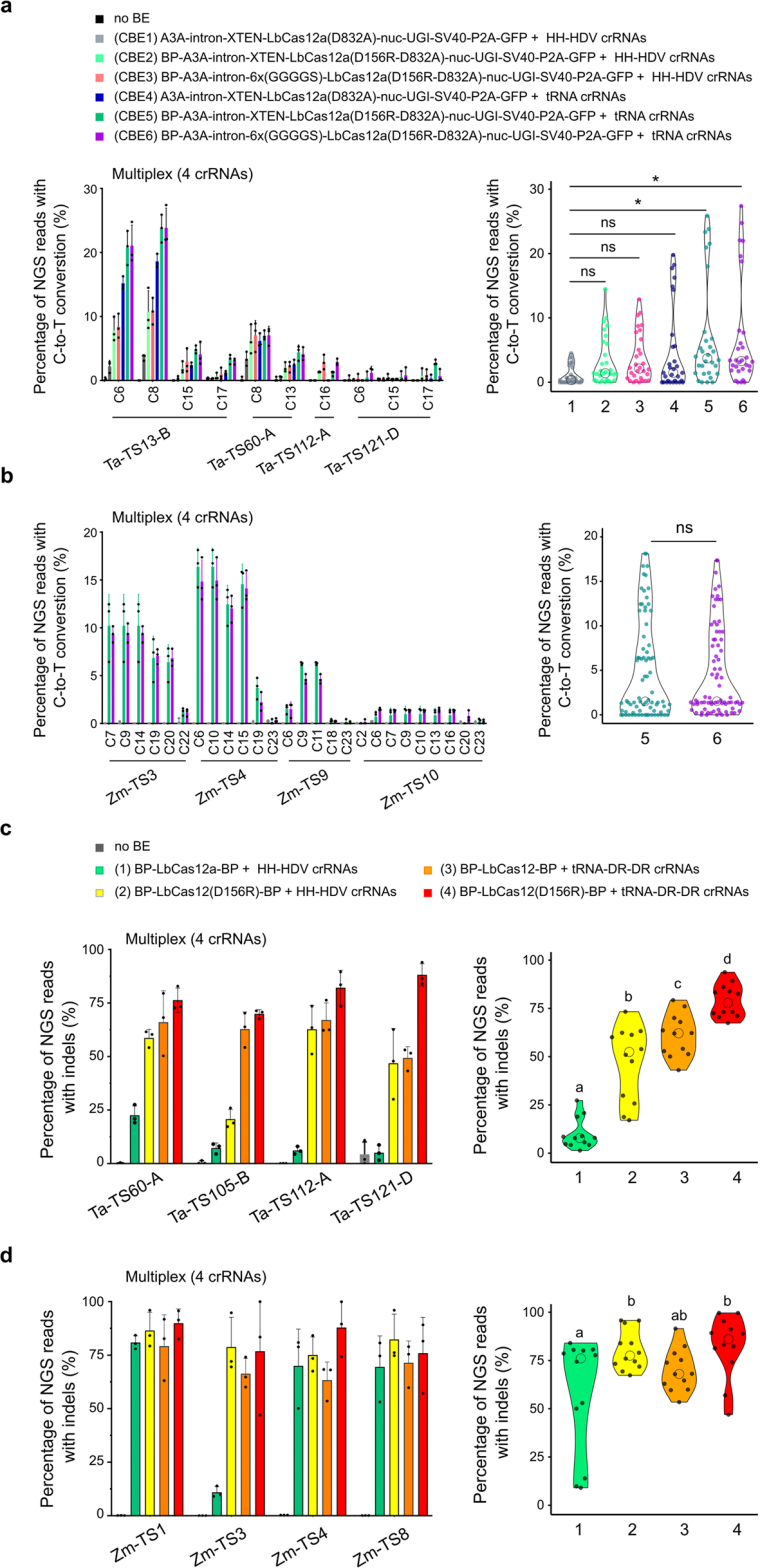
Building a Cas12a toolset with optimized components. **a-b**, Multiplex C-to-T base editing efficiencies of six LbCas12a-CBE versions in wheat (**a**) or two versions in maize (**b**). The x-axis indicates targeted cytosines at different positions along the protospacer, with the PAM-adjacent base being position 1. Violin plots represent pooled efficiencies at all targets for individual base editor architectures. **c-d**, Indel rates for four versions of LbCas12a nuclease in wheat (**c**) or maize (**d**). Barplots display indel rates at individual homeolog on-targets. Violin plots represent pooled indel rates at all targets for individual LbCas12a architectures. Editing rates were calculated from three independent biological replicates that are depicted as dots on barplots (**a**-**d**). Statistical significance in **a** is calculated by a Kruskal-Wallis test followed by a Dunn post hoc test (*: *p*<0.05); in **b** using a Mann-Whitney test; in **c-d** by a two-way ANOVA test with a Tukey HSD post hoc test at threshold *p*<0.05

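In the maize CBE experiment C-to-T percents were deposited for CBE5, CBE6 and a control without editor, with 3 replicates each, at Zm-TS3, Zm-TS4, Zm-TS9 and Zm-TS10. Labels in the table name the CBE5 and CBE6 arms, and the remaining arm was taken as the control. Index pairs of this library held 45534 to 580622 read pairs. The smallest value above 0 was 0.2%, and 89 of 234 values were listed at 0. At the most edited cytosine of a target, means ran from 0.967 ± 0.839% at C9 of Zm-TS10 (CBE5) to 16.4 ± 1.97% at C10 of Zm-TS4 (CBE5, with the same mean at C6). The levels over targets, with the control at 0.0356 ± 0.0137%, put CBE5 and CBE6 together 5.19 points above it (exact permutation p 0.0119, two-sided, the smallest of 84). Among pairs of cytosines of the same target and column that were both above 0.4%, 29.2% had equal percents.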

We confirmed the activity of the two best CBEs (CBE5 and CBE6) in maize protoplasts by measuring multiplex base editing at four targets and detected C-to-T substitution at all sites ranging from 1 to 15% (Fig. 5b). 

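In the maize CBE table 22 of 26 cytosines exceeded the control in every replicate of CBE5 or CBE6, from C6 to C22. Averaged over CBE5 and CBE6, editing was highest at C9 in Zm-TS3, at C10 in Zm-TS4, at C9 and C11 alike in Zm-TS9, and at C9 and C10 alike in Zm-TS10. The control exceeded 0 in 11 of 78 values, up to 0.55%.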

The editing window spanned C6–C22, consistent with previous report for A3A [33]. We did not observe a significant difference in activity between CBE5 and CBE6 architectures suggesting the linkers do not change CBE activity in maize protoplasts (Mann-Whitney test, *p*<0.05; Fig. 5b).

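Over the 4 maize targets the level was 5.41 ± 0.377% for CBE5 and 5.05 ± 0.409% for CBE6, a difference of -0.361 points (exact permutation p 0.3, two-sided, where 20 arrangements allow 0.1 at the smallest). The difference was -0.0182 points without replicate 1 and -0.750 points without replicate 3. On the log2 scale the direction turned, with CBE6 higher by 0.25 (exact permutation p 0.1). The paper proposes from the missing difference that the linkers do not change CBE activity in maize protoplasts.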

We also compared indel rates for nuclease-active LbCas12a and LbCas12a(D156R) with either the 35S:HH-spacer-HDV (a) or TaU3:tRNA-DR-spacer-DR (h) at four wheat targets in multiplex (Fig. 5c). 

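The nuclease versions retain DNA cleavage, and repair of the cut leaves insertions or deletions (indels). The deposited wheat table gives the percent of reads with an indel, from CRISPResso2, at TS60-A, TS105-B, TS112-A and TS121-D for 5 numbered arms with 3 replicates. This table lists the plasmids without assigning arm numbers, and the key of the maize nuclease table, which numbers the same nucleases and crRNA systems 1 to 5, was applied to it. The indel level of an arm was the mean over targets, per replicate. Read pairs per index pair ran from 103356 to 612382. The arm without nuclease averaged 1.30 ± 1.40%, with a highest value of 10.9% at TS121-D in replicate 2.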

Consistent with the BE results and previous reports in plants and animals [26, 28, 38], both LbCas12a(D156R) and truncated tRNA-DR-DR increased LbCas12a mutagenic activity from 10% to 47% and 65%, respectively. 

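Wild-type LbCas12a gave indels in 10.2 ± 1.31% of reads with system a and 61.3 ± 7.64% with system h, and D156R with system a gave 47.3 ± 7.87%. At TS121-D wild-type LbCas12a with system a gave 5.07 ± 3.57%, against 4.30 ± 5.82% without nuclease. There it lay below the arm without nuclease in replicate 2 (1.59% against 10.9%) and above it in replicates 1 and 3. Across both crRNA systems D156R added 27.4 points, and across both nucleases system h added 41.5 points (exact permutation p 0.005 each, two-sided, the smallest of 400 arrangements). At TS105-B the gain from D156R with system a was smallest, from 7.24% to 20.7%, and at TS112-A largest, from 6.12% to 62.8%. Leaving out replicate 1 moved the D156R difference most, to 31.4 points. The paper states that D156R and the truncated tRNA system each raise LbCas12a activity, and sets this beside its base editing results and earlier reports.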

Combining both components significantly increased indel formation to 79% without changing the indel pattern (two-way ANOVA, Tukey HSD: *p*<0.05; Fig. 5c and Additional file 1: Fig. S7c, d). 

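The combination of D156R and system h reached 79.2 ± 4.86%, which is 68.9 points above neither component and 17.8 points above the better single one (exact permutation p 0.1 each, two-sided, the smallest that 3 against 3 allows). By target, the combination gave 88.2% at TS121-D, 82.2% at TS112-A, 76.4% at TS60-A and 70.0% at TS105-B. A two-way analysis of variance on all points with Tukey's test, set as an alternative, put p at 2.78e-15 and 0.00605. The indel pattern is not analysed here.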

Off-target analysis additionally confirmed that mismatches in the seed region of the Cas12a spacer dramatically decrease LbCas12a mutagenic activity whereas mismatches at the 3’ end do not (Additional file 1: Fig. S7b). In line with our observations in wheat, indel rates at four targets in maize for these four LbCas12a architectures showed that the best architecture also performed well with an average indel rate of 82% (Fig. 5d). 

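The maize table names its 5 arms by plasmid and holds 4 target lines without target names, each with 3 replicates. D156R with system h averaged 82.7 ± 15.8% and the arm without nuclease 0.127 ± 0.0186%. Over neither component the combination gained 24.8 points (exact permutation p 0.1, two-sided, the smallest possible here). Over the better single component it gained 1.98 points (exact permutation p 0.9), and without replicate 2 the sign turned to -8.12. Index pairs of the maize nuclease library held 24594 to 494721 read pairs.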

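In maize, wild-type LbCas12a gave indel levels of 57.8 ± 8.53% with system a and 70.1 ± 9.84% with system h, and D156R with system a gave 80.7 ± 10.5%. D156R added 17.7 points (exact permutation p 0.025, two-sided, 400 arrangements) and system h 7.11 points (exact permutation p 0.285). Without replicate 2 the effect of system h was 0.590 points. A single target line had a low level with wild-type LbCas12a and system a, 10.9 ± 2.64%, while the others had 69.5 to 80.9%. With wild-type LbCas12a, system h took that line to 66.3%. The others went from 80.9 to 79.2%, from 70.0 to 63.3% and from 69.5 to 71.4%. With both components that line reached 76.8%, and the others 89.9, 87.9 and 75.9%. D156R with system a took that line to 78.8%, and the others to 86.5, 75.1 and 82.3%. Much of the averaged gain from system h, from D156R with system a, and from the combination over neither component therefore came from 1 line. With system h the gain from D156R was not confined to that line. The paper proposes, from the high levels of the 3 architectures other than the best, that these optimizations matter less in maize.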

The three other architectures also induced high indel rates (57–80%), suggesting that these optimizations are less crucial in maize (Fig. 5d). Altogether, we show that key optimization components gained from our LbCas12a-ABE optimization campaign could be broadly applied to develop efficient LbCas12a-CBE and LbCas12a nuclease systems.

## Discussion

We have established ITER, a sensitive, versatile, and high-throughput method to test and quantify gene editing outcomes using a fully automated imaging and analysis pipeline. An iterative cycle can be performed in approximately three weeks where new entry clones are created in week one, the panel of vectors is assembled and validated in week two, and plasmid scale-up, transfection, and analysis occur in week three. ITER automatically normalizes for transfection efficiency and can efficiently process multiple replicates to confidently detect low-efficiency signals even when the transfection efficiency variance between samples can be high (~2-fold). This also allows ITER to make comparisons between different vector systems that might have widely different transfection efficiencies due to plasmid size or other technical limitations. As a result, ITER is able to reliably detect as few as 3–14 GFP-positive cells with an average threshold efficiency of 0.6% (8 replicates: Fig. 2d and Additional file 1: Fig. S4c).

Scaling up the testing of editing reagents using ITER relies on two core elements: (1) The use of high-content imaging substantially streamlines sample handling, recording, and data analysis via automation. (2) Scaling down of the number of protoplasts for transfection from 4 to 5 × 10^5^ to 1 × 10^5^ allows the testing of 4–5× more architectures from the same starting plant material as compared to standard protoplast transfection protocols [33, 39]. However, the use of fluorescent reporters does have limitations; high background noise was observed in one of the GFP reporters, possibly due to gRNA-independent DNA and/or RNA editing [37, 40, 41]. Furthermore, measuring editing at a single target site limits the types of repair outcomes that can be evaluated (e.g., editing window, bystander edits, and sequence context). As a complementary approach, we targeted endogenous genes and optimized FACS methods to select cells highly expressing the reagents, thereby increasing sensitivity. This can be critical to detect edits by tools with low efficiencies. We demonstrate that a relatively low number of cells (~1000) can be used to detect mutations, thereby reducing sorting time which becomes a limiting factor when scaling up.

We used ITER to conduct an Cas12a-ABE optimization campaign and identified key components leading to improved ABE, CBE, and nuclease activity in both wheat and maize. Notably, only a handful of reports have only provided proof-of-concept demonstrations of Cas12a-BE vectors in plants [17, 19–21]. We think that this is likely due to the low activity in plant cells with standard Cas12a designs. The results from the start of our optimization campaign support this as we were unable to detect any base editing with A3A-dLbCas12a-UGI and only low efficiencies for TadA8e-dLbCas12a. The use of ABE variants increased activity, however, this did not occur at all targets indicating that the target sequence context and/or crRNA might also impact editing efficiency. Our results using alternative crRNA architectures largely agree with those of Zhang et al. (2018) [28]; the inclusion of the mature DR on both ends of the crRNA and the 5′ truncated tRNA motif increased LbCas12a activity. However, in contrast to the previous report, Pol III-driven crRNAs were more effective than Pol II crRNAs.

We have produced base edits in stably transformed wheat plants with Cas12a-ABEs and confirmed the inheritance of these edits. Interestingly, we also observed edits at off-target sites located on homeologous subgenomes indicating that Cas12a-ABE can mutate sites that have mismatches with the crRNA, especially when these are located at the PAM-distal end. Previous reports have shown that deaminases can introduce genome-wide edits on DNA or RNA independently of the crRNA [37, 40] and thus it is likely that the current version of our Cas12a-ABE tools also introduced these unspecific edits. The characterization of Cas12a-ABE genome-wide off-target activity in plants together with the design of versions with increased specificity using deaminases variants [42–44] will allow for the further improvement of these tools in plants.

Editing levels of our LbCas12a-ABE are notably lower than those with nCas9. We think that this is likely due to the nickase activity of Cas9 which promotes the use of the non-target strand as a template in DNA mismatch-mediated repair. There is currently no comparable Cas12a nickase as Cas12a sequentially cuts the non-target and then the target strand [45]; however, a recent study suggests that a FnCas12a variant could exclusively nick the target strand [46]. Therefore, we and others [16] hypothesize that creating a Cas12a variant that can nick only the target strand would increase the efficiency of Cas12a-ABEs and Cas12a-CBEs.

## Conclusions

Here, we have demonstrated the effectiveness of ITER to systematically optimize base editors in two important crops, wheat, and maize. Starting from nearly no activity, the combined stepwise optimizations allowed us to create a highly effective LbCas12a-ABE. Together with the LbCas12a-CBE, this toolset expands the target range of base editing to T-rich genomic regions in plants. As protoplasts are readily obtainable from many plant species, we also expect that ITER will be broadly applicable across plants and envision that it will be used to rapidly optimize a variety of genome editing tools in plants such as HDR [47], prime editing [48, 49] or even new types of base editing [50, 51].

## Materials and methods

### Cloning

PCR was performed using Q5® High-Fidelity DNA Polymerase (M0491, NEB) with DNA oligos from Integrated DNA Technologies (IDT). PCR products were gel purified using Gel Purification Kit (D4002, Zymo Research). To generate entry vectors, DNA fragments were inserted into BsaI-digested GreenGate empty entry vectors [52] via Gibson assembly (2× NEBuilder Hifi DNA Assembly Mix, NEB) or restriction ligation with T4 DNA ligase (NEB). Base editors, gRNAs, and fluorescent reporter vectors were assembled using Golden Gate cloning (30 cycles (37°C, 5 min; 16°C, 5 min); 50°C for 5 min; 80°C for 5 min) with BsaI or BbsI [52]. Vectors were transformed by heat-shock transformation into DH5α *E.coli* or One Shot™ ccdB Survival™ competent cells (Thermo Fisher Scientific). Cells were plated on lysogeny broth medium containing 100 μg mL^-1^ carbenicillin, 100 μg mL^−1^ spectinomycin, 25 μg mL^−1^ kanamycin, or 40 μg mL^−1^ gentamycin, depending on the selectable marker. Plasmids were isolated (GeneJET Plasmid Miniprep kit, Thermo Fisher Scientific) and confirmed by restriction enzyme digestion and/or Sanger sequencing (Eurofins, Mix2seq). All plasmids are described in Additional file 3. All primers are listed in Additional file 4.

#### Entry clones

The cytidine deaminase sequences of PmCDA1, APOBEC3A, and APOBEC3B were synthesized on the BioXP3200 DNA synthesis platform (Codex DNA) based on published sequences [30, 53] and inserted into empty entry vectors by Gibson assembly. APOBEC1 and UGI entry clones were previously described [54]. evoFERNY was PCR amplified from the Addgene plasmid #125615 [55] and inserted into empty entry vectors by Gibson assembly.

The (GGS)_5_ linker on the APOBEC1 entry clone was replaced with the XTEN linker by Gibson assembly. Due to the apparent toxicity of APOBEC vectors in *E.coli*, the *Solanum tuberosum* IV2 intron [56] was added to APOBEC1, A3A, and A3B via Gibson assembly. The intron insertion site was designed using NetPlantGene [57].

TadA7.10d was synthesized on the BioXP3200 DNA synthesis platform (Codex DNA) based on the published sequence [4], TadA8e (Addgene #138489)^14^ and Tad8.20m (Addgene #136300)^50^ were PCR amplified and inserted into empty entry vectors by Gibson assembly.

The LbCas12a(D832A) sequence was codon-optimized for wheat using a BASF proprietary software tool and synthesized (Twist Biosciences). Three synthesized fragments were cloned into an entry vector using Gibson assembly. The LbCas12a(D156R-D832A) variant was generated by site-directed mutagenesis PCR via Gibson assembly. The 3xSV40-NLS and BP-NLS were based on published sequences [14, 34] and cloned by annealed oligos followed by ligation. Nuc-UGI-SV40 was amplified from A3A-PBE (Addgene #119768) [33] and cloned into an entry vector via Gibson assembly. The CaMV terminator was isolated from the ABE-7 plasmid (Addgene #115628) [34] and cloned into an entry vector via Gibson assembly.

#### gRNA and crRNA

*TaLOX-S2* and *TaLOX-S3* and *TaMLO* Cas9 targets were previously reported [33, 58]. Maize Cas9 and Cas12a targets were designed on genes controlling yield [59]. Cas9 gRNAs were cloned via Golden Gate with BbsI using annealed oligos into the entry vectors (p01356–p01361) as previously described [60]. The 6-gRNAs arrays were assembled using Golden Gate with BsaI of the individual TaU3:gRNA entry clones. Wheat Cas12a targets were selected using an in-house script on the Fielder genome (BASF) so that the crRNAs would perfectly match one subgenome and contain mismatches with the other two. Cas12a crRNAs vectors were cloned by amplifying a TaU3 promoter [61] and either a Cas12a Full Direct Repeat, Mature Direct Repeat, or a truncated tRNA fused to Mature Direct Repeat together with a ccdB-CmR cassette flanked by BbsI sites and introduced in entry clones by Gibson assembly [62]. This resulted in the following entry clones: pCG264_pGG-A-TaU3-full-DR-LbCas12a-BsbI-ccdB-BsbI-B (p2830), pCG265_pGG-A-TaU3-mature-DR-LbCas12a-BsbI-ccdB-BsbI-B (p2831), and pCG266_pGG-A-TaU3-tRNA-mature-DR-LbCas12a-BsbI-ccdB-BsbI-B (p2832). New crRNAs were cloned via Golden Gate with annealed oligos as described above. To facilitate the cloning of multiplex TaU3:tRNA-mature-DR-crRNA vectors, we created a set of entry clones with A–B (PSB:17_79), B–C (PSB:17_80), C–D (PSB:17_81), D–E (PSB:18_01), E–F (PSB:18_02), and F–G (PSB:18_03) GreenGate overhangs by Gibson assembly of TaU3, ccdB-Cm PCR products, and stitching oligos as previously described [63]. All primers are described in Additional file 4.

#### Base editors

Base editor expression vectors were assembled following the general architecture: pGG-A-promoter-B, pGG-B-deaminase-C, pGG-C-nuclease-D, pGG-D-NLS-E, pGG-E-terminator-F, and pGG-F-linker-G into the destination vectors p35S-mCherry-NLS_CmR-ccdB (p02245) or pGG-AG-KmR (p00343) via Golden Gate with BsaI.

#### Fluorescent reporters

The FLARE system was used for CBE fluorescent reporters [30]. We introduced a T63S substitution into the BFP sequence to add a Cas12a PAM site (p02238). For the ABE-nCas9 fluorescent reporter (p02662), we substituted the Q70 residue of GFP with a stop codon (TAG).

For the Cas12a-ABE reporter 1 (p02236), we substituted the R110 residue of GFP with a stop codon (TGA). For the Cas12a-ABE reporter 2 (p02877), we substituted the Q70 residue of GFP with a stop codon (TAG) and added a PAM site by introducing R74K mutation as previously described [19]. All site-directed mutagenesis was performed with Gibson assembly and expression vectors were assembled by Golden Gate with BsaI.

#### Vector isolation for protoplast transfection

Plasmids were purified using the plasmid Midiprep kit (D4200, Zymo Research) and Maxi kit (12163, QIAGEN) according to manufacturer protocols. Vector concentration was measured using nanodrop (Isogen LifeSciences).

### Plant growth conditions

Wheat seeds (Fielder) were processed by successive washes with sterilized water for 3 min, isopropanol for 45 s, sterile water for 3 min, and 6% sodium hypochlorite (Chem-lab nv) for 10 min. Sterilized seeds were washed six times with sterile water in a laminar flow cabinet and sown on sterile growth media containing 1/2 MS pH 5.7 (Duchefa Biochemie, M0221.0050), 2.5 mM MES (M1503.0100, Duchefa Biochemie), and 0.5% plant tissue agar (NCM0250A, NEOGEN). Two seeds were sown per sterile, 175 ml cylindrical container (960162, Greiner Bio-one) and stratified for 3 days at 4°C in the dark. Plants were grown under SpectraluxPlus NL 36 W/840 Plus (Radium Lampenwerk) fluorescent bulbs under long days (16h light/8h dark) at 25°C.

T0 plants were self-crossed to generate the T1 progeny. T0 and T1 wheat plants were grown in the greenhouse with 15.5h light/8.5h dark cycles. Daytime temperature ranged between 19-21°C and nighttime temperature between 17 and 19°C.

B104 maize seeds were sown directly on Jiffy substrate (No. 32170138, Jiffy Products International). Seed germination was performed in long day (16h light/8h dark) conditions at 25°C, 55% relative humidity for 5 days under light provided by high-pressure sodium vapor (RNP-T/LR/400W/S/230/E40, Radium) and metal halide lamps with quartz burners (HRI-BT/400W/D230/E40, Radium). Seedlings were transferred to the dark for 8 days prior to protoplast isolation.

### Protoplast isolation and transfection

Wheat protoplast isolation was adapted from [64]. Wheat leaves were harvested 7 or 8 days after germination (DAG). Approximately 40–50 second leaves were cut into latitudinal 0.5–1 mm strips with a sharp razor blade and leaf strips were incubated in 0.6 M D-mannitol (M1902, Sigma-Aldrich) for 10 min in the dark. The mannitol was removed and 25 ml of cell wall enzyme solution (20 mM MES, 1.5% cellulase R10 (C8001.0010), 0.75% macerozyme R10 (M8002.0010), 0.6 M D-mannitol, and 10 mM KCl, 0.1% BSA and 10 mM CaCl_2_) was added to protoplasts for 8 h incubation in the dark at 25°C with shaking at 40 rpm. After enzymatic digestion, 25 ml of W5 solution (2 mM MES pH 5.7, 154 mM NaCl, 125 mM CaCl_2_ 0.5 mM KCl) was added to release the protoplasts. Protoplasts were collected by filtering the mixture through a sterile 40 μm cell strainer (#431750, Corning) and centrifuging at 80*g* (slow acceleration and brake) for 3 min at room temperature. The supernatant was discarded and protoplasts were resuspended in 6 ml W5 solution and incubated on ice for 30 min. Protoplast yield was determined using a Neubauer chamber before adding MMG_Ta_ solution (4 mM MES pH 5.7, 0.4 M mannitol, 15 mM MgCl_2_) onto the cell pellet to reach a concentration of 1 × 10^6^ cells ml^-1^.

Protoplasts were incubated on ice for ~30 min before transfection. 12 μg of total plasmid DNA was added to MMG_Ta_ to a total volume of 20 μl in 1-ml strip tubes (TN0946-08B, National Scientific Supply Co). 100 μl of protoplasts (10^5^ cells) and 110 μl of PEG solution (0.2 M mannitol, 100 mM CaCl_2_), 40% PEG 4000 (81240, Sigma) were added using a multichannel pipette to DNA and immediately mixed by slowly inverting the strip. For individual strips, 8 transfections were processed in parallel. Protoplasts were incubated for 15–20 min and W5 solution was added to stop the transfection. After centrifuging at 80*g* (slow acceleration and brake) for 3 min, the supernatant was discarded and the protoplast pellet resuspended in 1 ml of W5 solution. Cells were transferred in 24-well plates (734-2325, VWR) and incubated in the dark at 25°C for 42 to 46 h.

Maize protoplast isolation was adapted from [65, 66]. Etiolated maize leaves were harvested at 12 or 13 DAG. The middle part of the second or third leaf was cut into 0.5 mm strips. Strips were then infiltrated with 25 ml cell wall enzyme solution (0.6 M D-mannitol, 10 mM MES, 1.5% cellulose, 0.3% Macerozyme R10, 0.1% BSA and 1 mM CaCl_2_) using vacuum (50 mmMg) for 30 min in the dark and then incubated for 2 h at 25°C with shaking (40 rpm). The solution containing the protoplasts was filtered using a sterile 40 μm cell strainer (Corning) and collected by centrifuging at 100*g* (slow acceleration and brake) for 3 min. The supernatant was removed and protoplasts washed with ice-cold 0.6 M D-mannitol by centrifugation at 100*g* (slow acceleration and brake) for 2 min. Cells were resuspended in 5 ml of 0.6 M D-mannitol and incubated in the dark for 30 min. Protoplasts were resuspended in MMG_Zm_ solution (0.6 M mannitol, 15 mM MgCl_2_, 4 mM MES) and counted using a Neubauer chamber and adjusted to a concentration of 1 × 10^6^ cells ml^−1^.

Twenty micrograms of total plasmid DNA was added to MMG_Zm_ to a total volume of 20 μl in 1-ml strip tubes. One hundred microliters of protoplasts (10^5^ cells) and 110 μl of PEG (0.2 M mannitol, 100 mM CaCl_2_, 40% PEG 4000) solution were added using a multichannel pipette to DNA and immediately mixed by inverting the strip. For individual strips, 8 transfections were processed in parallel. Cells were then incubated for 10–15 min in the dark and W5 solution was added to stop the transfection. After centrifugation at 100*g* (slow acceleration and brake) for 2 min, supernatant was discarded and the protoplast pellet resuspended in 1 ml of W5 solution. Cells were then transferred using tips with wide bore in 24-well plates (VWR) and incubated in the dark at 25°C with shaking (20 rpm) for 2 days.

### High-content image analysis

Two days after transfection, 50 μl of protoplasts were transferred to 96-well Cell carrier Ultra plates (6055302, PerkinElmer) and imaged with the Opera Phenix® High Content Screening System (PerkinElmer). Image acquisition was performed using a 20× water immersion objective in confocal mode, taking 7 Z-planes and 9 fields of view per well and covering 4 image channels: brightfield, Chlorophyl, GFP, and mCherry. Raw images were transferred to the Columbus™ Image Data Storage and Analysis system for automated image processing and quantification.

After flatfield correction and smoothing of the chlorophyll channel, single wheat cells were segmented and selected as protoplasts based on roundness. mCherry and GFP signals were used to identify nuclei and exclude non-transformed protoplasts based on the absence of nuclear mCherry signal. The mCherry and GFP intensities in the nuclei of transformed protoplasts were used to identify and quantify the GFP expressing transformed protoplasts.

For maize, the chlorophyll channel could not be used for cell segmentation as the plants were etiolated. The analysis focused directly on transformed protoplast nuclei, segmenting based on mCherry and GFP channels. The same analysis as described above was used to identify and quantify the GFP expressing transformed nuclei.

Results were exported as a table and all calculations and image processing were performed on an in-house cluster (VIB). The time required from the start of imaging to obtaining processed results takes 3–4 h for a 96-well plate. Codes for wheat and maize analysis workflows are available in Additional files 5 and 6.

### FACS

Images were captured using a BD Biosciences FACS imaging enabled prototype cell sorter that is equipped with an optical module allowing multicolor fluorescence imaging of fast flowing cells in a stream enabled by BD CellView^TM^ Image Technology based on fluorescence imaging using radiofrequency-tagged emission (FIRE) [67, 68].

Two days after transfection, 500 μl of protoplast solution was used for sorting. Gating strategies for GFP were first established on cells expressing pZmUBI-GFP-NLS (p02243) and similar settings were used for all experiments in wheat and maize. A quality check was conducted by running the sorted cell fraction on the instrument and imaged using the imaging system integrated in the FACS instrument. For both wheat and maize, a 130-μm nozzle was used and 1000 to 5000 cells were sorted into 1.5-ml Eppendorf tubes containing 10 μl of dilution buffer from the Phire Tissue Direct PCR Master Mix kit (F160L, Thermo Fisher Scientific).

### Genotyping and NGS analysis

For genotyping individual wheat transformed plants, DNA was isolated according to the Edwards method [69]. A piece of leaf (0.5–1 cm), harvested in 1 ml tubes on 96-well plate (732-3716, VWR) and flash frozen in liquid nitrogen. Two metal beads (3 mm) were added and tissue was ground to a powder by shaking the plate at 20 Hz for 1 minute (Mixer Mill MM 400, Retsch). 400 μl of extraction buffer (100 mM Tris-HCl pH 8.0, 500 mM NaCl, 50 mM EDTA, 0.7% SDS) was added to individual samples and incubated for 30 min at 60°C. Samples were centrifuged and 300 μl of the supernatant was mixed with 300 μl of isopropanol for DNA precipitation. Samples were then centrifuged and supernatant removed. The pellet was washed with 70% Ethanol, dried at room temperature, and dissolved in 100 μl of 10 mM Tris-HCl pH 8.0.

For sorted material, 2 μl of the solution containing sorted cells was used as template in a 20 μl total reaction volume for amplicon PCR using the Phire Plant Direct PCR Kit, according to the manufacturer’s recommendations. All raw gels can be found in the Appendix (Additional file 1).

T1 plants were genotyped to determine the presence of the Cas12a-ABE transgene. For individual T1 lines, 40 seeds were planted and 36 plants were sampled (if available). A taqman assay was performed to determine the copy number of the *bar* gene and to score the presence or absence of the maize ubiquitin promoter (ZmUBI) that drives the expression of Cas12a-ABE. The following thermocycling conditions were used: 5 min. 95°C, followed by 35 cycles of 3 s at 95°C and 30 s at 60°C. The primer and Taqman probe sequences for the targets and an endogenous wheat gene (*TaWAXY*) can be found in the Appendix (Additional file 4). Out of 857 plants, 94 T1 plants that scored zero copies for *bar* and absent for ZmUBI, and thus not an intact Cas12a transgene, were selected for base editing analysis by NGS (raw data can be found in Additional file 2: Fig. 4g-2).

For nCas9-BE, base editing efficiencies were measured by Sanger sequencing. Five hundred to 700 bp amplicons were designed to amplify targets (Additional files 4 and 7). Five microliters of the Phire PCR reaction was verified on a 1% agarose gel (Ultra-Pure agarose, # 16500-500, Invitrogen), with a 1kb bench top ladder (G754A, Promega). Fifteen microliters was purified using 1.8× HighPrep™ PCR beads (AC-60500, MAGBIO Genomics), eluted in 35 μl 10 mM Tris-HCl pH 8.0, and sent for Sanger sequencing (Mix2Seq, Eurofins). Chromatograms were processed using EditR to obtain base editing efficiencies [70]. Statistical tests for normality and comparative analysis were conducted with GraphPad Prism 9.0.0 or VassarStats online tool (http://vassarstats.net/). For dCas12-BE and nuclease-active LbCas12a, base editing and indel efficiencies were measured using NGS. 210-260 bp amplicons were designed to amplify targets. Six-nt indices [71] were added to forward and reverse primers for pooling and demultiplexing amplicon reads after sequencing (Additional file 4). Five microliters of the Phire PCR reaction was verified on a 2% agarose gel with a low molecular weight ladder (N3233S, NEB). Fifteen microliters of PCR products were pooled and purified using PCR Purification Kit (D4013, Zymo Research Co.). Depending on the amplicon, an extra gel purification was conducted (D4002, Zymo Research) to specifically isolate the PCR band of the target site. The DNA concentration was measured with Qubit (Invitrogen) according to the manufacturer’s protocol and adjusted to 2 ng μl^−1^. Paired-end sequencing was performed with Eurofins NGSelect amplicons (5M reads 2x150bp). Reads were demultiplexed using Je-demultiplex [72] and individual fastq files were obtained as previously described [73] using a Galaxy workflow (https://usegalaxy.be). Demultiplexing statistics can be found in Additional file 8. Base editing was calculated using CRISPResso2Pooled or CRISPRessoBatch [74]. Editing window and read quality were defined as follows: cleavage offset was set to −1, quantification window size to 10, quantification window center to −12 and minimum average read quality to 30. Indels were calculated using CRISPResso2Pooled or CRISPRessoBatch with the following settings to define the Cas12a cutting site and read quality: cleavage offset was set to −4 and minimum average read quality to 30. All amplicons and gRNA sequences can be found in Additional file 7.

### Stable wheat transformation

Immature embryos 2–3 mm in size were isolated from sterilized ears of wheat cv. Fielder and bombarded using the PDS-1000/He particle delivery system (Bio-Rad) essentially as previously described [75] using the following particle bombardment parameters: diameter gold particles, 0.6 μm; target distance, 6 cm; bombardment pressure, 7.584 kPa; gap distance, 8–10 mm; microcarrier flight distance, 10 mm; vacuum within the bombardment chamber, 27.5″ Hg. For each shot, approximately 150 μg of gold particles carrying 570 ng of plasmid DNA were delivered.

The applied plasmid DNA was a mixture of the Cas12a-ABE vectors pCG392 or pCG434, pCG406 and pCG408 (gRNAs), and pBAY02032 (selectable marker). The vector pBAY02032 contains an eGFP-BAR fusion gene under the control of the 35S promoter. The further culture of the bombarded immature embryos was essentially conducted as previously described [76]. Bombarded immature embryos were transferred to non-selective WLS callus induction medium for about one week, then moved to WLS with 5 mg L^−1^ phosphinothricin (PPT) for a first selection round of about 3 weeks followed by a second selection round on WLS with 10 mg L^−1^ PPT for another 3 weeks. PPT-resistant calli were selected and transferred to a shoot regeneration medium with 5 mg L^−1^ PPT.

## Supplementary Information

Additional file 1: Fig. S1. Establishment of high content analysis pipeline. Fig.S2. ITER validation for Cas9 base editors using GFP reporters. Fig. S3. ITER validation for Cas9 base editors at endogenous sites. Fig. S4. Iterative optimization of Cas12a-ABEs using ITER. Fig. S5. Cas12a-ABEs efficiency at endogenous sites in protoplasts. Fig. S6. Cas12a-ABE efficiency in stable wheat transformants. Fig. S7. Cas12a-CBEs and LbCas12a efficiency at endogenous sites in protoplasts. Appendix. Raw gel pictures.

Additional file 2. Raw data file.

Additional file 3. Plasmid list.

Additional file 4. Primer list.

Additional file 5. Workflow OPERA wheat.

Additional file 6. Workflow OPERA maize.

Additional file 7. Target sites list.

Additional file 8. Statistics NGS.

Additional file 9. NGS summaries.

Additional file 10. Review history. Comments and statistical assessment from reviewer 3 are missing in the first round of revision.

## Data Availability

Plasmids and vector maps (.gb files) are available from https://gatewayvectors.vib.be/. Amplicon NGS files were deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/) under the accession numbers: GSE200450 [77]. A summary file can be found in Additional file 9.

# Supplementary material for: Systematic optimization of Cas12a base editors in wheat and maize using the ITER platform
**Source:** Genome Biol. 2023 Jan 13;24:6. doi: 10.1186/s13059-022-02836-2
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Establishment of high content analysis pipeline. Fig.S2. ITER validation for Cas9 base editors using GFP reporters. Fig. S3. ITER validation for Cas9 base editors at endogenous sites. Fig. S4. Iterative optimization of Cas12a-ABEs using ITER. Fig. S5. Cas12a-ABEs efficiency at endogenous sites in protoplasts. Fig. S6. Cas12a-ABE efficiency in stable wheat transformants. Fig. S7. Cas12a-CBEs and LbCas12a efficiency at endogenous sites in protoplasts. Appendix. Raw gel pictures.

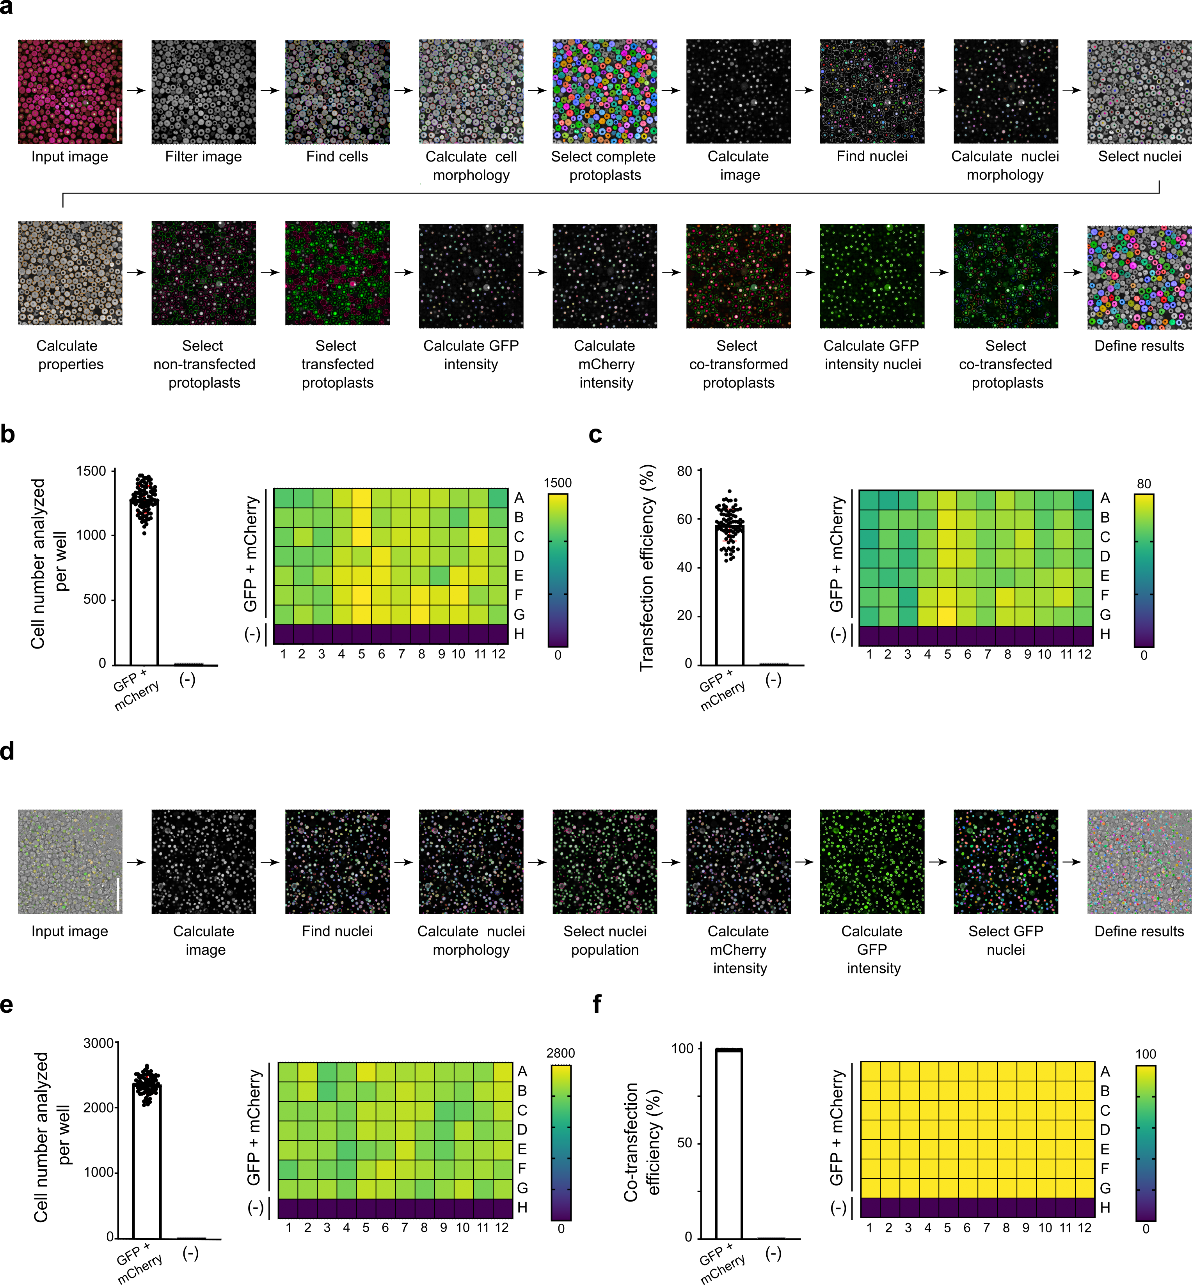

**Fig. S1: Establishment of high content analysis pipeline.**

**a,** Representative images from image segmentation and quantification workflow for wheat protoplasts on the OPERA® High Content Screening System. **b,** Cell number at individual wells after protoplast transfection as measured by the total number of mCherry positive wheat cells. **c,** Transfection efficiency at individual wells as measured by mCherry positive wheat cells over the total number of segmented cells. **d,** Representative images from image segmentation and quantification workflow for maize protoplasts on high content imaging platform. **e,** Cell number at individual wells after protoplast transfection as measured by the total number of mCherry positive maize cells. **f,** Co-transfection efficiency as measured by the number of GFP over the number of mCherry positive cells in maize. Negative controls (-) do not contain vector DNA (b,c,e,f). The grid shows the 96-well plate positions and gradient color coding represent number of cell analyzed (b,e), transfection efficiencies (c) or co-transfection efficiency (f). Scale bars in a,d: 200 µm

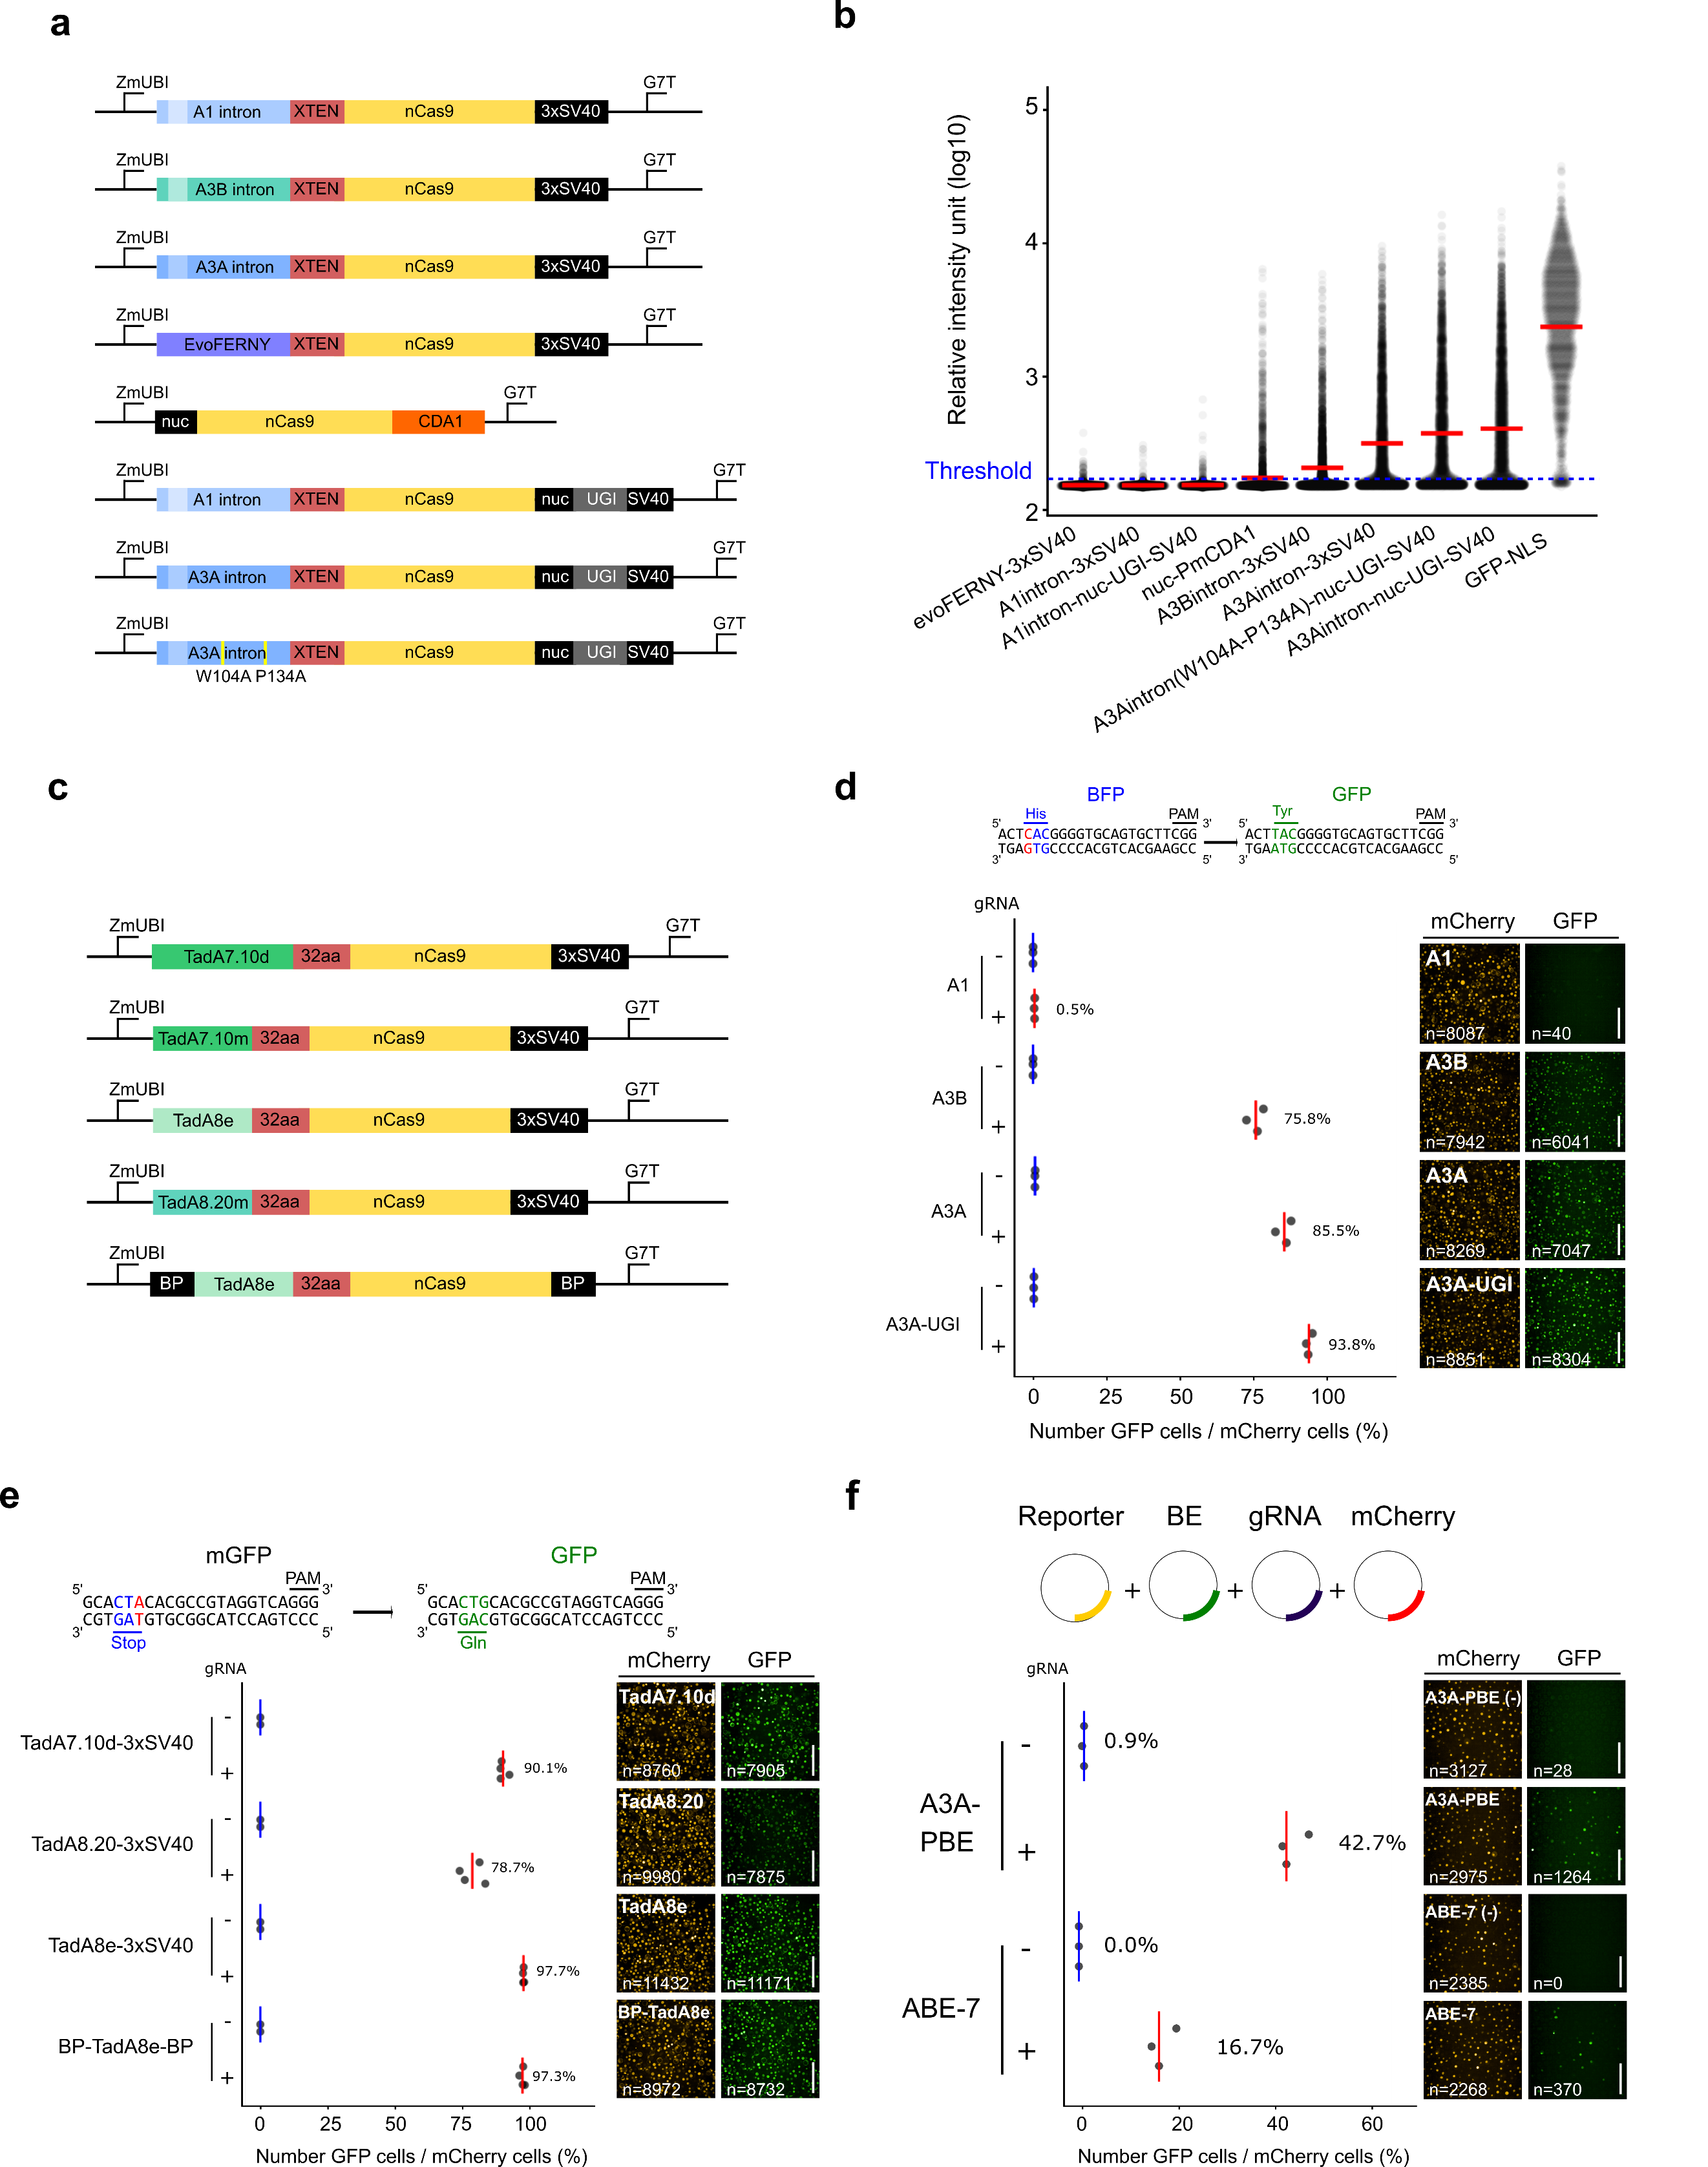

**Fig. S2: ITER validation for Cas9 base editors using GFP reporters**

**a,** Schematic representation of Cas9-CBE architectures tested in this study. **b,** Relative GFP intensity of individual cells transfected with nCas9 CBEs. The GFP-NLS positive control was transfected with pZmUBI:GFP-NLS. Red bars represent mean. **c**, Schematic representation of Cas9-ABE architectures tested in this study. **d-e,** Base editing efficiencies for Cas9-CBEs (d) and Cas9-ABEs (e) as measured by the rate GFP conversion in maize cells. **f,** Base editing efficiency for A3A-PBE [33] and ABE-7 [34] as determined by the rate of GFP conversion in wheat cells. Editing rates were calculated from three or four independent biological replicates that are depicted as dots. Red and blue lines represent mean efficiencies with or without gRNAs, respectively. Representative pictures of protoplasts showing mCherry or GFP fluorescence. n indicates the total number of cells measured after image segmentation in the mCherry and the GFP channel (d-f). Scale bars in d-f: 200 µm

**
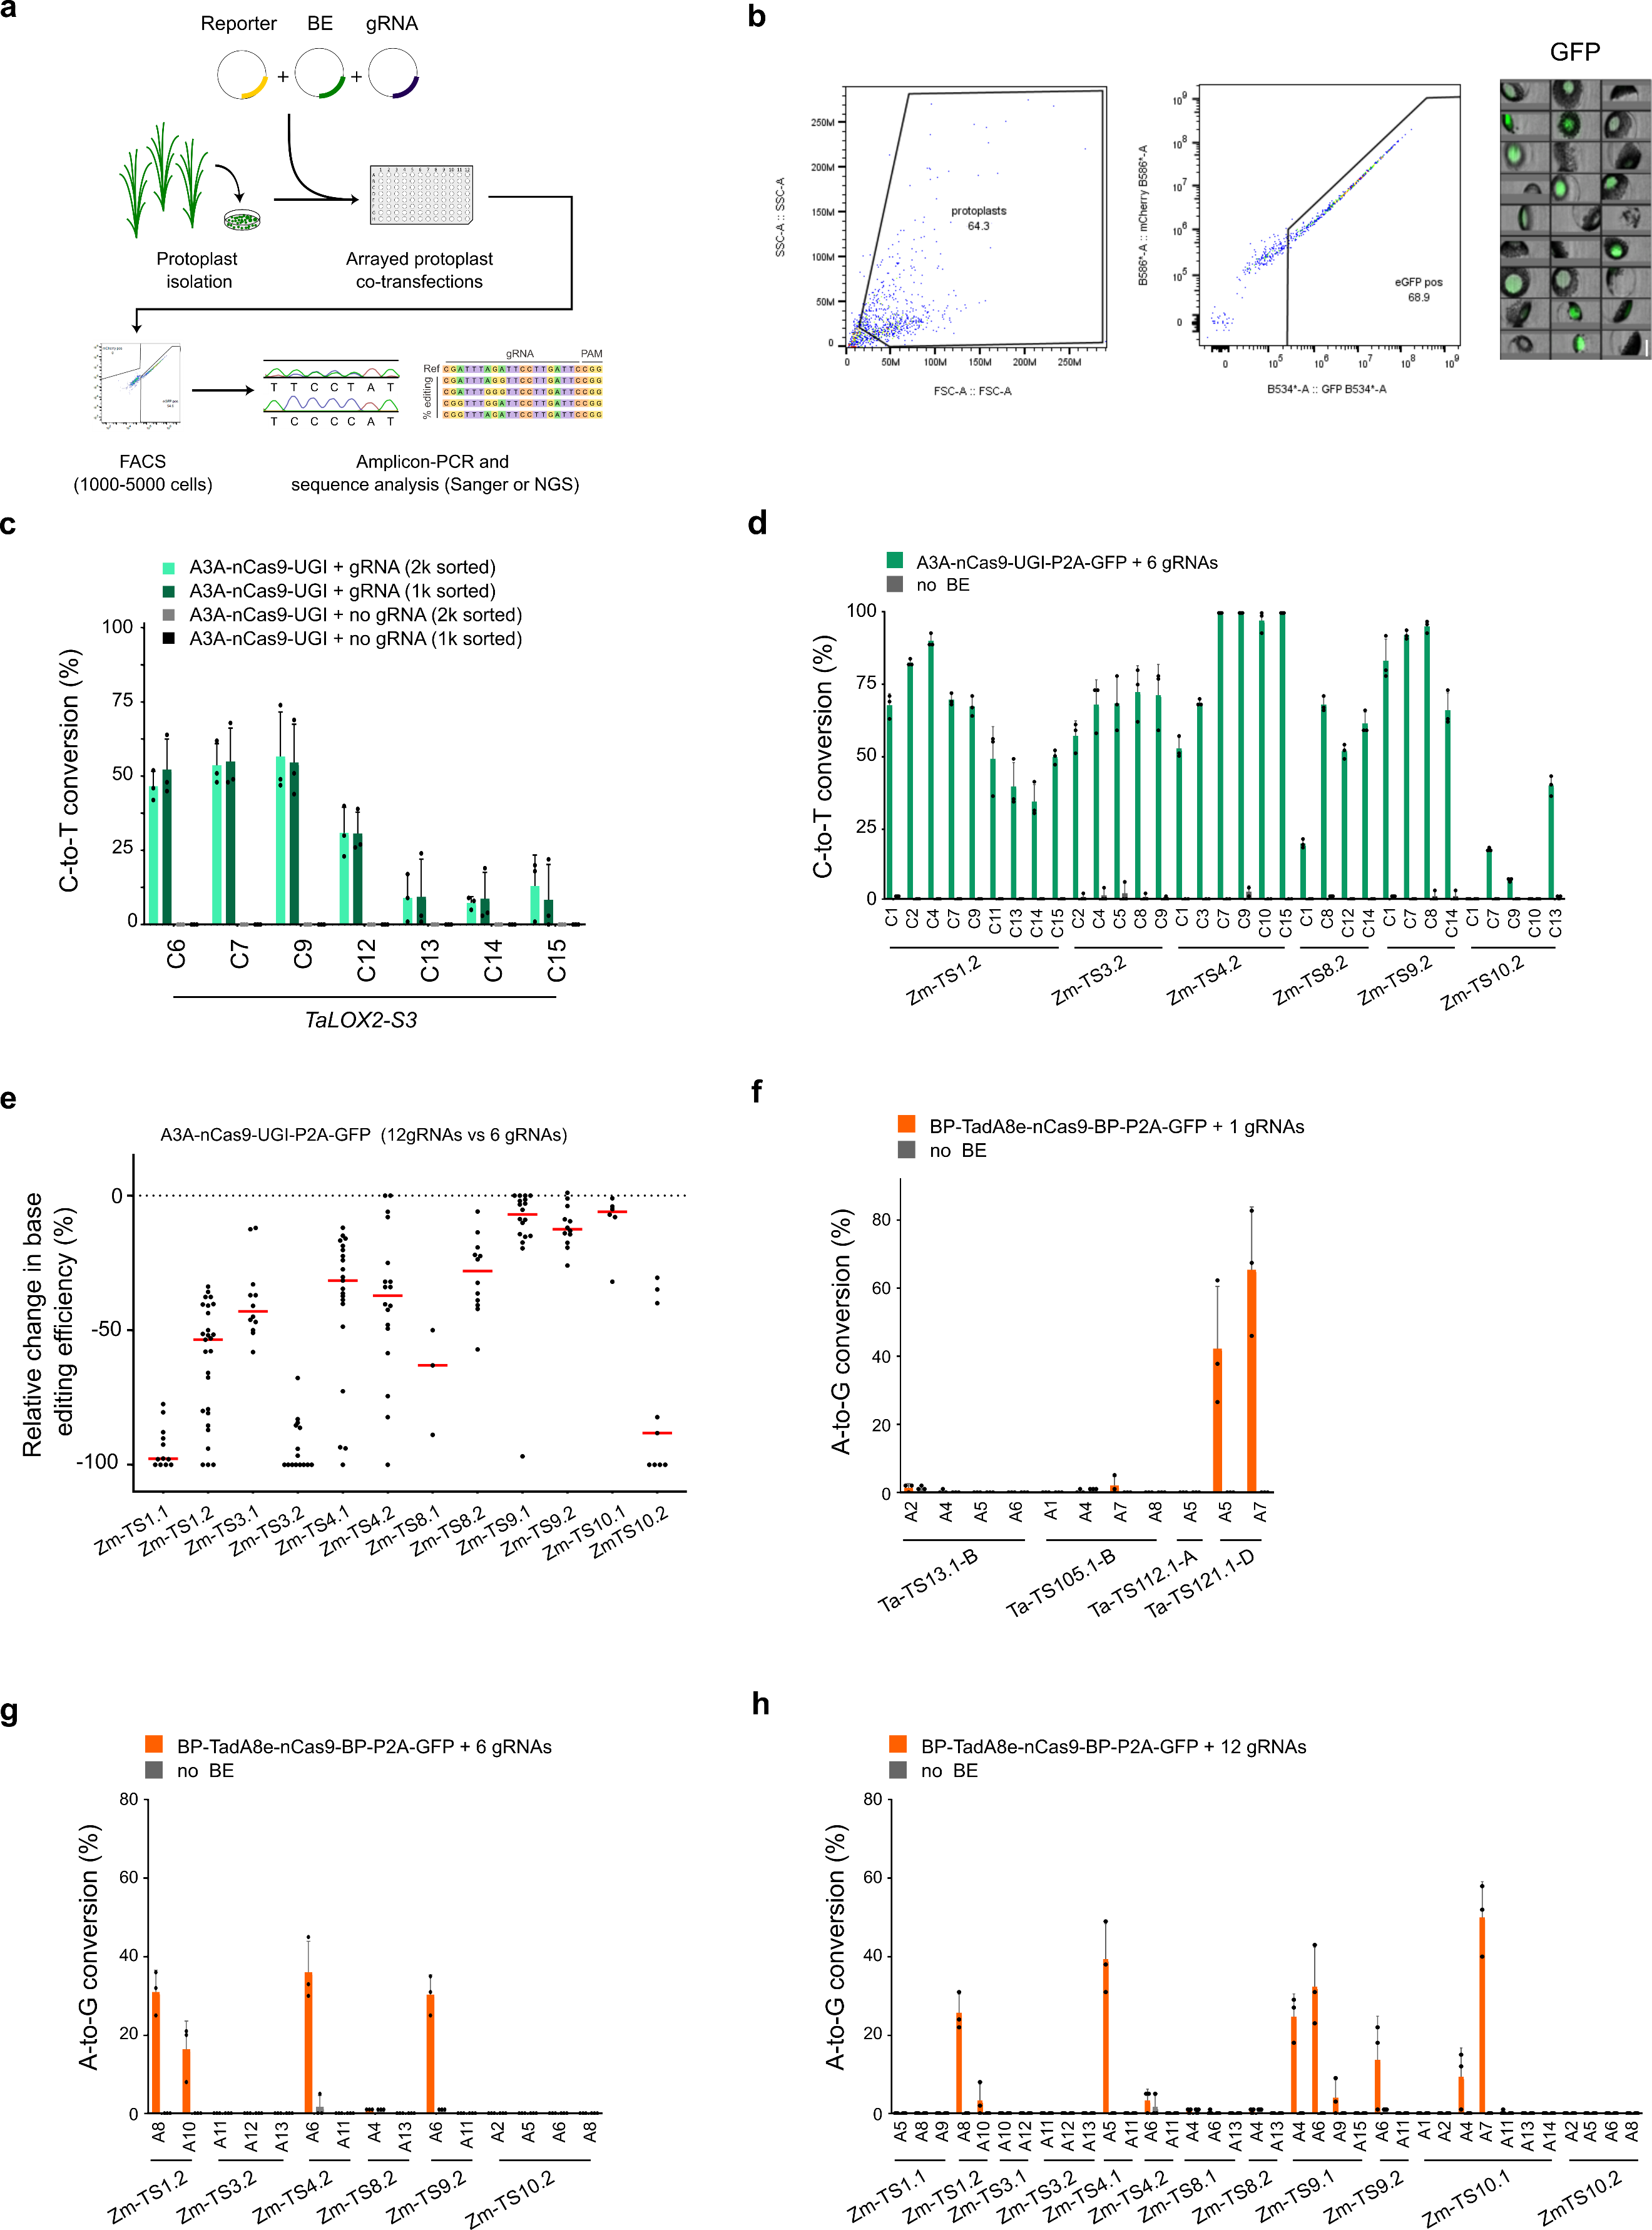
**

**Fig. S3: ITER validation for Cas9 base editors at endogenous sites.**

**a,** Schematic representation of Fluorescence-Activated Cell Sorting (FACS) and genotyping workflows. Vectors are co-transfected in protoplasts and sorted on GFP signal directly in dilution buffer. Solution containing lysed protoplasts is used as template for PCR and resulting amplicons are used for Sanger sequencing or NGS. **b,** Gating strategy used for sorting protoplasts expressing GFP. Pictures show intact wheat cells expressing nuclear GFP after sorting. Scale bar**:** 20 µm. **c,** Simplex base editing efficiency of A3A-nCas9-UGI at *TaLOX2-S3* (c) as measured by Sanger sequencing. One wheat homeolog was analyzed. Transfection of the CBE without the gRNA was used as a negative control. **d,** Multiplex base editing efficiency of A3A-nCas9-UGI at six maize targets. Percentages indicate the proportion of C-to-T base conversion. Transfection of the CBE without the gRNA was used as a negative control. The x-axis indicates targeted Cytosines at different positions along the protospacer, with the PAM-distal base being position 1 (c-e). **e,** Relative change in multiplex base editing efficiency between 6 and 12 gRNAs in maize protoplasts. **f,** Simplex base editing efficiency of BP-TadA8e-nCas9-BP at four wheat targets. **g-h,** Multiplex base editing of BP-TadA8e-nCas9-BP at 6 (g) or 12 (h) maize targets. The x-axis indicates targeted Adenine at different positions along the protospacer, with the PAM-distal base being position 1 (g-i). Editing rates were calculated from three independent biological replicates that are depicted as dots (c-i). Transfection of the cells with a GFP expressing vector (no BE) was used as a negative control (e-i).

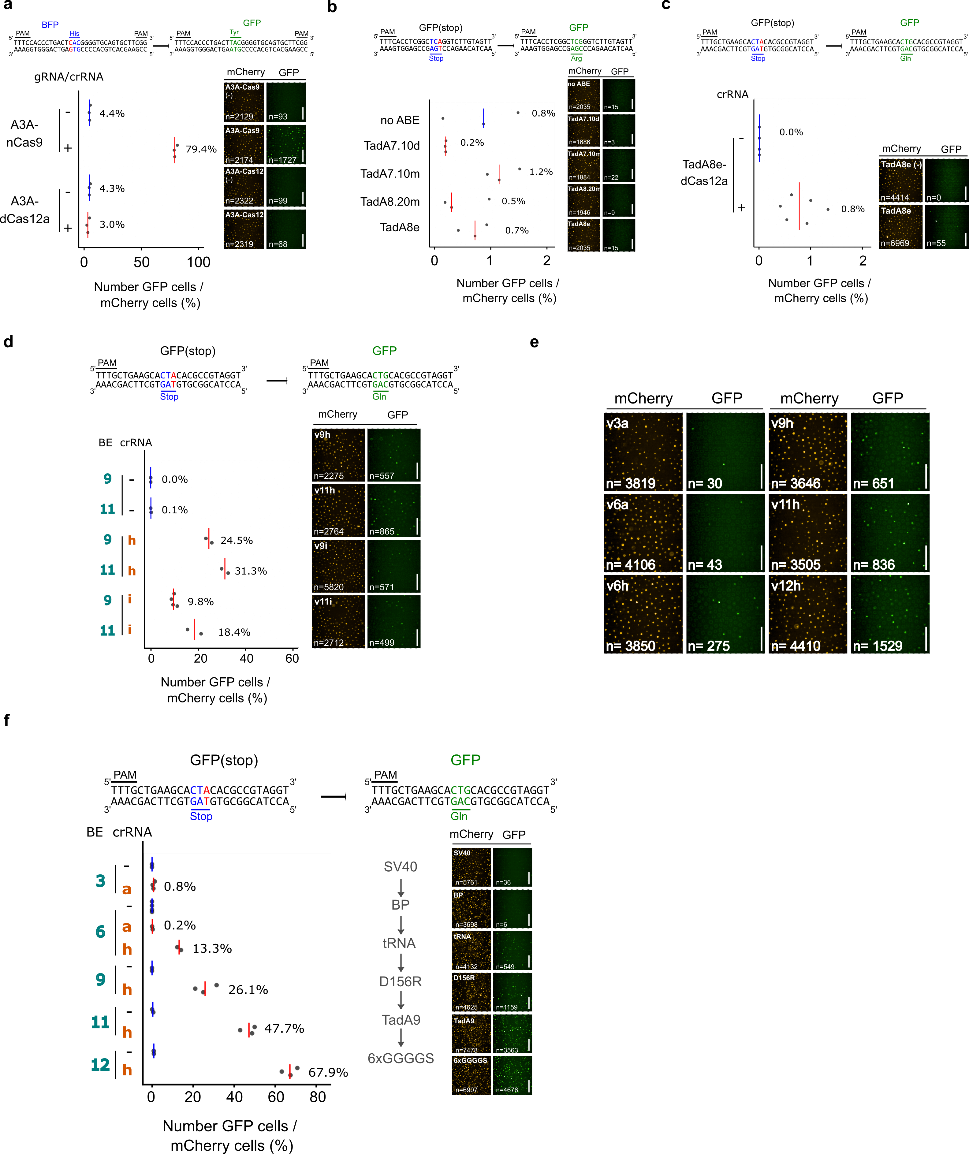

**Fig. S4: Iterative optimization of Cas12a-ABEs using ITER**

**a,** Base editing efficiencies for A3A-nCas9 or A3A-dCas12a in wheat as measured by the rate of BFP to GFP conversion. **b,** Base editing efficiencies for Cas12a-ABEs as measured by the rate of GFP recovery (stop to Arg) in wheat cells. **c,** Base editing efficiency for TadA8e-dCas12a as measured by the rate of GFP recovery (stop to Gln) in wheat cells. **d,** Base editing efficiency for Cas12a-ABEs as measured by the rate of GFP recovery (stop to Gln) in wheat cells. **e,** Representative pictures showing mCherry and GFP positive cells measured during the comparative analysis of key Cas12a-BE architectures in Fig2. c’’. **f,** Comparative analysis of key Cas12a-ABE architectures obtained along the optimization path as measured by the rate of GFP recovery (from stop to Gln) in maize cells. Components leading to increased activity are shown at the right of the panel. Representative pictures show fluorescence measured for mCherry and GFP cells and the number of cells analyzed. Editing rates were calculated from two to four independent biological replicates that are depicted as dots. Scale bars in a-f: 200 µm

**

**

**Fig. S5: Cas12a-ABEs efficiency at endogenous sites in protoplasts**

**a-b,** Base editing efficiencies of TadA8e-dCas12a (v9h) in simplex (a) or multiplex (b) as measured by the proportion of NGS reads converted from A-to-G at six wheat targets. **c-d,**  Base editing efficiencies of six Cas12a-ABE configurations in simplex or multiplex at four wheat off-targets located on homoeologous genes as measured by the proportion of NGS reads converted from A-to-G. DNA sequences on the top row are the on-targets, red bases indicate mismatches with the crRNA at off-target homeologs. **e,** Indel rate measured at wheat on-targets for six Cas12a-ABE configurations. Color code for Cas12a-ABE architectures is same as (c). **f,** Simplex Base editing efficiencies of TadA8e-dCas12a (v9h) in maize as measured by the proportion of reads converted from A-to-G at four targets. Editing rates were calculated from two or three independent biological replicates.

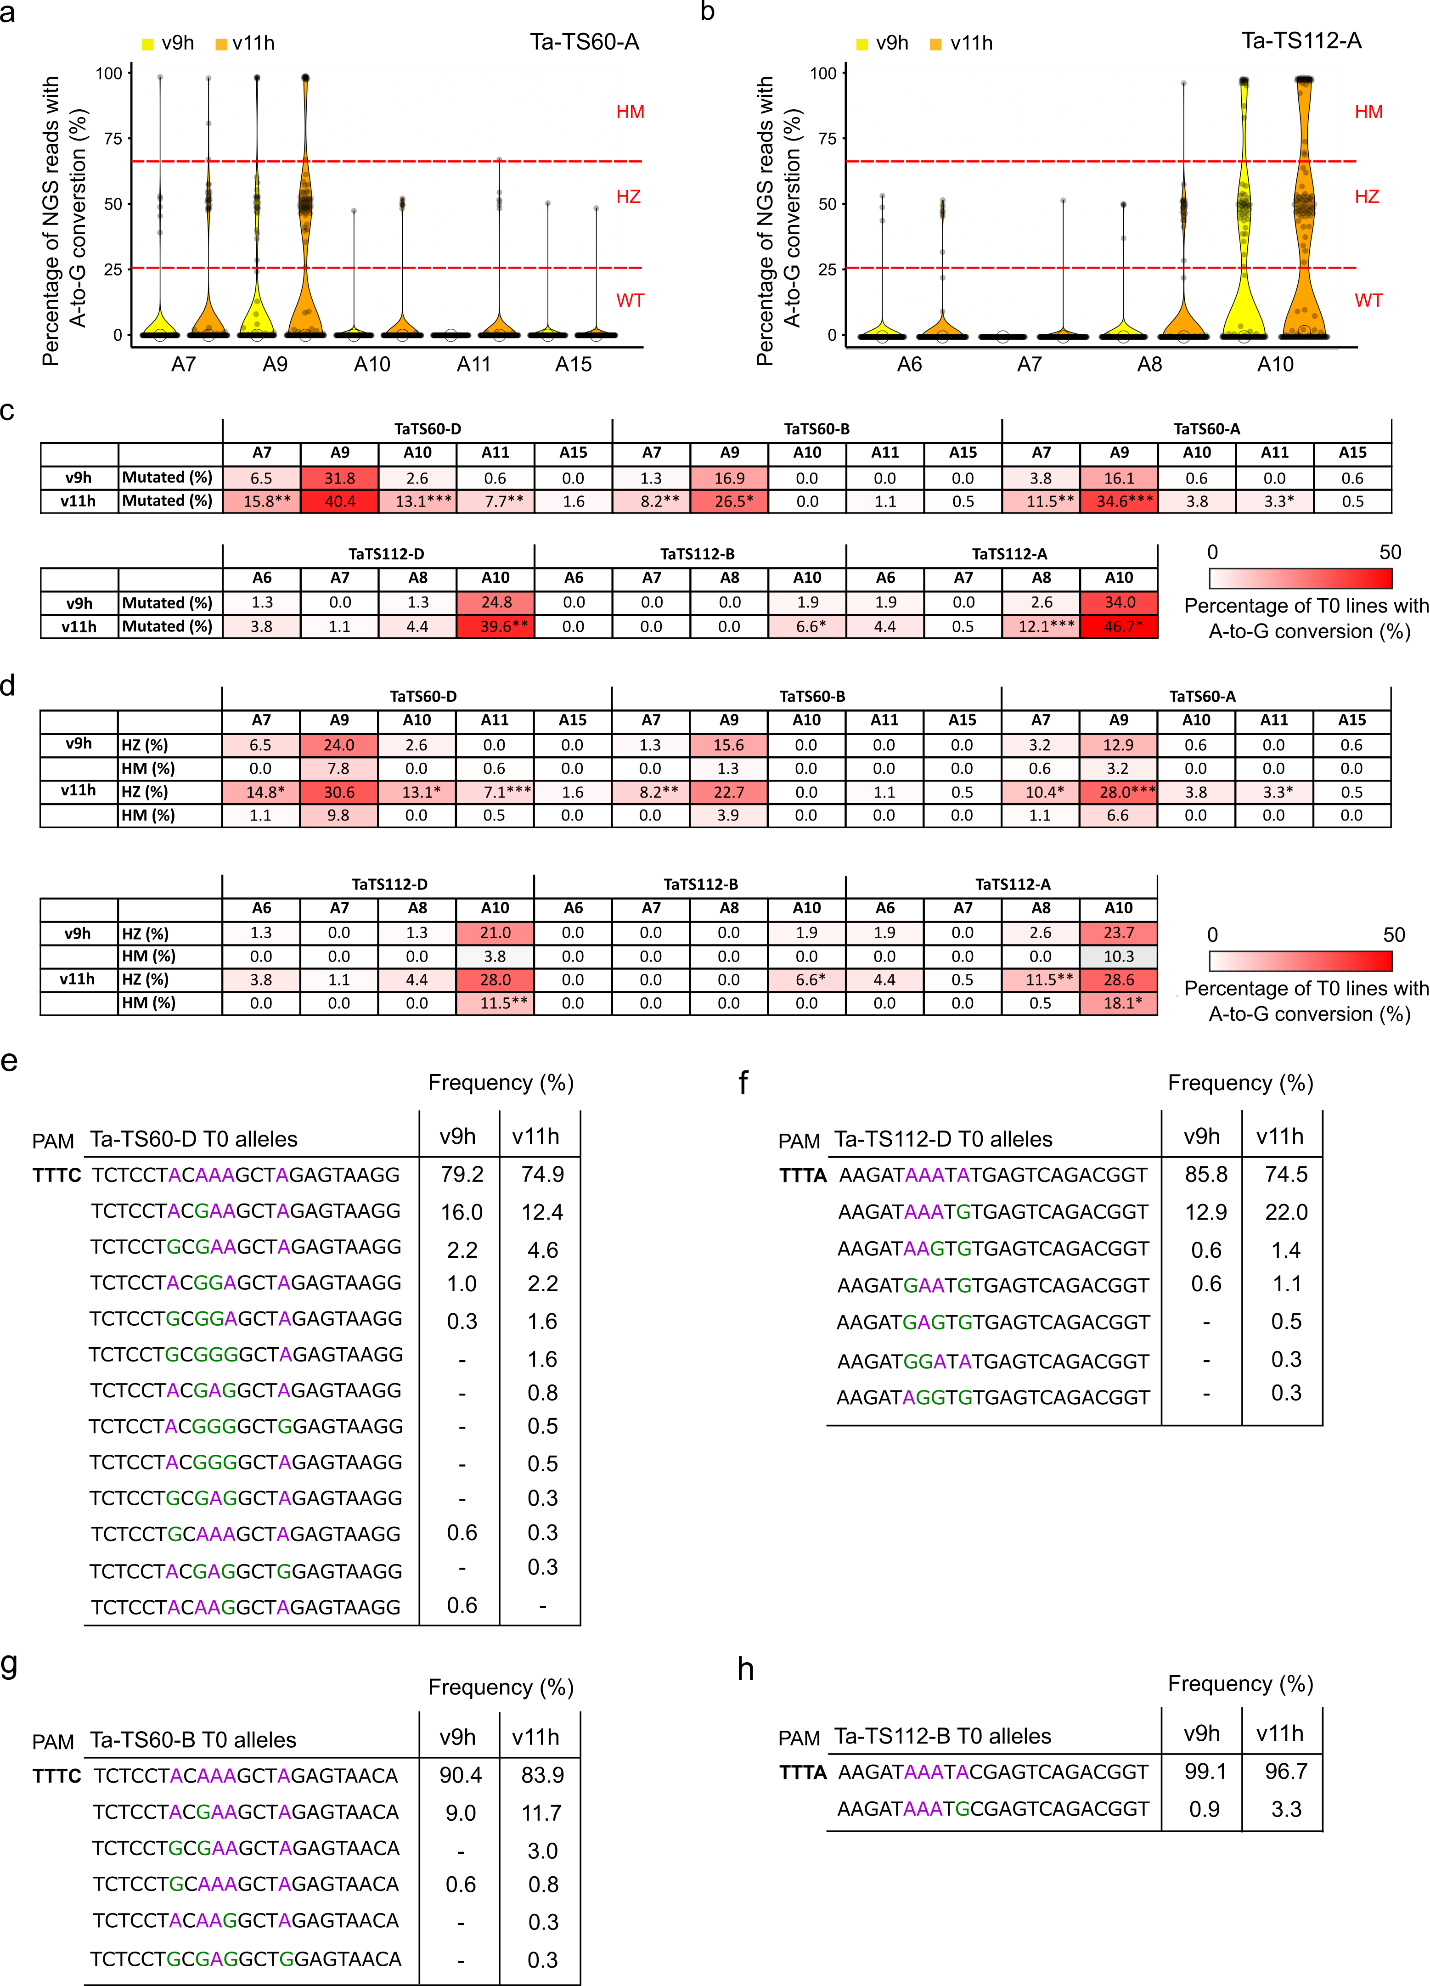

**Fig. S6: Cas12a-ABE efficiency in stable wheat transformants**

**a-b,** Base editing efficiencies in T0 wheat plants at TS60-A (a) and TS112-A (b) as measured by the proportion of NGS reads converted from A-to-G. Red dashed lines defines 3 classes of genotypes: wild type plants for samples with less than 25% of edited reads, heterozygous for 25-70% and homozygous for more than 70%. **c-d,** Frequency of individual T0 wheat plants carrying heterozygous or homozygous A-to-G conversion at individual positions of the targets. Combined heterozygous (HZ) and homozygous (HM) frequencies are shown in **c**, individual frequencies in **d**. Values are depicted for TaTS60 and TaTS112 at the three subgenomes (n=154-157 for v9h and n=182-183 for v11h). Asterisks in (**c**-**d**) represent significant difference in efficiency between v9h and v11h as measured by Z-score test for two proportions (*: p<0.05; **: p<0.01; ***: p<0.001). **e-h,** Allelic frequency in base edited T0 wheat plants at TS60-D (e), TS60-B (f), TS112-D (g) and TS112-B (h) (TS60: v9h: n=312 alleles; v11h: n=366-368 alleles; TS112: v9h: n=316-318 alleles; v11h: n=368 alleles). Base edited nucleotides are marked in green.

**

**

**Fig. S7: Cas12a-CBEs and LbCas12a efficiency at endogenous sites in protoplasts.**

**a,**  Base editing efficiencies of six Cas12a-CBE configurations in multiplex at four wheat off-targets located on homoeologous genes. Efficiencies are measured by the proportion of reads converted from C-to-T. DNA sequences on the top row are the on-targets, red bases indicate mismatches with the crRNA at off-target homeologs. Asterisks depicts significant difference in efficiency as calculated by Kruskal-Wallis test followed by Dunn post-hoc test (*: p<0.05). **b,** Multiplex indel rate of LbCas12a at eight wheat off-targets located on wheat homeologous genes. DNA sequences on the top row are the on-targets, red bases indicate mismatches with the crRNA at off-target homeologs. Violin plots represent pooled indel rates at all targets for individual LbCas12a architectures. Significance is calculated by two-way ANOVA test with Tukey HSD post-hoc test at p<0.05. Editing rates were calculated from three independent biological replicates that are depicted as dots on barplots. **c-d,** Pattern of indels generated by LbCas12a at four wheat (c) or maize (d) on-targets. Insertions and deletion from 1 to >19 base pairs are shown.

**Appendix**

Raw gel pictures during amplicon isolation. Red rectangles depict PCR bands that were isolated and analyzed. Individual gels correspond to figure panels indicated on top left corner. Name of the target size and expected PCR product sizes are indicated on gel pictures.

**
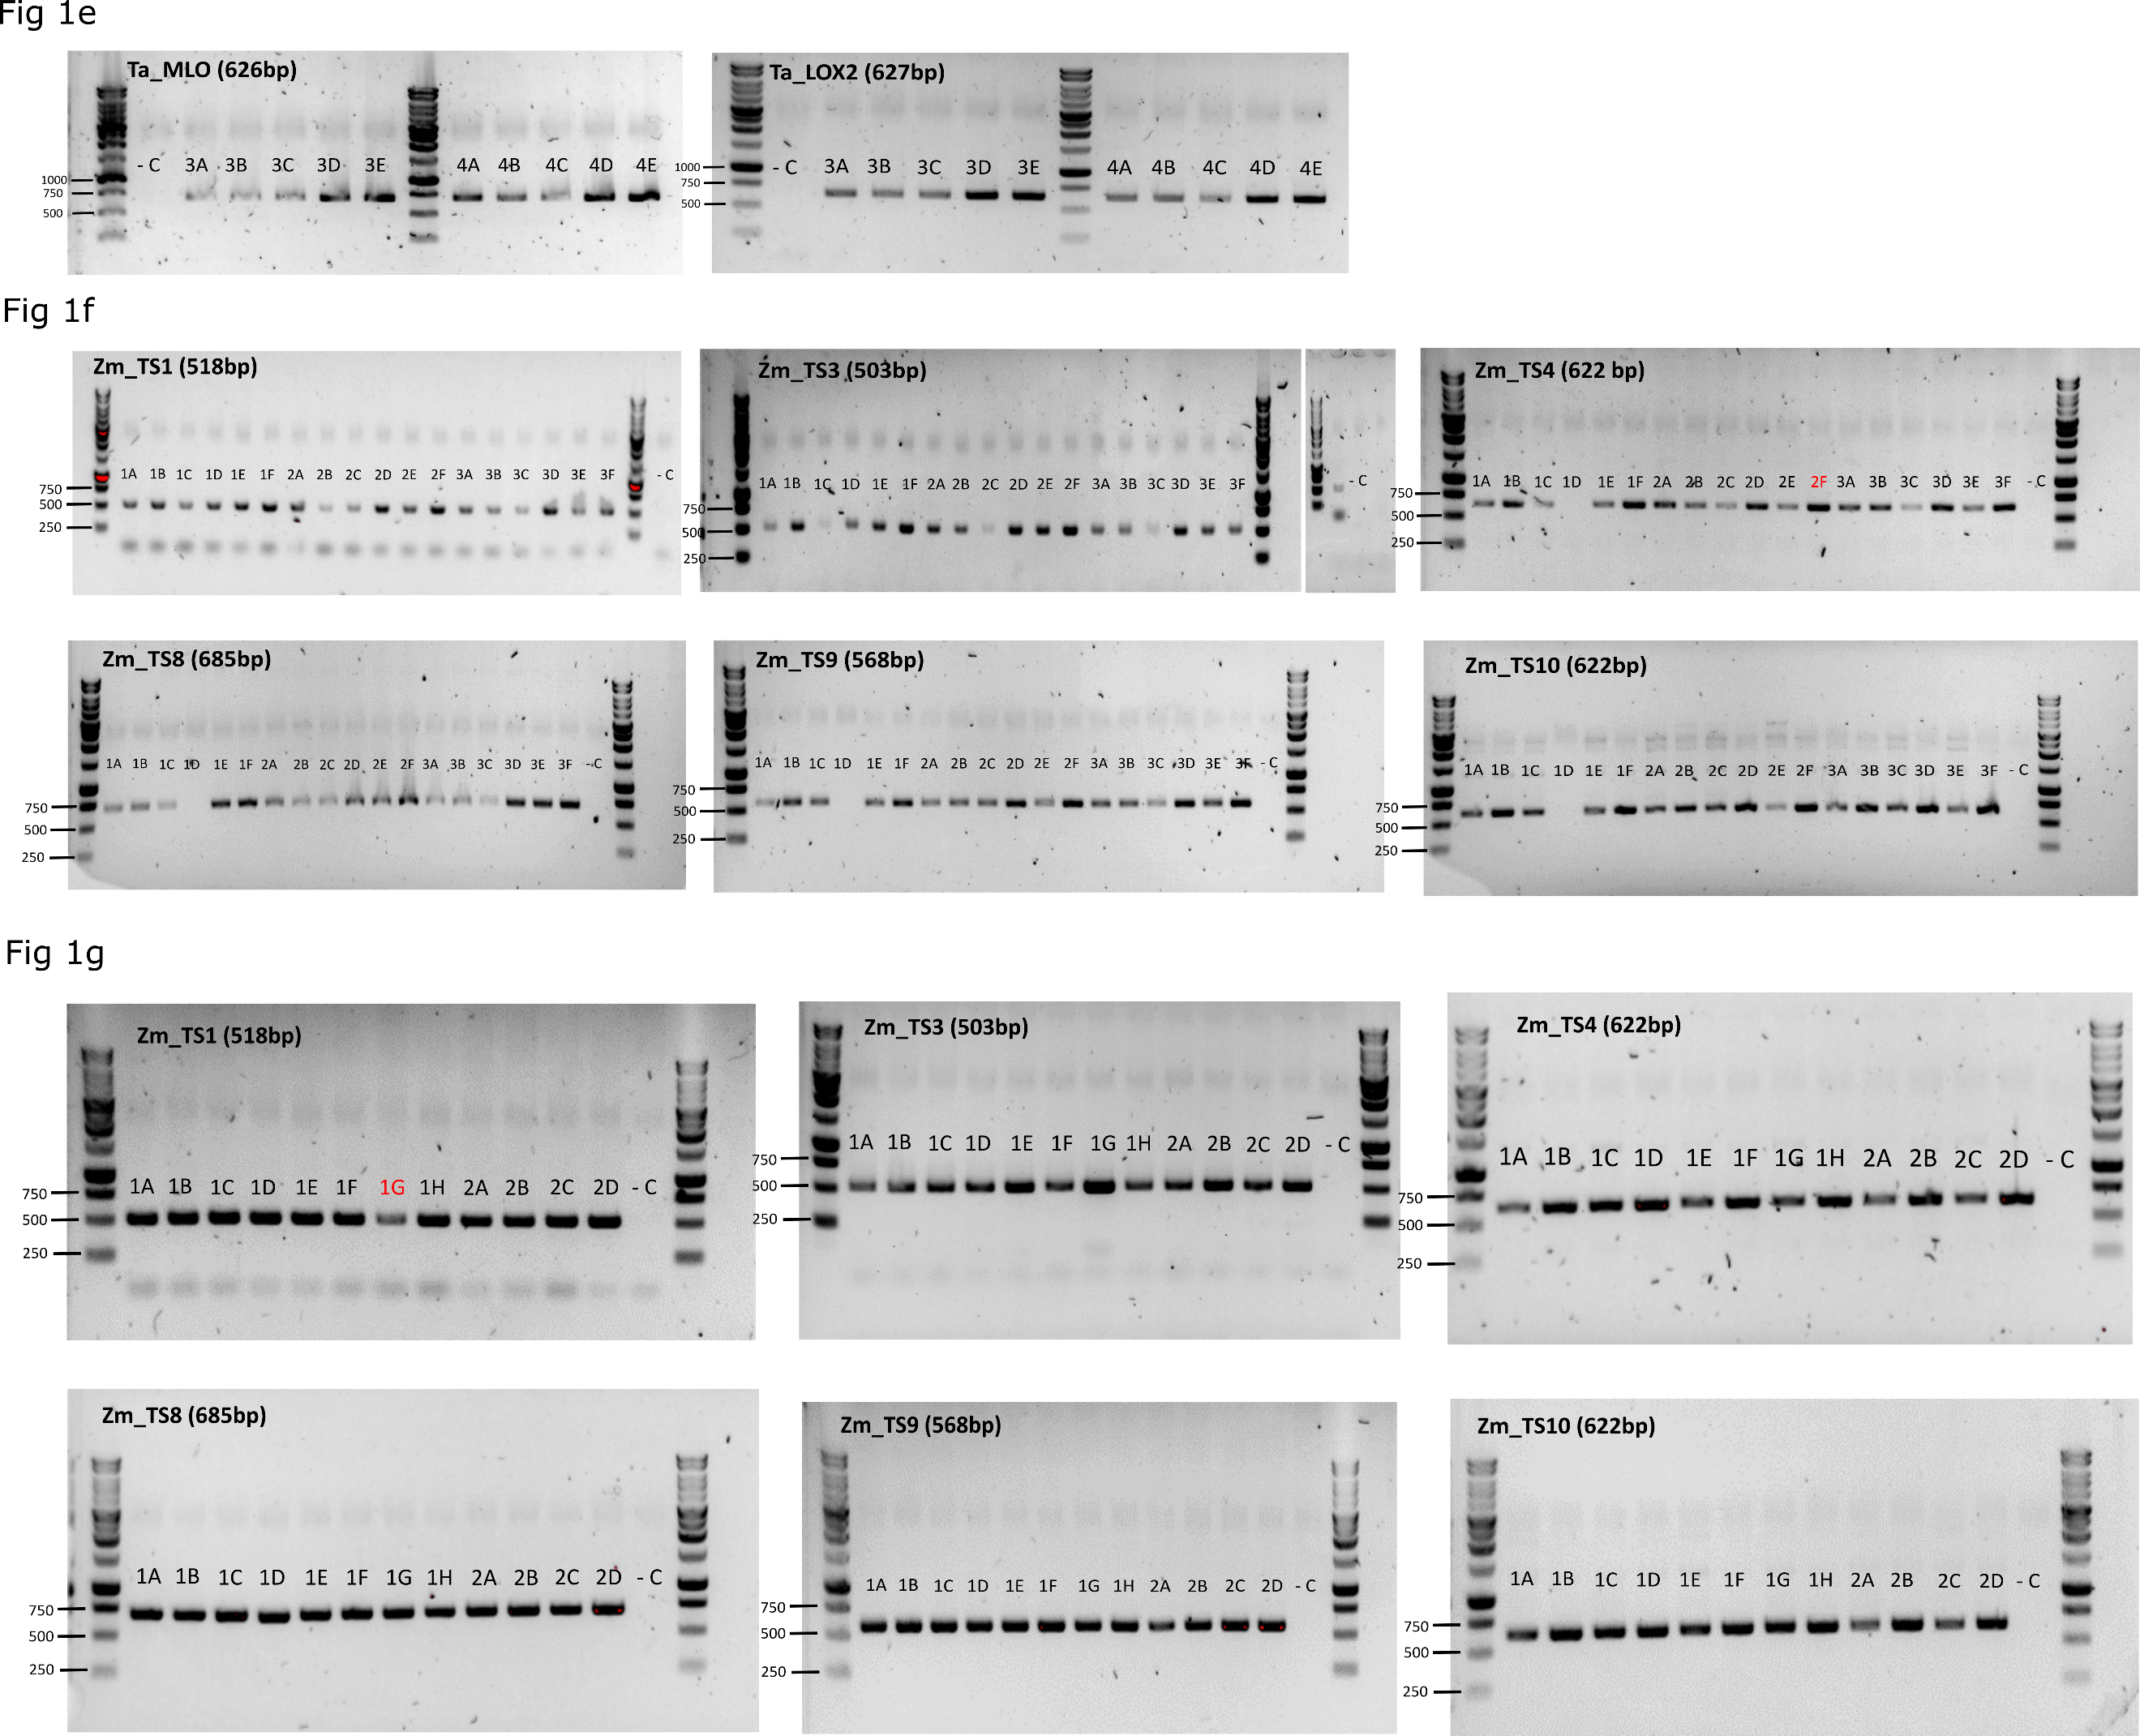
**

**
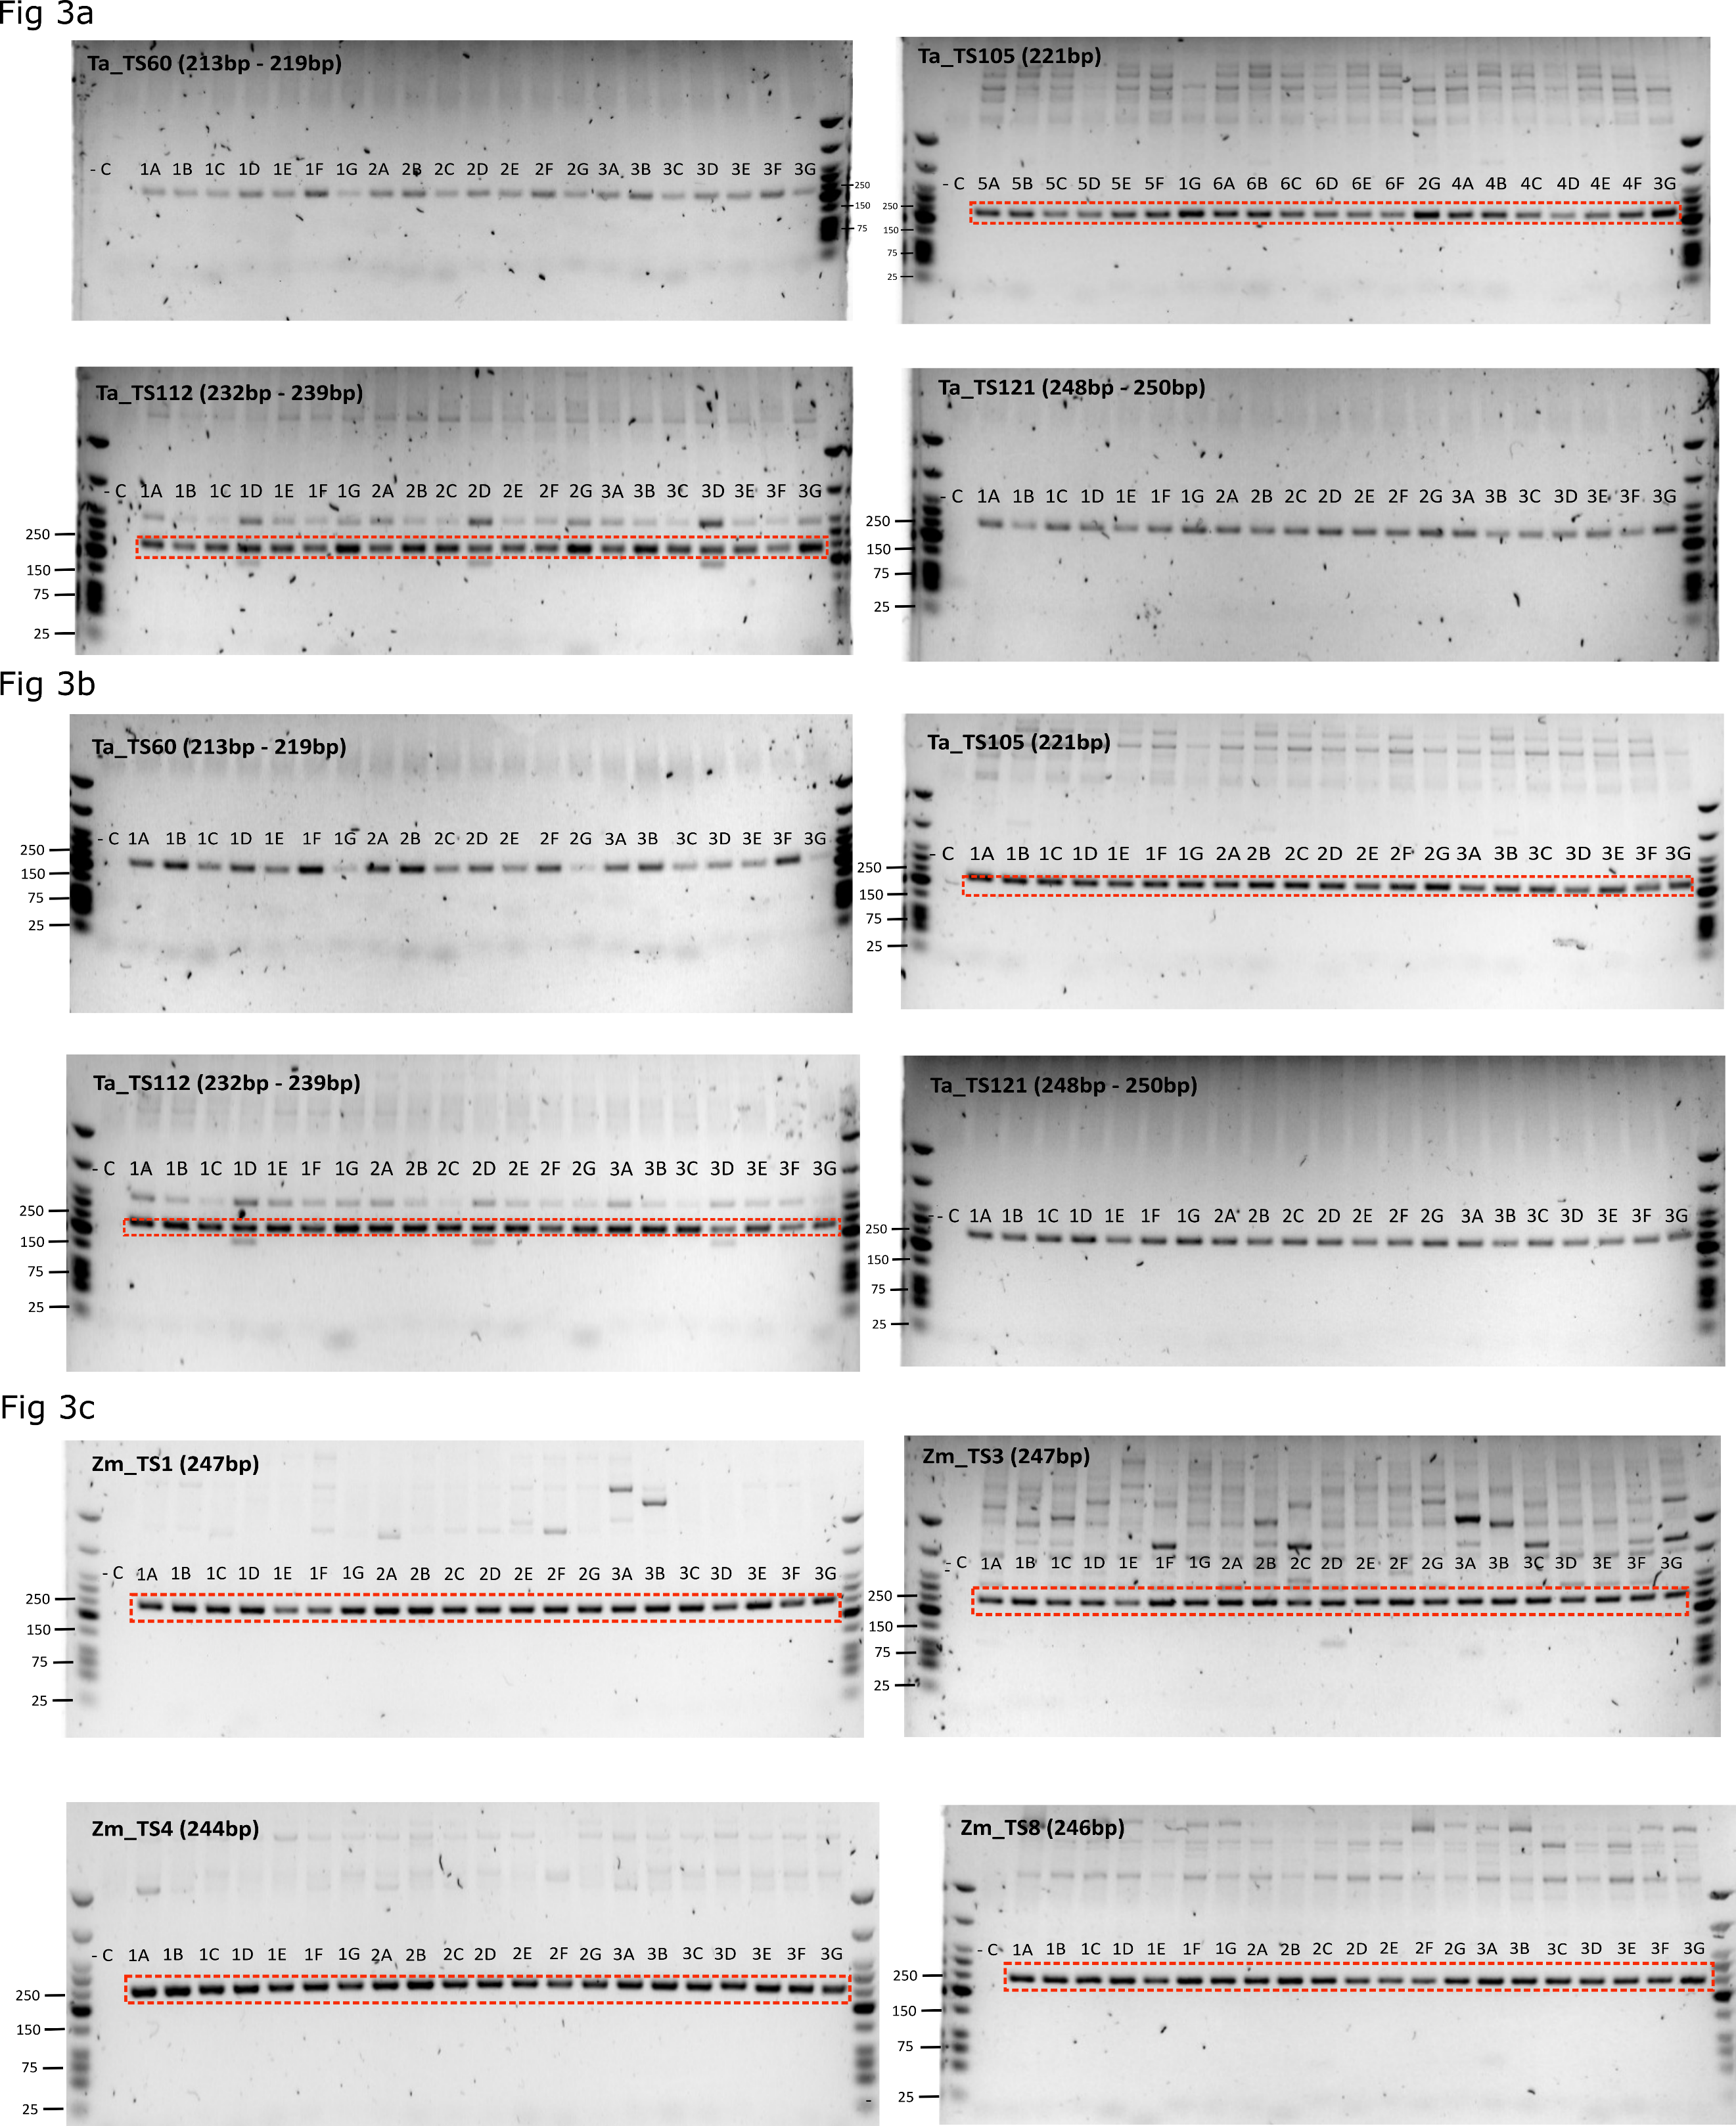
**

**
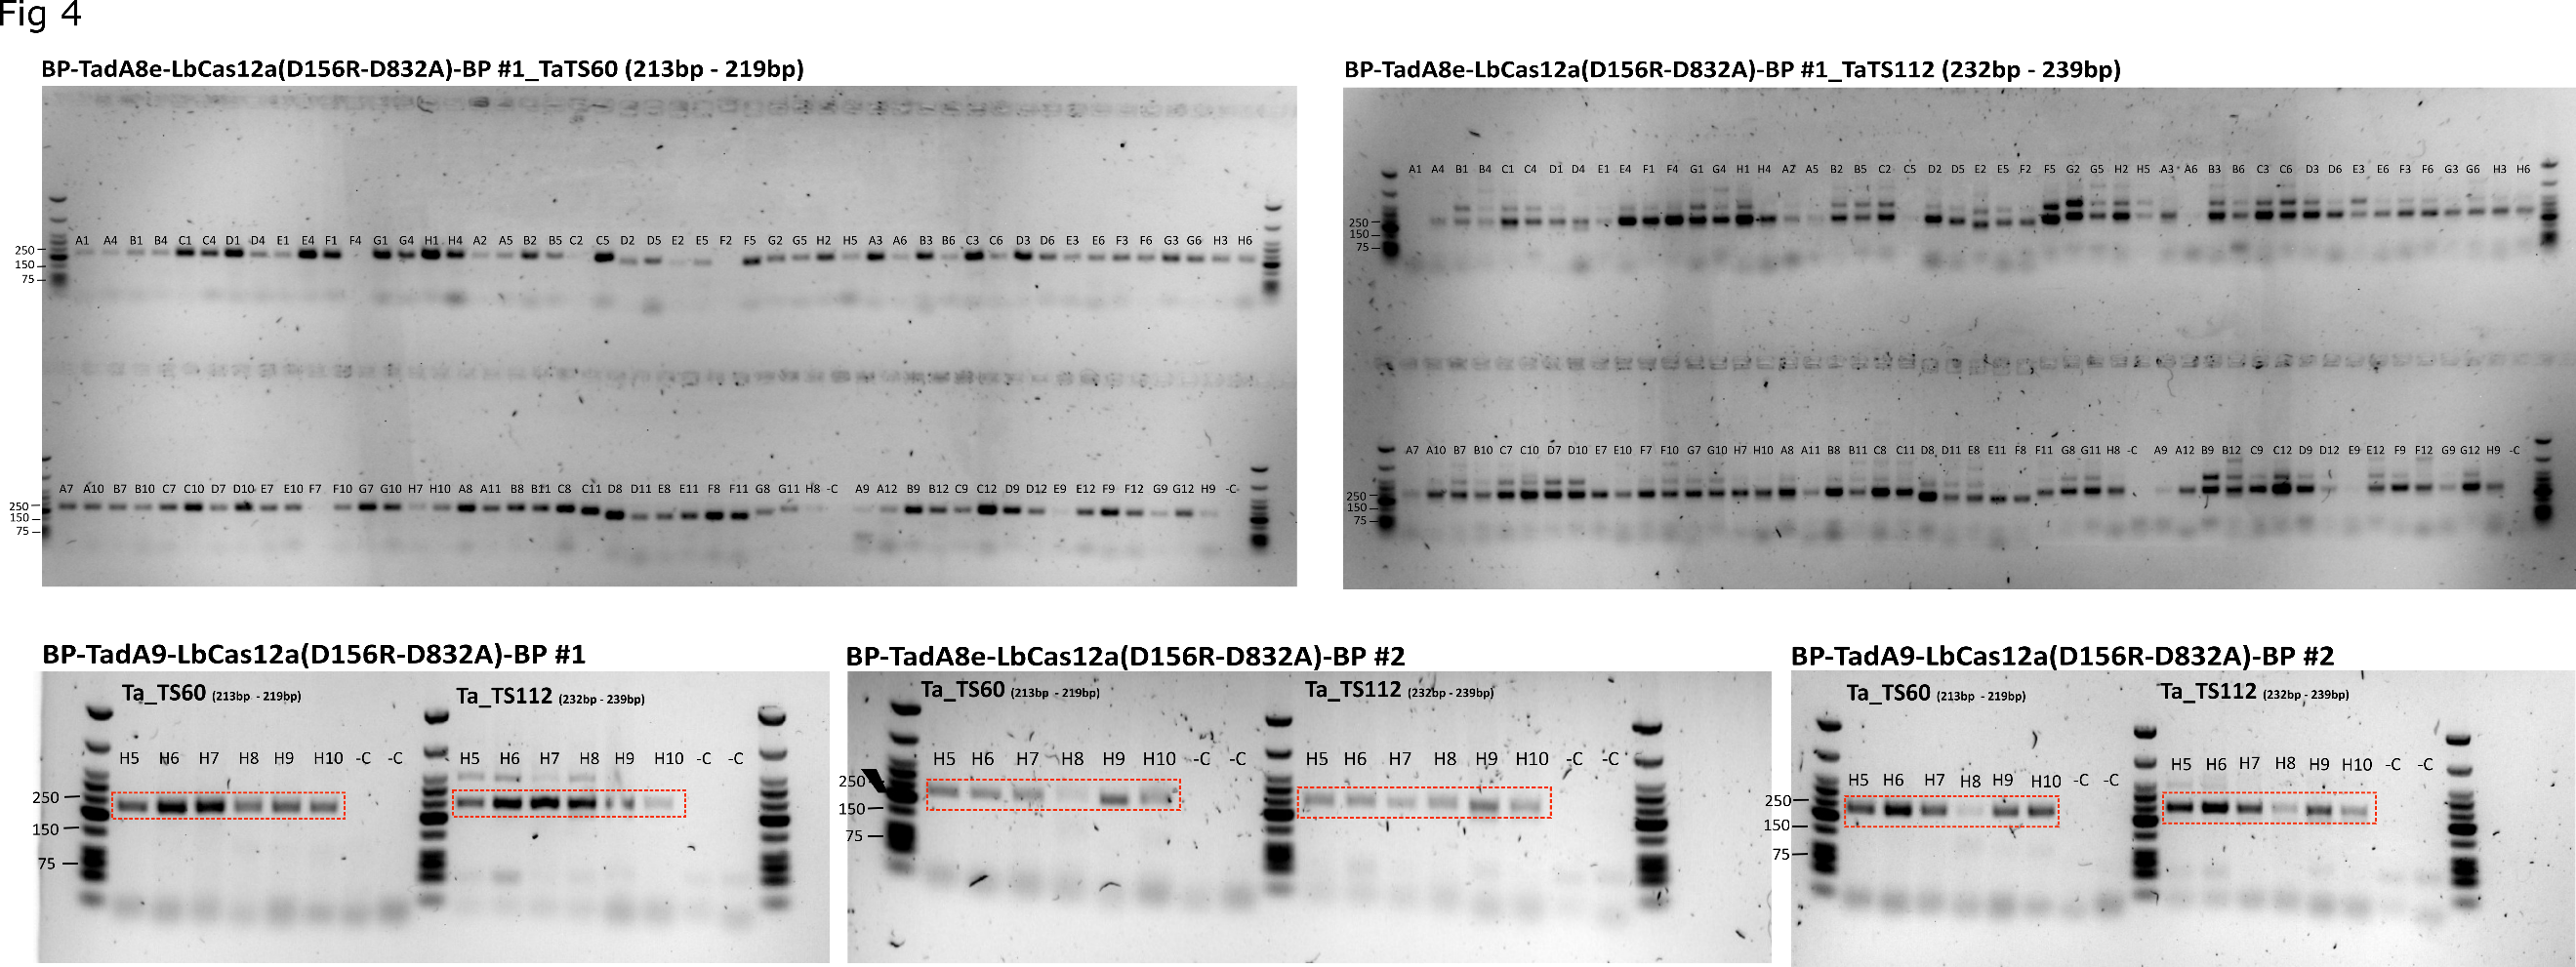
**

**
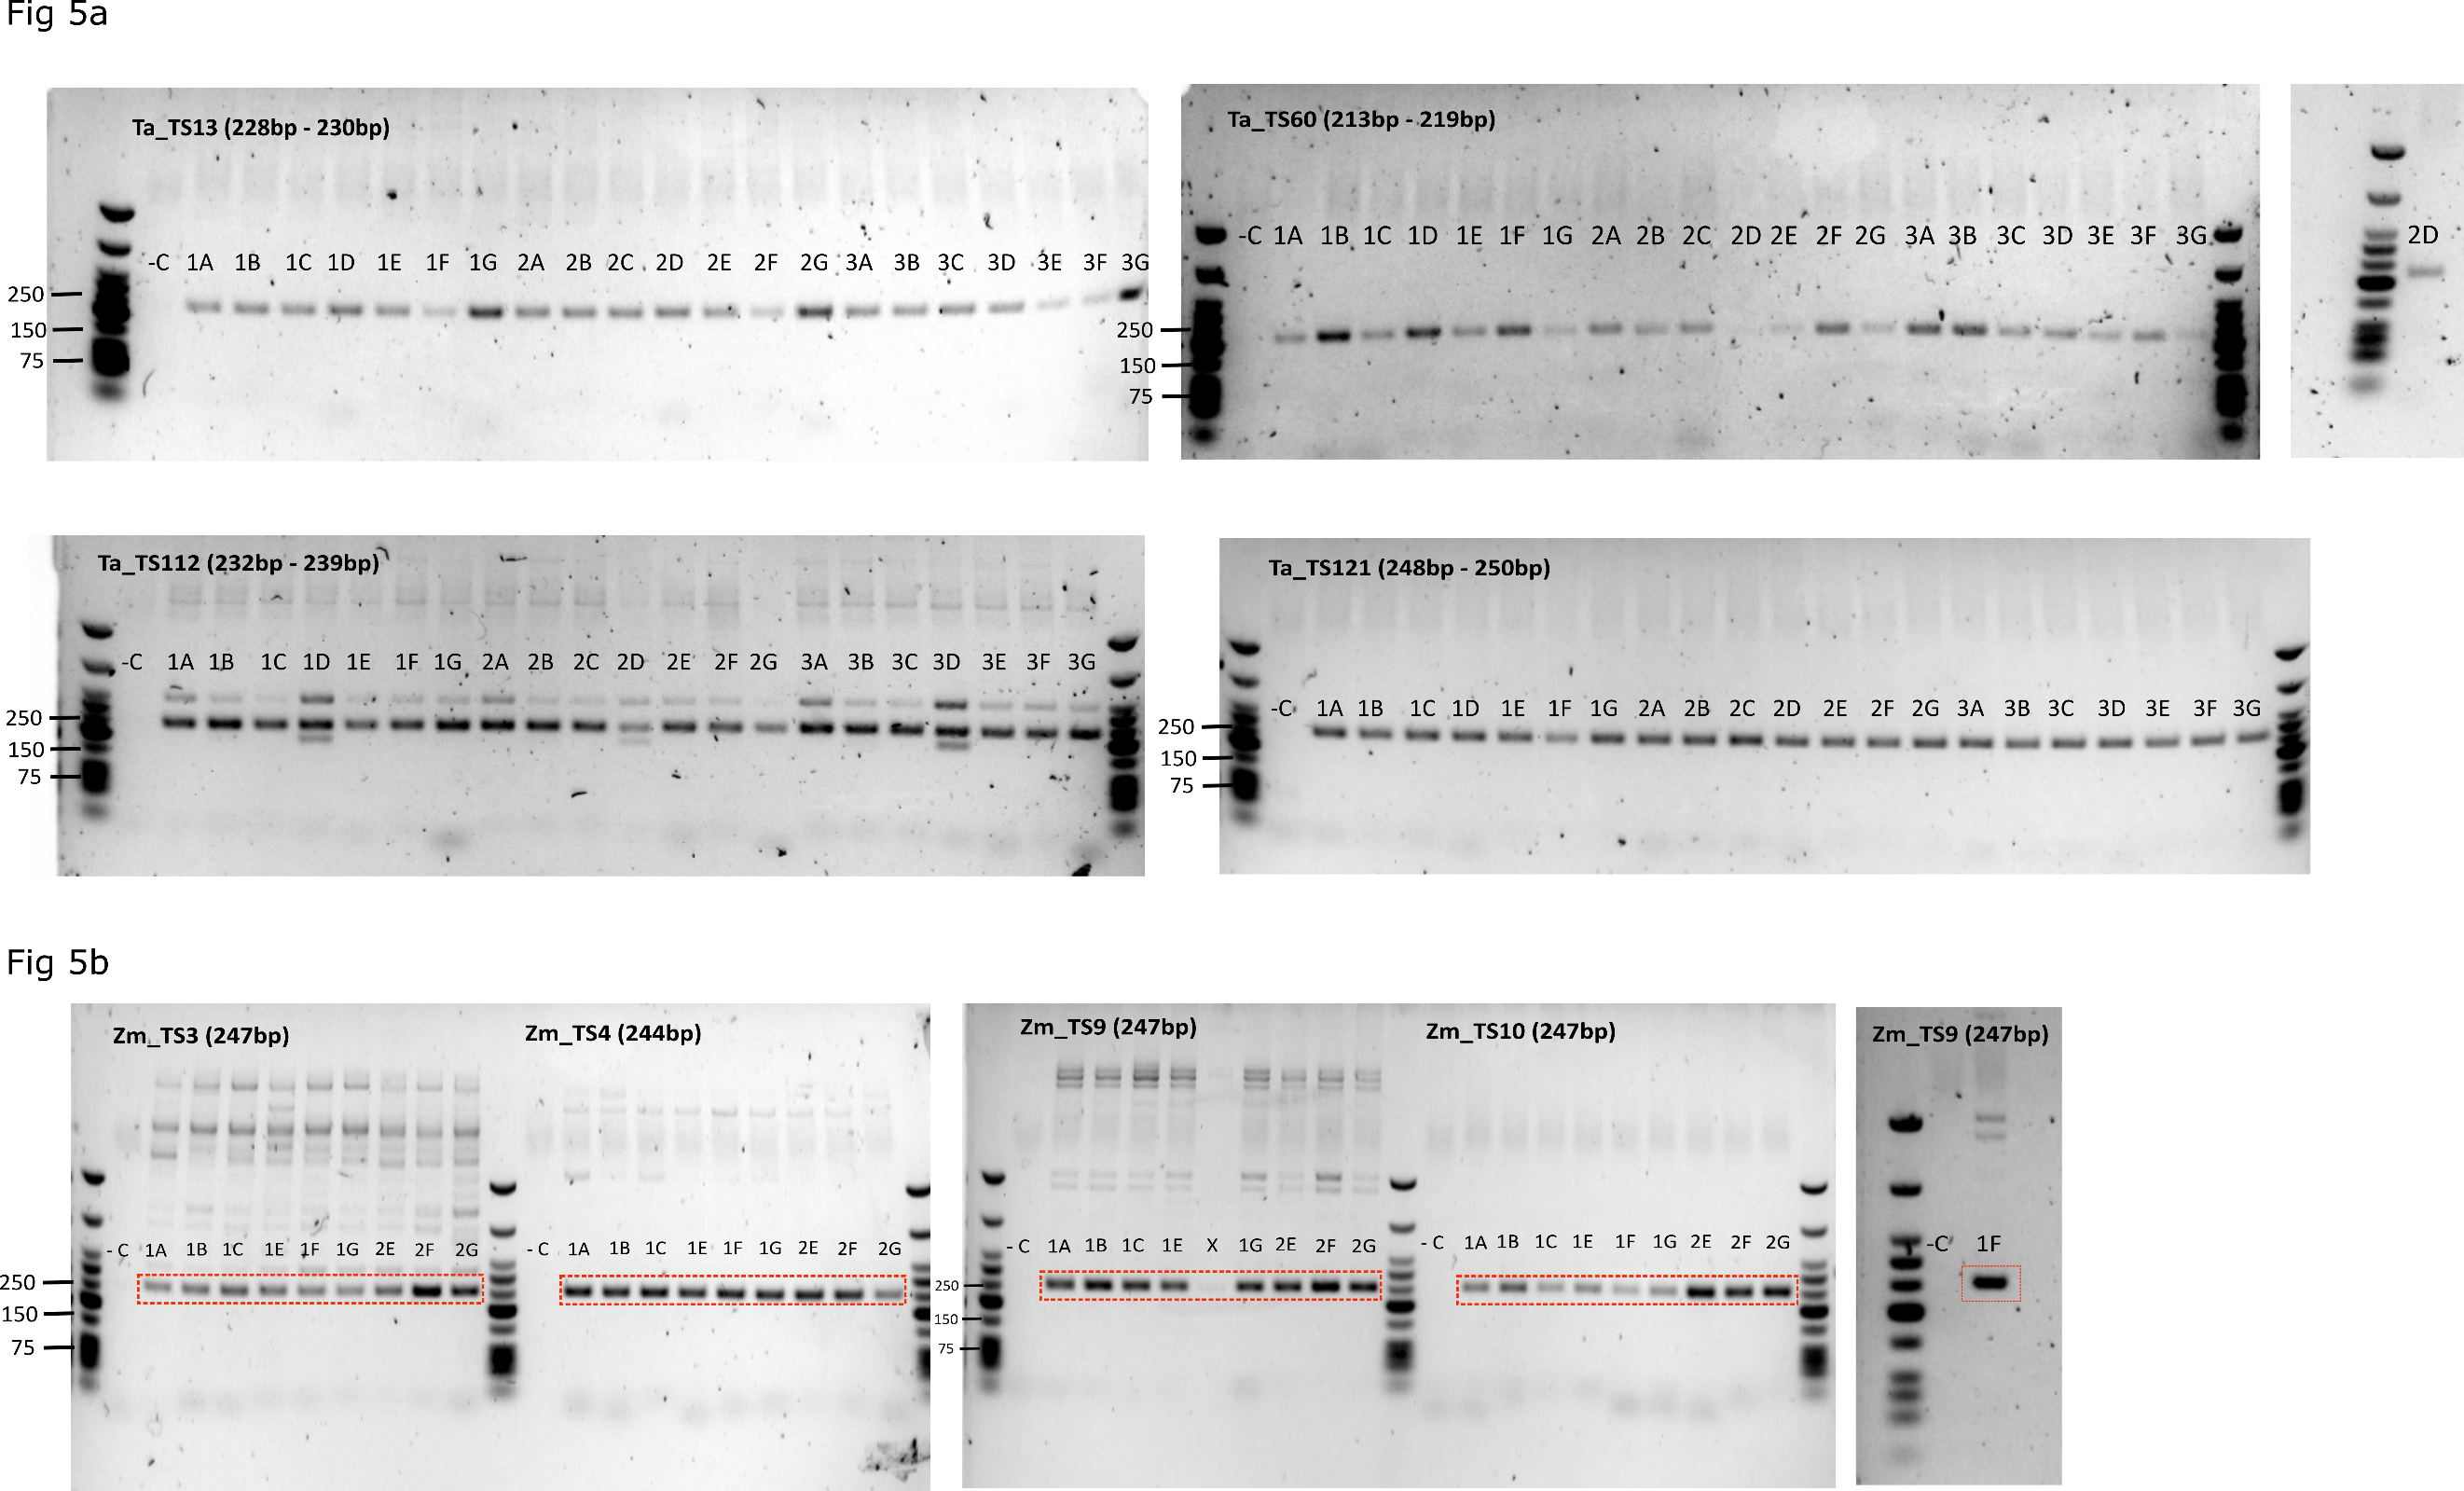
**

**
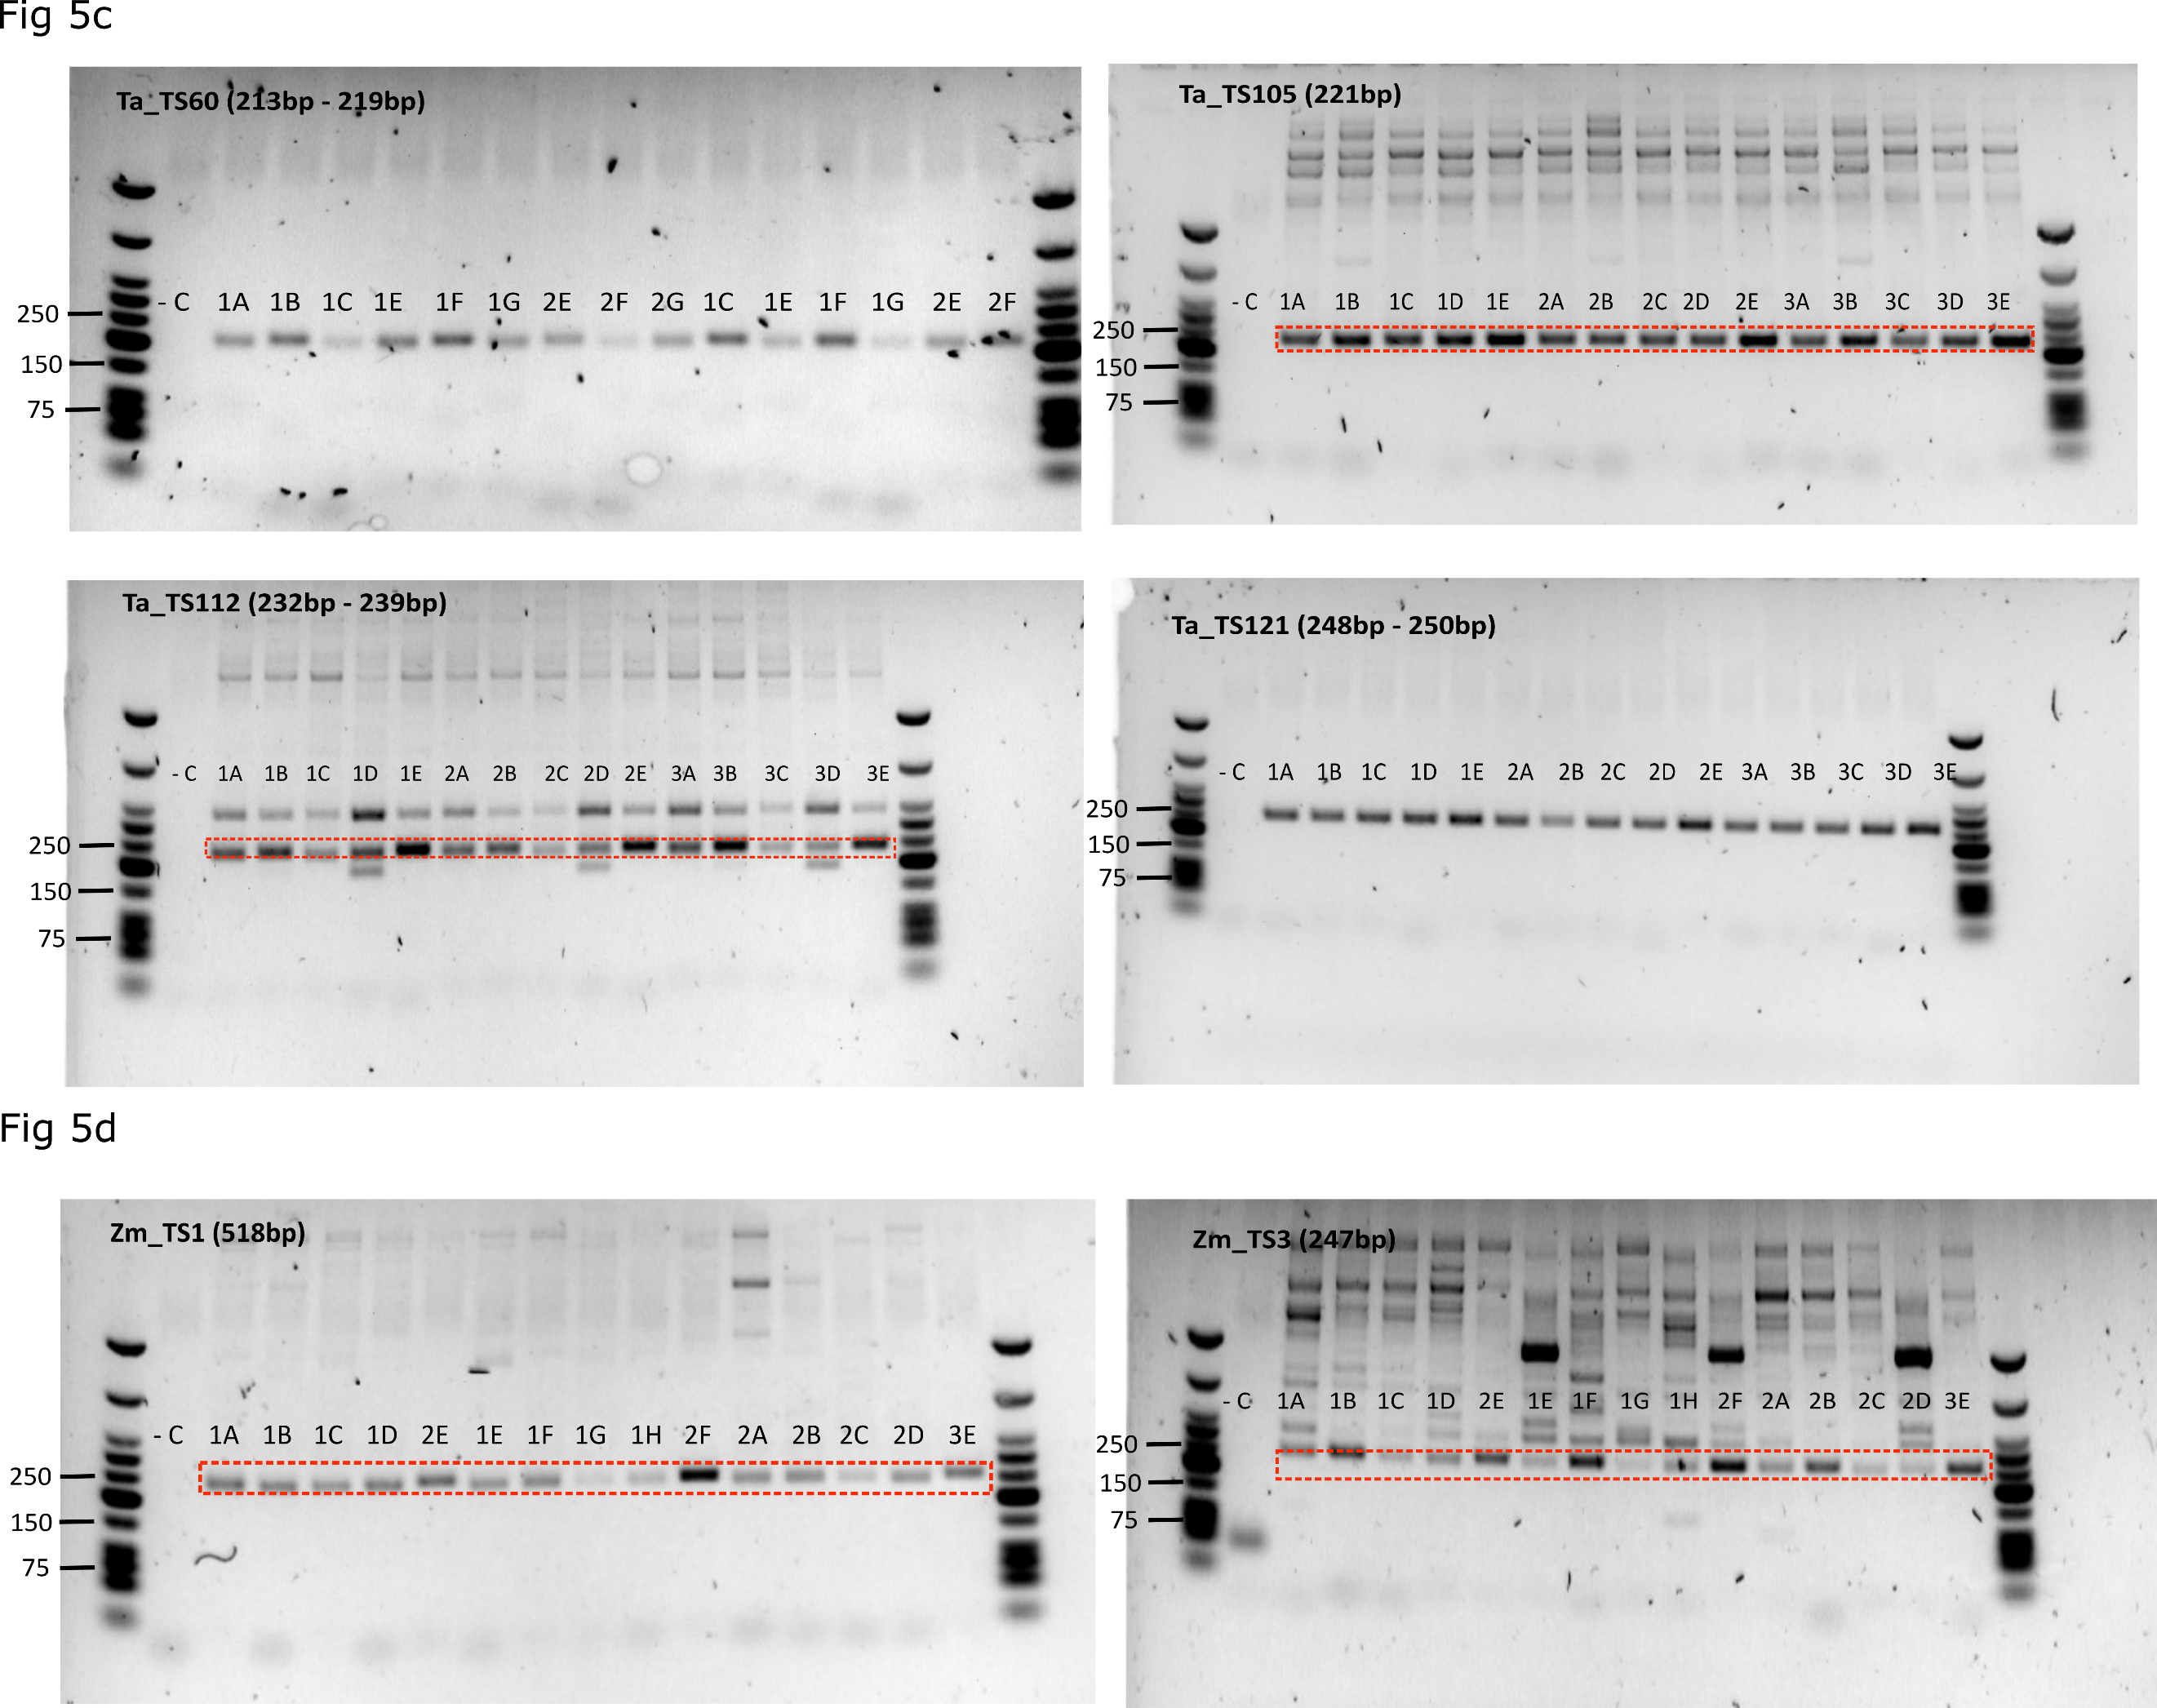
**

**
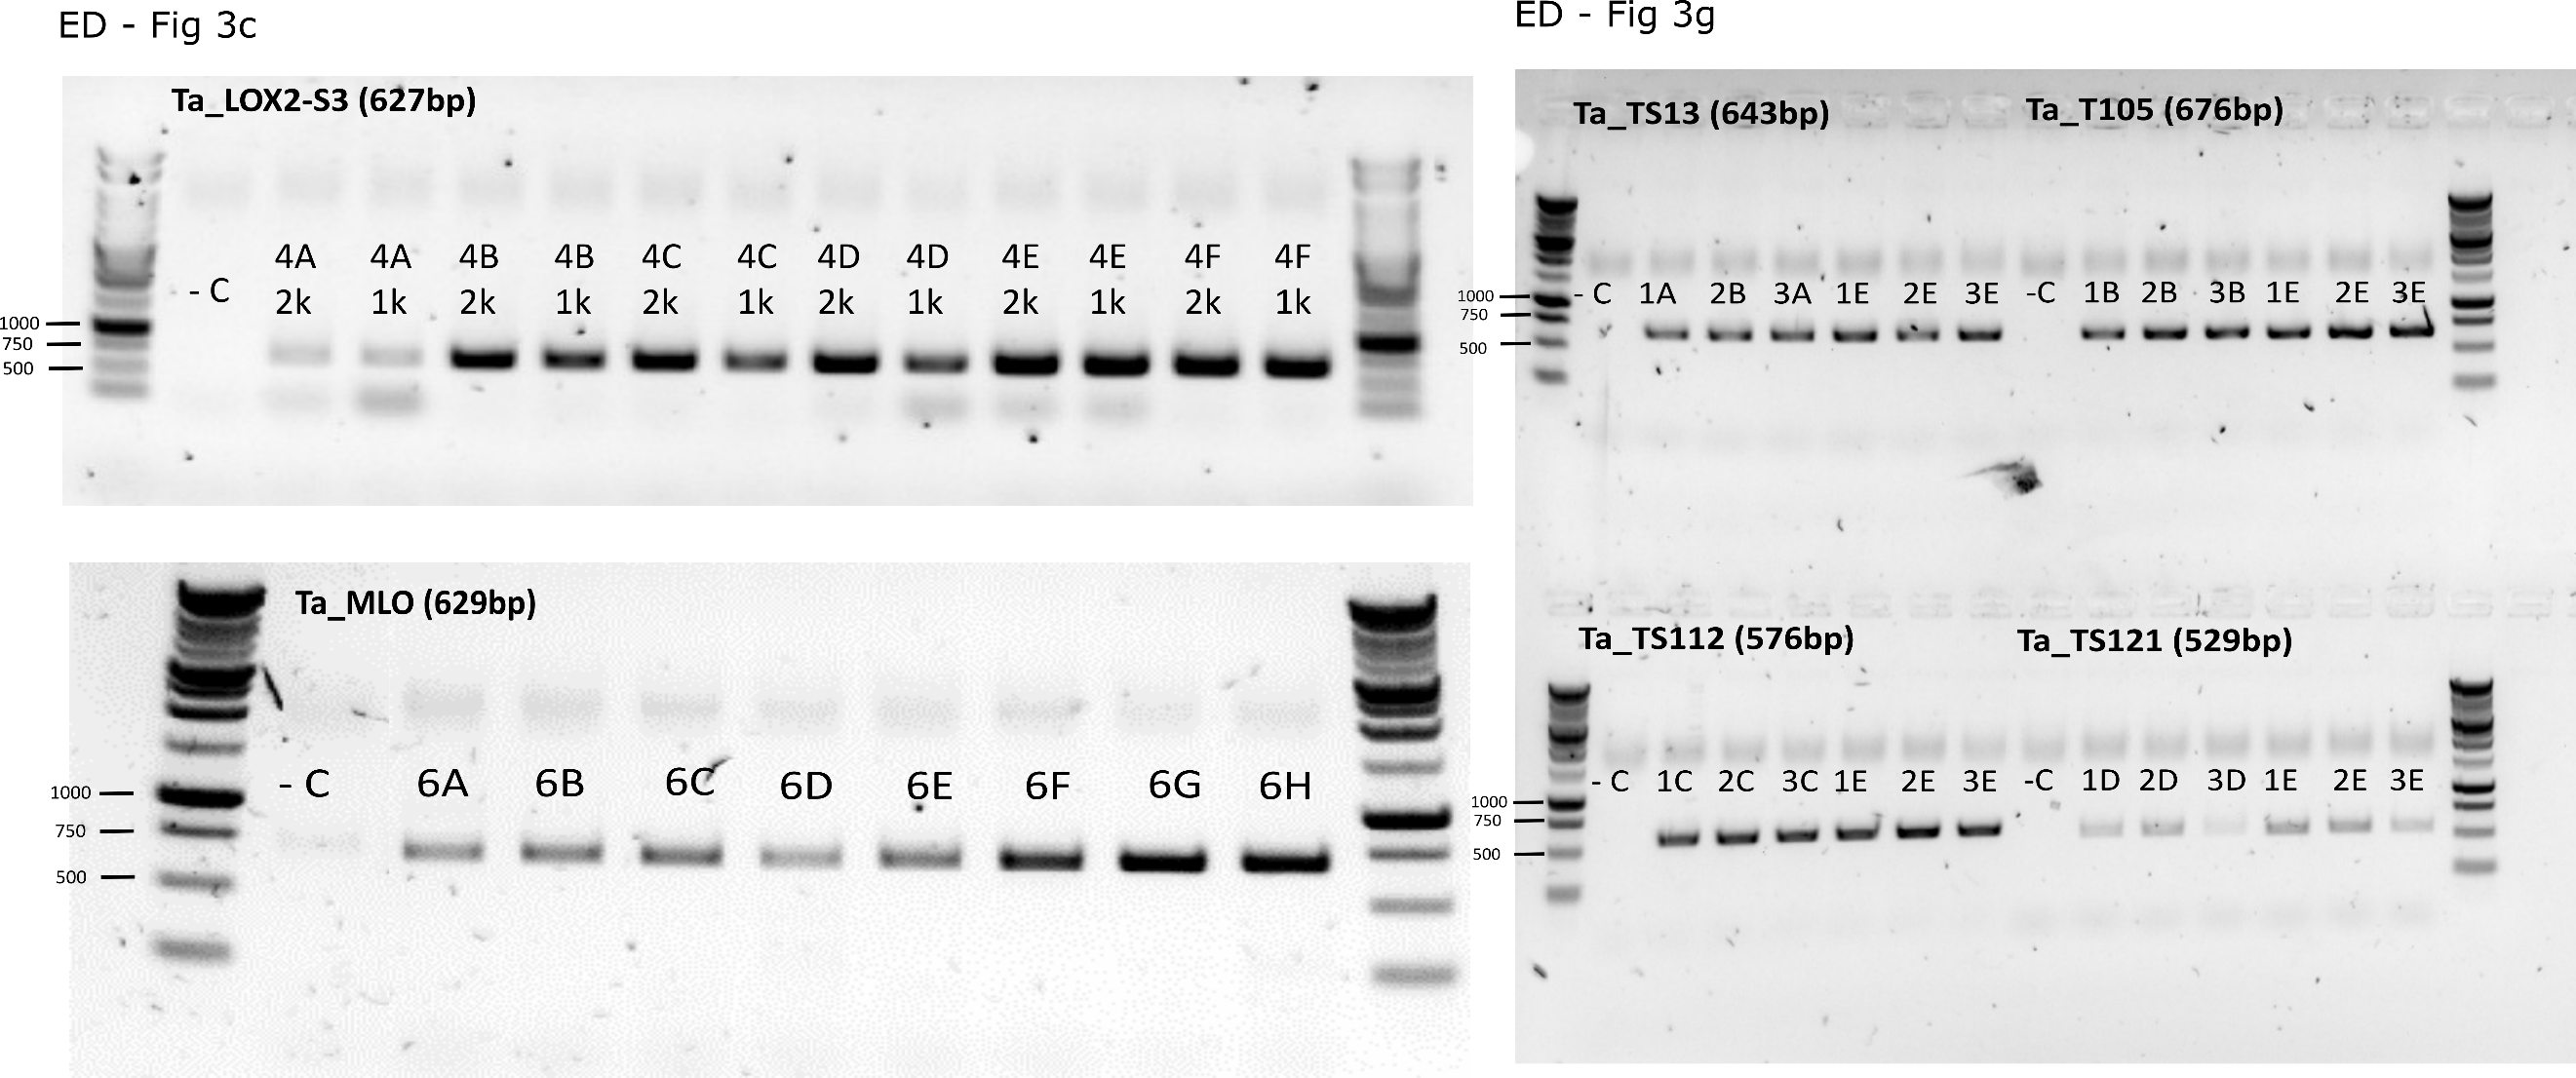
**

**
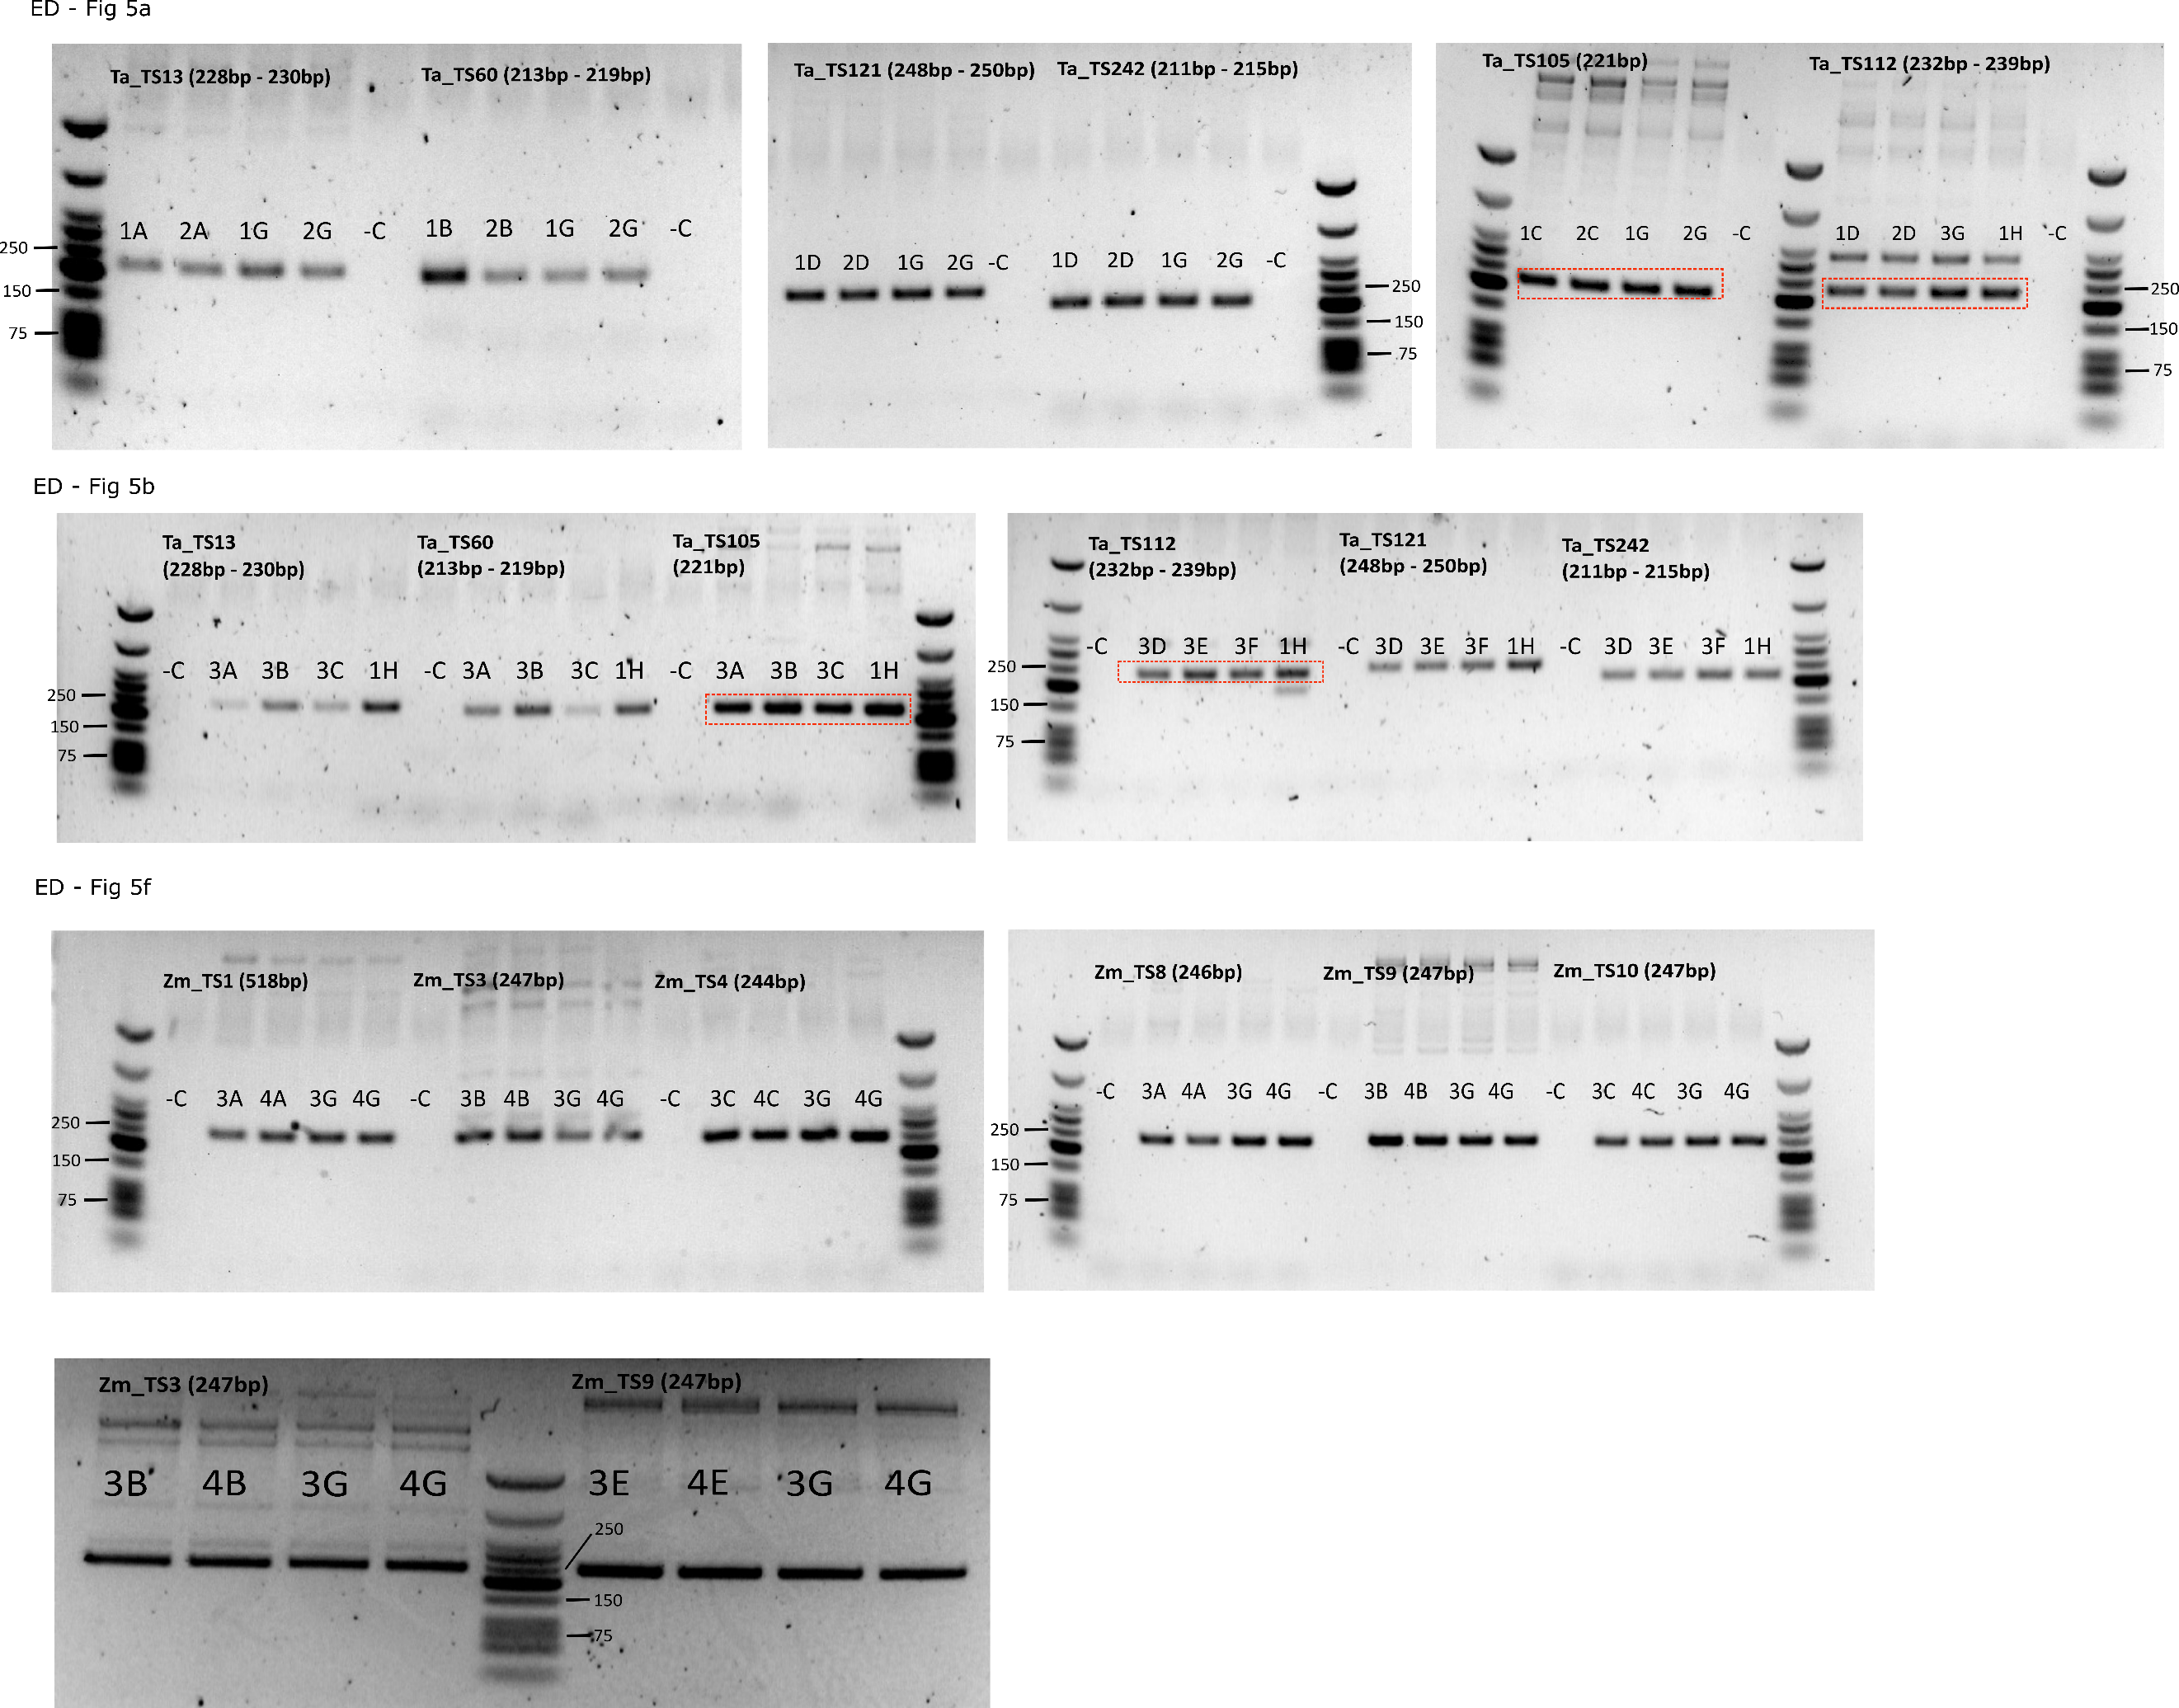
**

How the deposited data were processed for this re-analysis (not part of the article)

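The 18 deposited files hold tables that the authors made from amplicon reads, and all 29 samples were mapped to an experiment from their titles and the paper. No read was aligned again. The percent values were computed by the authors with CRISPResso2 and deposited as such: the percent of aligned reads with A-to-G or C-to-T at a position, or with an indel at a target. The counts that the authors deposited beside some tables, as read pairs per index pair or per amplicon, come from their demultiplexing and served here to describe depth. No normalization, filter or pseudocount was applied to the deposited percents, except where an alternative names it.

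Arms and replicates inside a table were named from its header or key. The tables of the 6 ABE architectures in wheat simplex, wheat multiplex and maize number their arms without a key, so architectures in those tables are not analysed here, and only values over all columns are given. The wheat nuclease table was read with the key of the maize nuclease table, which numbers the same nucleases and crRNA systems. In the maize CBE table the arm without an editor label was taken as the control. In the T0 table the subgenome of each site was read from the header of the first block.

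In protoplasts, editing was averaged over the positions of a target, then over targets, for each replicate, and means ± SD cover 3 replicates. Versions were compared by exact permutation of replicates, within each level of the other component for the nucleases, and by permutation of the Kruskal-Wallis statistic with 100000 resamples for the 6 CBE versions. All tests were two-sided. In T0 plants each site was tested with a z test for 2 proportions and corrected by Benjamini-Hochberg over 23 sites. In T1 plants lines were compared with Fisher's exact test. Shares carry Wilson 95% intervals.

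The sites to be named in the text were set before the values were seen: every on-target site that the paper shows in Figs. 3, 4 and 5, and at each the position with the highest mean and the positions the paper names. Off-target homeologs were to be named where the paper names them or where the best versions lie above every replicate without editor. The T0 homeolog positions named here are those past the threshold, and A9 of TS60-D and TS60-B, added after the values were seen.

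Replicate numbers were checked as pairs by correlating arms over replicates. In the maize nuclease table all 6 pairs of arms correlated above 0.1, with a lowest r of 0.151 and a median of 0.754. In the other tables at least 1 pair did not.

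Alternatives were the most edited position of each target, pooled points with a rank test, a log2 scale with 0.1% added, the control subtracted, two-way analysis of variance on all points, replicate blocks and leaving out each replicate. For plants they were calling an edit from 10 or 40% of reads, class limits of 20 and 80% or 30 and 65%, Fisher's exact test, and leaving out each run of wells. Alternatives chosen after seeing the data were every edited position, TS60-A and TS112-A alone for T0 plants, and 1 plant kept of neighbours with equal calls.

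In simulated tables a change of 15 points at 9 of 27 T0 sites was called in 94.6% of cases, and unchanged sites in 1.06%. In simulated nuclease contrasts a shift of 4 SD was called in 100% of 500 cases, and no shift in 3.6%. Plants and replicates were drawn independently, and no smaller change was simulated. Most T0 sites past the threshold differed by less than 15 points. How often such differences, or the 7.11 points for system h in maize, would be called is therefore not known.

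Homeolog tables of protoplasts, indel patterns, and libraries of the v9h experiments whose arm the labels leave open are not analysed here beyond the values given as observations. Gene coordinates were not used: of 24 gene identifiers looked up in the reference, 0 matched.

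Analyses used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, with a fixed seed.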

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

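The every-edited-position alternative, the count on TS60-A and TS112-A alone in T0 plants and the 1-plant-kept alternative were chosen after the results were seen, and the other alternatives below were set before the data were examined. Over 40 results, 191 of 233 values under an alternative kept their direction and their side of the threshold, or stayed within the spread of the replicates. Direction reversed in 4. These counts include contrasts of 3 with 3 replicates, whose side of the threshold the design fixes.

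In protoplasts, leaving out 1 replicate gave 1.95 to 2.08 points for CBE5 and CBE6 against CBE4, and 5.15 to 5.28 points for maize CBE5 and CBE6 against the control. For wheat nucleases it gave 24.1 to 31.4 points for D156R and 39.2 to 44.9 points for system h. These left the threshold because with 2 replicates per arm the permutations cannot give p below it. For D156R in maize the range was 16.2 to 18.6 points; without replicate 1 the design allows no p below 0.0556, and without replicate 2 or 3 p was 0.111. In maize the gain of the combination over the better single component ran from -8.12 to 7.96 points, with the sign reversed without replicate 2 (exact permutation p 0.667). The combination had 65.3, 96.2 and 86.5% in replicates 1, 2 and 3, and D156R with system a had 75.3, 74.0 and 92.7%. The combination was therefore higher in replicate 2 alone.

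Analysis of variance in both components of variance on all points counts each target as a sample, and under it 3 differences passed the threshold that 3 against 3 replicates cannot pass: 68.9 points for both components against neither in wheat, 17.8 points against the better single one, and 24.8 points for both against neither in maize. On the log2 scale CBE6 stood above CBE5 in maize by 0.25. In percent CBE6 was higher at Zm-TS10 alone, 1.05% against 0.609%, where replicate 1 of CBE5 was listed at 0. The log2 scale gives such low values more weight. Whether they alone turned the direction was not tested. With the most edited position of each target, v9h reached 3.88% at its highest of the 6 wheat targets, where the mean over positions was 2.02%; this follows from dropping the less edited positions.

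Permuting within replicate blocks was run for 13 results. Of these, 5 compare 3 with 3 replicates and cannot pass the threshold either way, and the other 8 kept their side of it, for example 2.40 points for system h against a among wheat CBEs (permutation p 0.00391). Pooled points with a rank test kept all 5. Subtracting the control kept all 14, but these are ranges and means without a test. At the positions that set the base-editing values among them the control was listed at 0, so those values could hardly change.

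In T0 plants the number of primary positions past BH 0.05 ran from 0 to 4 when 1 run of wells was left out: 0 without v9h run 2 and 0 without v11h run 1, where 0 and 2 of 4 were below an unadjusted 0.05. For the other positions it ran from 0 to 6, with 0 without the same runs, where 2 and 8 of 19 were below an unadjusted 0.05. The difference at A10 of TS112-A ran from -3.30 to 25.1 points and that at any subgenome of TS112 from -3.18 to 29.3, both reversed without v9h run 2, where v9h run 1 stands against both v11h runs. Between runs of the same number the differences were 7.14 and 14.7 points at A10 and 8.36 and 17.7 at TS112, but no label pairs the runs. At any subgenome of TS60 the difference ran from 7.03 to 28.7 points, and for double mutants from 5.31 to 31.0. Both lost the threshold without v9h run 2 and without v11h run 1 (7.03 and 9.42 points, 5.31 and 7.92 points). Runs of the same number differed by 16.7 and 18.9 points at TS60 and by 16.8 and 18.9 for double mutants. For each, v11h was higher in 3 of 4 pairings of runs. Leaving out a run also makes the opening parts of the lists less equal. Without v9h run 2, 39 of 71 v9h plants open a list, against 58 of 184 for v11h. Without v11h run 1 no v11h plant does, against 39 of 163 for v9h. After the opening plants v11h was higher at all 4 primary positions, by 6.24 to 19.6 points, and at TS112 by 14.0 points. Whether the opening plants account for all of the changes was not tested. The order of the list is taken up under the other observations.

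Calling edits from 10 or 40% of reads kept all 11 results each. With Fisher's exact test the BH p at A10 of TS112-A was 0.0508 with the same difference of 12.7 points, and with 1 plant kept of neighbours with equal calls the BH p at A7 of TS60-A was 0.0874 with 5.74 points; the cause was not tested. With every position and version above the control in all replicates, the lowest wheat CBE mean was 0.870% in place of 0, since versions that did not exceed the control at a cytosine are left out there.

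In all, 125 alternatives set beforehand were not run. The comparisons of ABE architectures in wheat and maize and of simplex with multiplex editing were not run, because those tables number their arms without a key. Homeolog and v9h indel results, tests stratified by plate, and a minimum of 1000 read pairs per plant were not run either. Depth is known per index pair and not per value, so the depth behind a percent listed at 0 cannot be stated.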

Differences from the paper's values

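A value was counted as differing when it lay more than 1.5-fold from the paper's, beyond the spread between replicates, and where there was a control at least 1 of both values lay above it. Of 72 values compared, 7 differed. For wheat CBEs the paper gives a lowest editing level of 1%, and the lowest mean at the most edited cytosine of a target was 0, at C16 of TS112-A and C17 of TS121-D. None of the alternatives set before the data were examined closed the gap; over the positions and versions above the control in all replicates, chosen after seeing the values, it was 0.870%. For maize CBEs the same choice, also made after seeing the values, opened a gap: the lowest mean was 0.247% against the paper's 1%, where the most edited cytosines gave 0.967%.

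For v9h at the 6 wheat targets the paper's limits cover simplex and multiplex editing, and only multiplex values were compared here. The paper gives a highest level of 4% and the mean over positions was 2.02%. With the most edited position of each target, set before the data were examined, it was 3.88%, which closes the gap, and with the control subtracted it stayed at 2.02%. The paper's lowest level is 0.5%, against 0.152% here for the targets with any editing; the most edited position gave 0.457%, which closes the gap, and subtracting the control gave 0.120%, which does not.

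The paper gives 13% of v11h plants as heterozygous at TS60-A, and at A9 the share was 28.0%. Class limits of 20 and 80% gave 28.0%, limits of 30 and 65% gave 26.9%, and the runs of wells gave 24.2% and 31.9%. None of these alternatives, set before the data were examined, closed the gap. The v9h share at A9 was 12.9%.

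The paper's lowest homozygous share at a primary position is 3%, and here it was 0, at A8 of TS112-A in v9h. None of the alternatives set before the data were examined closed the gap. Over A9 of TS60-A and A10 of TS112-A alone, a choice made after seeing the values, the shares ran from 3.23 to 18.1%.

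For double mutants the paper gives 11% of v9h plants and 19% of v11h plants, and the shares here were 26.1% and 45.6%. For v9h, leaving out run 1, set before the data were examined, gave 15.1% and closed the gap, while calling edits from 10 or 40% of reads gave 27.5% and 22.9%. For v11h the values were 34.1% and 57.1% by run, and 47.3% and 44.5% for the 10 and 40% limits, and none of these alternatives set before the data were examined closed the gap. Counting TS60-A and TS112-A alone, chosen after seeing the values, gave 11.1% and 19.3% and closed both, while keeping 1 plant of neighbours with equal calls, also chosen after seeing the values, gave 25.2% and 44.9%.

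Shares of plants with an edit in any subgenome lay within 1.5-fold of the paper's, but their Wilson 95% intervals exclude the rounded values of its text. For v9h the paper gives 30%, and the shares were 41.7% at TS60 (34.2 to 49.5) and 42.7% at TS112 (35.2 to 50.5). For v11h the paper gives 50%, and they were 60.7% (53.4 to 67.4) and 57.7% (50.4 to 64.6). The bars of Fig. 4d, read by eye, lie inside these intervals, at about 38% and about 37% for v9h and about 58% and about 53% for v11h.

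The comparisons of the 6 ABE architectures that the paper reports in Fig. 3 were not recomputed here, so no difference is stated for them.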

Other observations

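All tests in this part were chosen only after the results were seen, and no biological explanation was tested except where a paragraph names it.

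In the T0 list the first run of wells of each architecture holds more edited plants than the second. Each list opens with plants in rising number within each number series until a series starts again at 1, after 39 plants for v9h and 58 for v11h. Of these, 94.9% and 98.2% were edited at TS60 or TS112, against 45.5% and 61.1% of the plants after them, a difference of at least 37.1 points in each architecture (Fisher's exact p 6.67e-09 and 7.33e-09). A difference between whole runs, by plate, library or depth, is argued against: within the first run the opening plants exceeded the rest by at least 42.4 points, and the rest of the first run and the second run had 46.9% and 44.9% in v9h (Fisher's exact p 1) and 55.9% and 63.0% in v11h (p 0.538). A candidate explanation is that the lists open with plants already known to be edited. Whether plants were screened before listing stays open. Of the numbers up to the highest in each series, 161 of 172 for v9h and 184 of 210 for v11h are listed.

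The higher share of edited plants in v11h could come from its longer opening part, but after the opening plants v11h still exceeded v9h by 15.7 points (61.1% against 45.5%, z test p 0.0137). Of 100 splits of the plants into groups of the same sizes, the real one included, 1 gave as many sites past BH 0.05, the real one with 9; the highest among the others was 1. A difference between the editors, which the design names, stays open beside any difference between bombardments or plates, which was not tested.

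Neighbours in the T0 list with equal calls at 3 or more edited sites numbered 8 pairs, where shuffling the order within each part of the list gave 0.321 on average and at most 4 in 10000 permutations (permutation p 1e-04, the smallest they can give). Common genotypes that meet by chance are therefore argued against. All 8 pairs have consecutive plant numbers, and 1 pair agreed at 7 edited sites. A candidate explanation is that neighbouring plants share 1 editing event, for example as shoots of the same callus. The labels do not say which plants came from the same embryo, so this stays open.

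Edits at TS60 and TS112 fell in the same T0 plants more often than independent edits would: 40 v9h plants carried both where 26.8 would by chance, and 83 v11h plants where 64.0 would. Pooling of runs with different shares may add to this, but the lowest odds ratio within 1 architecture and run was 3.70. The opening plants alone could not give it either, since after them the odds ratio was 4.27 in v9h and 5.82 in v11h (Fisher's exact p 9.54e-04 and 5.48e-06). That plants differ in how much editor they express stays open as an untested biological explanation.

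TS112-B holds many values above 0 and below 25%. In T1 plants 32 of 34 of them (94.1%) lie at a position that is edited in another homeolog of the same plant, and in T0 plants 120 of 125 (96.0%). A candidate explanation is that some reads of the edited homeologs were counted as TS112-B. Editing in part of a plant's cells is argued against as the whole source, because the paper reports the T1 plants free of the editor and 24 of 60 of those with an edited homeolog (40.0%) still show a low value, against 2 of 23 without (8.70%, Fisher's exact p 0.00730). Reads carried over from other plants would reach plants with and without an edited homeolog alike, but the shares in T0 differed by 61.7 points (Fisher's exact p 2.60e-36). The same T0 shares were 30.2% against 8.70% at TS60-B and 31.7% against 8.38% at TS112-D (Fisher's exact p 2.00e-05 and 5.39e-05). They were 16.7% against 10.5% at TS60-A, 21.9% against 14.4% at TS112-A and 14.3% against 17.3% at TS60-D (p 0.223, 0.292 and 0.827).

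Among T0 values above 0 and below 25%, 0 of 61 calls in T1 plants carried the edit. If such values were heterozygous edits read too low, progeny would carry them as often as those of heterozygous parents. Yet the upper Wilson 95% limit, which counts siblings as independent, was 5.92% against a share of 73.0%. Counted by line and target, 0 of 17 with such a T0 value had an edited T1 plant. With a heterozygous T0 value it was 48 of 53. Editing in part of the T0 plant and reads of other homeologs both stay open, the latter not alike at all sites. Of the low T0 values, 120 of 125 at TS112-B, 41 of 66 at TS60-B and 20 of 34 at TS112-D lay at a position edited in another homeolog. At TS60-A 13 of 42 did, at TS112-A 7 of 35 and at TS60-D 8 of 53. At these last sites this argues against reads of edited homeologs as the whole source. Of the T0 values below 25%, 271 of 398 lie below 1%.

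The 508 base-editing percents of protoplasts with named arms include 191 listed at 0, 0 between 0 and 0.2%, and 49 from 0.2 up to 0.4%. Too few reads is argued against, since the index pair with the fewest read pairs in the protoplast libraries held 24594, where 0.2% is 49.2 read pairs. In the maize CBE table a limit set for each position by itself is argued against, since 29.2% of pairs of positions of a target above 0.4% had equal percents. For that table a candidate explanation is that percents were summed over alleles that each reach 0.2% of reads: the gaps between positions then number 27 from 0.2 up to 0.4% against 2 below 0.2%. In the wheat CBE table 1 of 112 such pairs was equal (0.893%), and 5 gaps lay below 0.2% against 2 from 0.2 up to 0.4%. There a limit for each position and a sum over alleles cannot be told apart, because few pairs lie close together.

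In 4 wheat libraries of the v9h experiment whose labels leave the arm open, the percent of modified reads over 18 amplicons had medians of 4.75, 4.89, 4.14 and 4.16%, with highest values of 8.07, 9.03, 8.54 and 8.00%. In 4 maize libraries the medians over 6 amplicons were 8.25, 7.60, 5.17 and 5.33%, with highest values of 24.5, 25.0, 7.19 and 7.61%.

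A v9h T0 plant had 96.3% at TS112-A and was edited at 1 other target, and its 4 T1 plants were listed at 0 at every target. No explanation was tested.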
